# APOBEC-1 deletion enhances cisplatin-induced acute kidney injury

**DOI:** 10.1038/s41598-023-49575-3

**Published:** 2023-12-14

**Authors:** Xiaojia Guo, Valerie Blanc, Nicholas O. Davidson, Heino Velazquez, Tian-min Chen, Dennis G. Moledina, Gilbert W. Moeckel, Robert L. Safirstein, Gary V. Desir

**Keywords:** Cell biology, Immunology, Molecular biology, Physiology, Diseases, Medical research, Nephrology, Pathogenesis

## Abstract

Cisplatin (CP) induces acute kidney injury (AKI) whereby proximal tubules undergo regulated necrosis. Repair is almost complete after a single dose. We now demonstrate a role for Apolipoprotein B mRNA editing enzyme, catalytic polypeptide 1 (Apobec-1) that is prominently expressed at the interface between acute and chronic kidney injury (CKD), in the recovery from AKI. Apobec-1 knockout (KO) mice exhibited greater mortality than in wild type (WT) and more severe AKI in both CP- and unilateral ischemia reperfusion (IR) with nephrectomy. Specifically, plasma creatinine (pCr) 2.6 ± 0.70 mg/dL for KO, n = 10 and 0.16 ± 0.02 for WT, n = 6, p < 0.0001 in CP model and 1.34 ± 0.22 mg/dL vs 0.75 ± 0.06, n = 5, p < 0.05 in IR model. The kidneys of Apobec-1 KO mice showed increased necrosis, increased expression of KIM-1, NGAL, RIPK1, ASCL4 and increased lipid accumulation compared to WT kidneys (p < 0.01). Neutrophils and activated T cells were both increased, while macrophages were reduced in kidneys of Apobec-1 KO animals. Overexpression of Apobec-1 in mouse proximal tubule cells protected against CP-induced cytotoxicity. These findings suggest that Apobec-1 mediates critical pro-survival responses to renal injury and increasing Apobec-1 expression could be an effective strategy to mitigate AKI.

## Introduction

There are at least 13.3 million cases of AKI globally and 1.7 million deaths per year^1^. AKI may lead to de novo or accelerated CKD and end stage kidney disease^2^. We have developed an animal model to study AKI, CKD, and the transition from AKI to CKD using the nephrotoxic drug cisplatin^3^. CP is an effective chemotherapy for many solid tumors. The predominant dose-limiting adverse effect of cisplatin is AKI, recurrent episodes of which result in CKD^4^. CP accumulates and causes injury to renal proximal tubule epithelial cells^5^. The animal model we developed mimics the development of CKD seen in patients undergoing treatment for cancer with cisplatin^6,7^.

We have shown that CP inhibits fatty acid oxidation^8^ and acute renal failure is accompanied by accumulation of free fatty acid, triglycerides and cholesterol in serum, urine, and kidney tissue^9^. Acute tubular necrosis is the hallmark of AKI^10^. Among various types of cell death, including the receptor-interacting protein kinase 1 (RIPK1)-regulated necroptosis^11^, ferroptosis^12^ was shown to contribute to the progression of AKI in animal models induced by CP^13^, IR injury^14^, oxalate nephropathy^14^, and folic acid^15^. Ferroptosis is characterized by lipid peroxide accumulation and controlled by ACSL4, an enzyme that converts long chain fatty acid to fatty acyl-CoA esters, without which ferroptosis cannot be executed^16^.

Apolipoprotein B [ApoB] is a large glycoprotein that serves an indispensable role in the assembly and secretion of lipids, including triglyceride and cholesterol of both dietary and endogenous origin, as well as the intravascular transport and receptor-mediated uptake and delivery of distinct classes of lipoproteins to distant organs^16^. ApoB circulates in two distinct forms, ApoB100 and ApoB48. ApoB48 arises following C-to-U deamination of a single cytidine base in the nuclear *ApoB* transcript, introducing a translational stop codon, by the action of Apobec-1^17,18^. Apobec-1 plays a crucial role in the regulation of lipid metabolism, as well as participating in stress responses to noxious stimuli, inflammation and repair of injured organs^17^. Recently it has been shown to play a role in the response to radiation injury in the small intestine not by its nucleotide editing role but by binding to and stabilizing Cyclooxygenase 2 mRNA and thereby increasing its protein levels and function^19^. Thus, the repertoire of APOBEC-1 effects on gene expression in injured organs occurs at transcriptional and post transcriptional levels. This broad range of activity and its demonstrated protective effect in injured organs, coupled with its widespread expression and activity (beyond liver and small intestine)^20^ make Apobec-1 an ideal candidate for study of genetic modifiers relevant to the injured kidney.

Therefore, we conducted this study to investigate the role of Apobec-1 in kidney injury using CP- and IR-induced kidney injury mouse models. Our results showed that APOBEC1 is crucial to the response of the kidney to these noxious stresses.

## Results

### *Apobec1* gene expression is induced in kidney after injury

To identify genes that are expressed during AKI and CKD development, we induced CKD in C57Bl/6J mice using two doses of CP (Fig. 1A). Mice were euthanized at days 3 and 14 after the first cisplatin dose, and 14 days after the second dose (28 days after the first dose). At each time point, we measured plasma creatinine and collected kidney tissue to confirm AKI and CKD development (data not shown). Microarray analysis revealed clusters of genes elevated at the transition of AKI to CKD (4 weeks) (Fig. 1B). *Apobec-1* was prominently expressed at the AKI-CKD transition and its increased expression mimics that found after injury to the small intestine and liver^21^. The increase in Apobec1 expression revealed by microarray analysis was confirmed using reverse transcription real time PCR (Fig. 1C), showing that apobec1 mRNA levels were increased 1.50-fold at Day 3 and 2.93-fold at Day 28 as compared to control mice receiving the isotonic saline vehicle alone.

**Figure 1:**
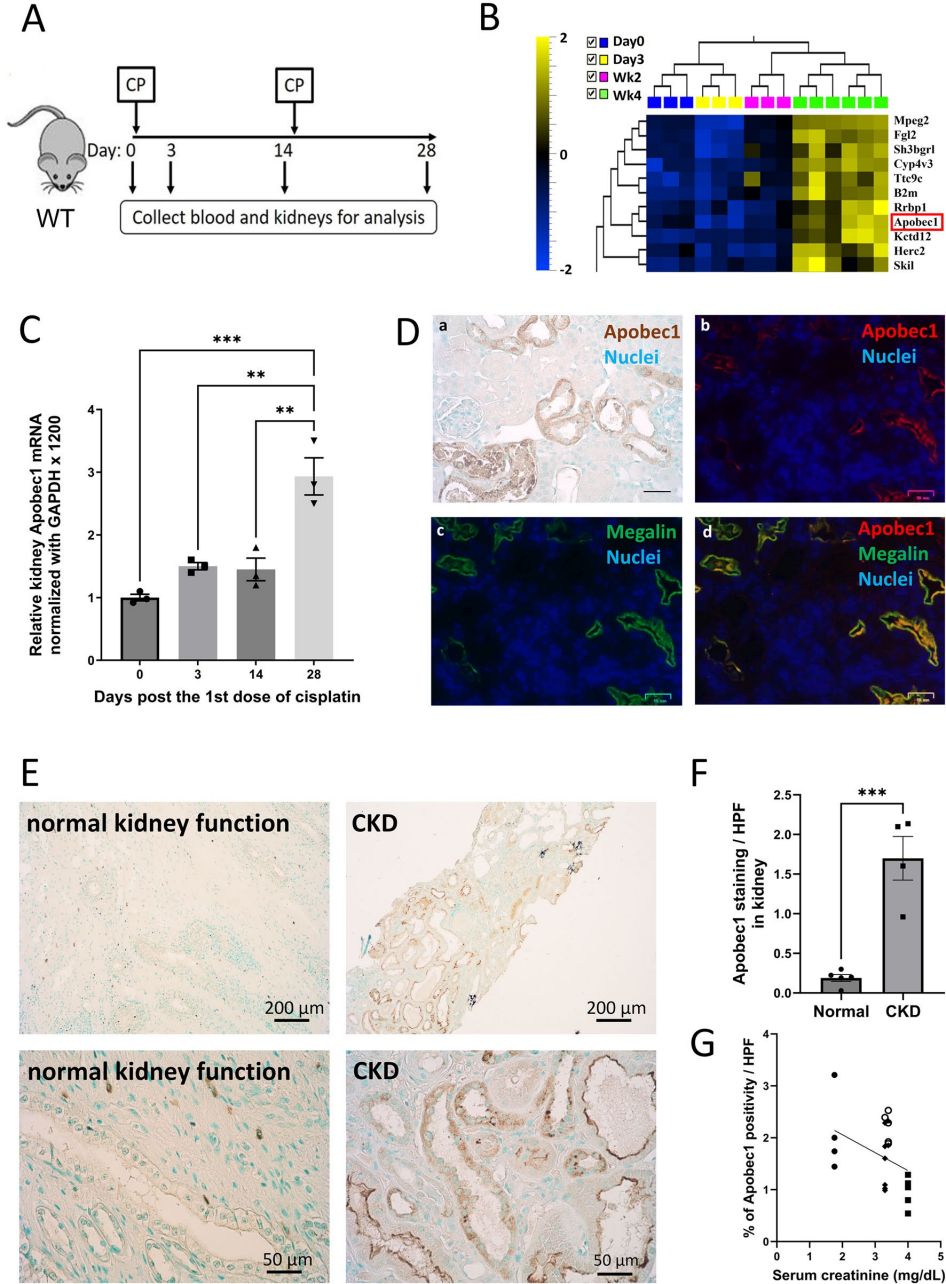
*Apobec 1* expression is induced in AKI and CKD. (**A**) Schematic representation of experimental design for mouse model of CKD. (**B)** Heat map of DNA microarray study showing a cluster of genes, include *Apobec1*, elevated at the transition from AKI to CKD. (**C**) Taqman assay of reverse transcribed real time PCR for *Apobec1* mRNA levels. The data represented as mean ± SE (n = 3), were subjected to unpaired t test (**p < 0.05, ***p < 0.001 in comparison to negative control). (**D**) Localization of APOBEC1 expression in mouse kidneys. Representative pictures of immunohistochemistry or immunofluorescence of kidneys from WT treated with cisplatin for 4d for APOBEC1 staining. Uninjured kidneys showed no expression. (**a**) immunohistochemistry of APOBEC1, nuclei were stained with methyl green; (**b**–**d**) immunofluorescence co-staining with APOBEC1 and megalin. Nuclei were stained with DAPI (blue). Scale bar is 50 µm. (**E**) Representative pictures of immunohistochemistry of human kidney biopsy from subjects with normal kidney function (left) or with CKD (right) for APOBEC1, nuclei were stained with methyl green. (**F**) Quantification of APOBEC1-positive area of human kidney biopsy per high power field (HPF) in CKD, unpaired t test, n = 4, ***p < 0.0005. (**G**) Correlation between serum creatinine and expression of APOBEC1 in 4 individual CKD patients’ kidney biopsy. Pearson correlation was used to measure the linear relationship between serum creatinine level and Apobec1 expression, R squared = 0.5.

*Apobec1* expression in mouse kidney was further examined by immunohistochemistry using 2 different antibodies against APOBEC1 (see “Methods”). Both antibodies labeled mouse kidneys in the same pattern: positive staining was seen in tubules (Fig. 1D image a). Preincubation with the APOBEC-1 peptide used to generate the antibody abolished the staining and no positive staining was observed in kidney from *Apobec-1* KO mice treated with cisplatin for 4d (Supplemental Fig. S1), indicating that the tubule staining is specific for the APOBEC-1 protein. Immunofluorescence co-staining for APOBEC-1 and MEGALIN, a marker for the proximal tubule, demonstrated APOBEC-1 expressed in proximal tubule (Fig. 1D, images b–d). IHC for APOBEC-1 expression was performed in human kidney sections of a patient with normal kidney function and kidney biopsy sections of 4 patients with CKD. Intense staining of APOBEC1 in tubules was observed in kidneys of all 4 subjects with CKD but not in kidney with normal kidney function (Fig. 1E and F). There is a trend (see Fig. 1G) that suggests the greater the reduction in renal function, the lower the expression of APOBEC1, even though there is an increase above control level of APOBEC1 expression (Fig. 1F) in CKD.

We interpret these results to indicate that AKI and CKD development is associated with an increase in APOBEC-1 expression in proximal tubules and that similar increased APOBEC-1 expression occurs in human diseased kidney tubules.

### Deletion of *Apobec1* leads to severe cisplatin-induced and ischemia reperfusion-induced AKI

To determine whether this increase of *Apobec-1* expression in AKI and CKD is central to the development of kidney injury, we compared the degree of kidney injury in WT and *Apobec-1* KO mice using 2 mouse models: CP- and IR-induced kidney injury. WT and *Apobec-1* KO mice were injected with 15 mg/kg cisplatin and kidney injury and repair were monitored over 7 days (Fig. 2A). Survival of the *Apobec-1* KO mice was significantly reduced starting at 4 days after cisplatin. Remarkably all *Apobec-1* KO mice died 6 days post CP, while WT animals all survived with this dose of cisplatin (Fig. 2B). *Apobec1* KO sustained more severe AKI as evidenced by Day 4 plasma creatinine levels: 2.64 ± 0.67 mg/dL for KOand 0.16 ± 0.015 for WT (Fig. 2C). Similarly, WT and *Apobec-1* KO mice were subjected to ischemia reperfusion (Fig. 2D), plasma creatinine values of KO were significantly higher (1.34 mg/dL ± 0.22) than WT (0.75 mg/dL ± 0.06) (Fig. 2E); plasma kidney injury molecule-1 (KIM-1) levels of KO mice were also significantly higher (3204 pg/ml ± 94.8)than WT (2502 pg/ml ± 253) (Fig. 2F). Hematoxylin and eosin staining of mouse kidneys showed more extensive injury with a 5.5-fold increase in acute tubule injury (ATI) in *Apobec-1* KO as compared with WT (Fig. 2G): 44.3 ± 2.3% ATI in KO AKI vs. 8.06 ± 0.23% ATI in WT AKI (Fig. 2H). The expression of injury markers KIM-1 and neutrophil gelatinase-associated lipocalin (NGAL) in kidneys was also augmented in *Apobec-1* KO kidneys compared to the WT mice (Fig. 2I-K). These data indicate that *Apobec-1* deletion is associated with severe tubule injury after cisplatin and ischemia reperfusion.

**Figure 2:**
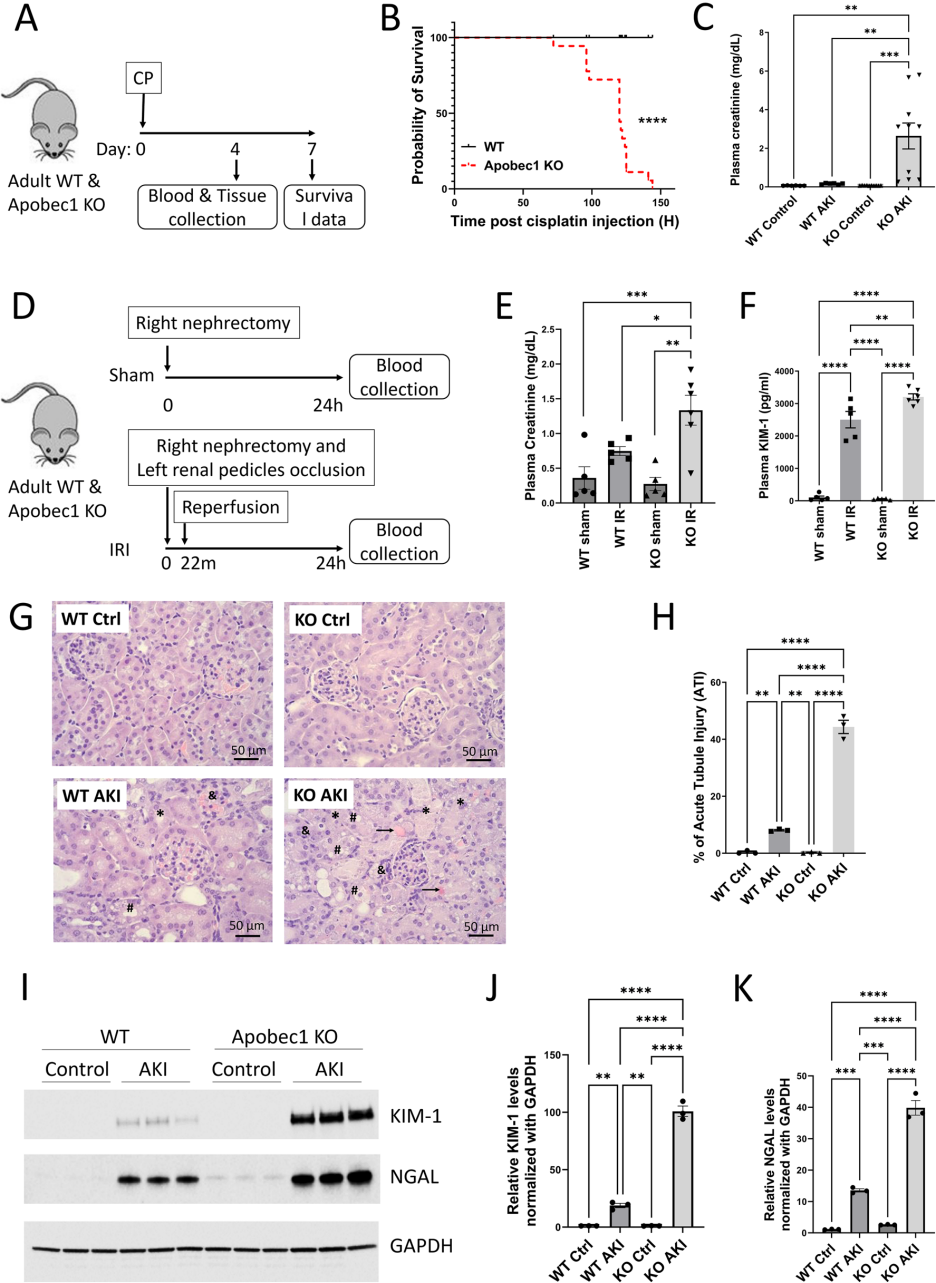
Deletion of *Apobec1* leads to severe cisplatin-induced and ischemia reperfusion-induced AKI. (**A**) Schematic representation of experimental design for mouse model of AKI. (**B**) Survival of WT versus KO mice after cisplatin treatments. Data from (**B**) were analyzed using Kaplan–Meier curves and a log-rank test, n = 18, ***p < 0.0001. (**C**) Plasma creatinine level at Day 4 post CP injection, one way ANOVA multiple comparison, n = 10, **p < 0.001, ***p < 0.0005 ****p < 0.0001. (**D**) Schematic representation of experimental design for mouse model of IR. (**E**) Plasma creatinine level 24 h after IR surgery, one way ANOVA multiple comparison, n = 5 in control and WT AKI groups and n = 6 in KO AKI group, *p < 0.05, **p < 0.01. (**F**) Plasma KIM-1 level 24 h after IR surgery, one way ANOVA multiple comparison, n = 5 in control and WT AKI groups and n = 6 in KO AKI group, **p < 0.01, ****p < 0.0001. (**G**) Representative figures of hematoxylin and eosin staining from different groups of CP-AKI mouse model. Renal damage indicators are represented: → : accumulation of protein casts in the renal tubules. & region: tubule swelling. *loss of brush border membrane. #cell debris detachment. (**H**) Acute kidney injury scores revealed by hematoxylin and eosin staining from different groups of CP-AKI mouse model. (**I**) Immunoblotting of kidney injury markers KIM-1 and NGAL in total kidney lysate from WT and KO mice treated with CP for 4 days, n = 3 from each group. GAPDH was used as a loading control. Note that cropped blots are displayed, uncropped blots are included in the supplemental information file. Quantification of KIM-1 (**J**) and NGAL (**K**) from immunobotting, one way ANOVA multiple comparison, n = 3, **p < 0.01, ***p < 0.0005, ****p < 0.0001.

### *Apobec1* deletion is associated with inflammation in AKI

Inflammation is an important mediator of most forms of AKI. It was reported that *Apobec1* maintains the balance between the homeostatic and activated immune functions of macrophages and the absence of *apobec1* provokes a proinflammatory phenotype^22^, thus we performed staining to evaluate whether the absence of APOBEC-1 affected immune cells in CP-AKI (Fig. 3). F4/80 staining in WT mouse kidneys 4 days after cisplatin injection increased significantly: % of positive staining 0.781 ± 0.067 in control vs. 6.194 ± 0.440 in AKI. By contrast, no such induction was observed in KO kidneys after the induction of AKI: 0.578 ± 0.117% of positive staining in KO control vs. 0.592 ± 0.118 in KO AKI (Fig. 3A and E). This result indicates a defect of macrophage infiltration to kidney in *Apobec1* KO mice.

**Figure 3:**
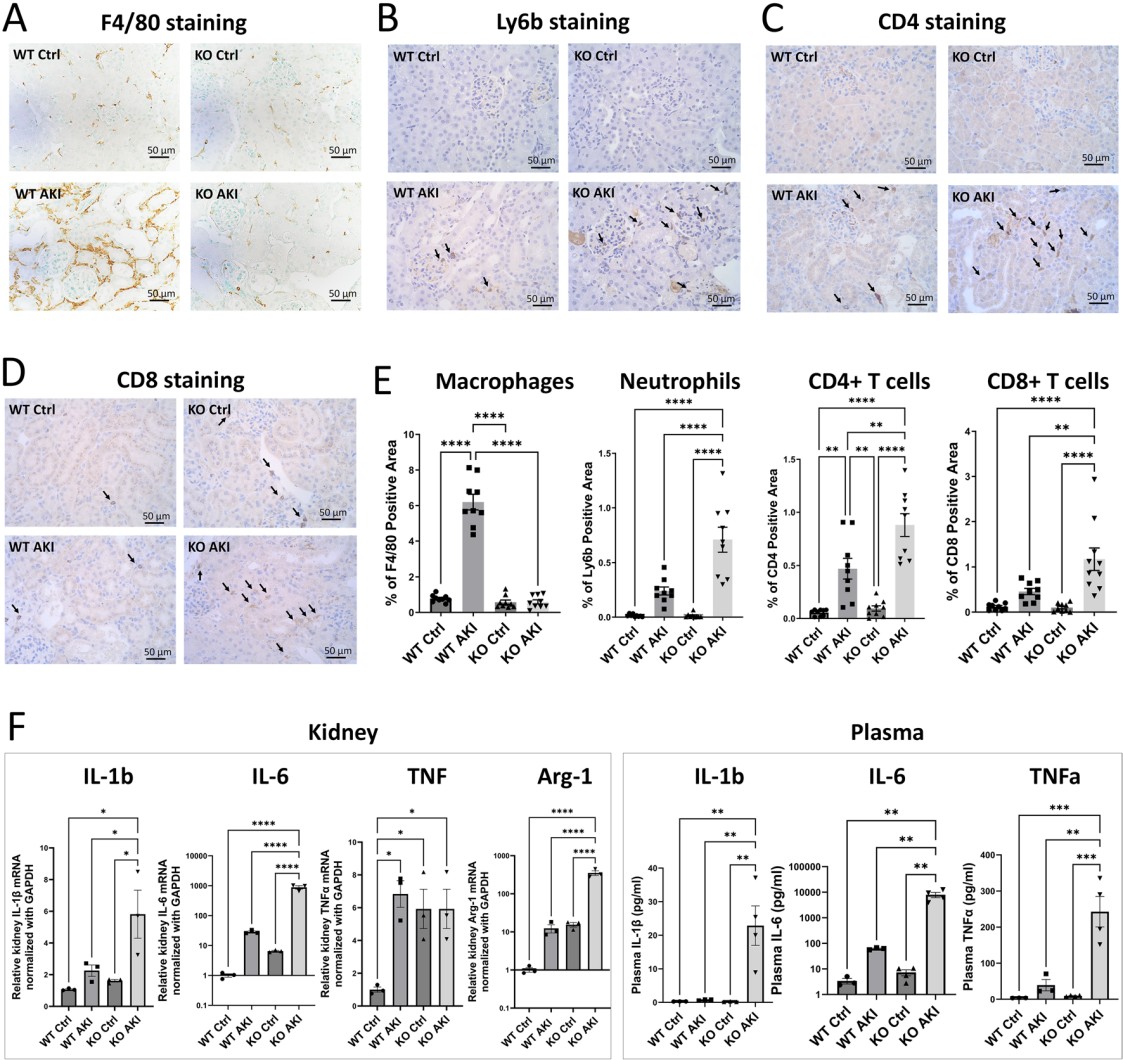
Decreased macrophage infiltration and elevated neutrophil and activated T cells in KO AKI kidneys. (**A**–**D**) Representative pictures of immunohistochemistry of formalin-fixed paraffin-embedded kidney tissues with F4/80 (**A**), anti-Ly6b (**B**), anti-CD4 (**C**), and anti-CD8 (**D**) from each group of mice in CP-AKI model. (**E**) Quantification of immune cell-positive area per high power field, one way ANOVA multiple comparison, n = 3, *p < 0.05, **p < 0.01, ****p < 0.0001. (**F**) Plasma and renal expression of IL-1β, IL-6, TNFα and renal expression of Arg-1 were assessed by one way ANOVA multiple comparison, n = 3, *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.0001.

By contrast, we observed a significant increase in neutrophils and activated T cells in *Apobec1* KO AKI kidneys as compared with WT AKI kidneys. Neutrophils increased ~ threefold in KO versus WT animals after injury (Fig. 3B and E, 0.71 ± 0.11% of positive area per high power field in KO AKI vs. 0.24 ± 0.04% of that in WT AKI kidney), and CD4 + T cells increased ~ twofold in KO as compared to WT (Fig. 3C and E, 0.88 ± 0.11% of positive area per high power field in KO AKI kidney vs. 0.47 ± 0.01% positive area per high power field in WT AKI). A ~ threefold increase of CD8 + T cells was also seen (Fig. 3D and E, 1.17 ± 0.25% positive area per high power field in *Apobec1* KO AKI vs. 0.46 ± 0.07% positive area per high power field in WT AKI, *p* < 0.005, one way ANOVA). Note that there were areas of deep diffuse staining with Ly6b and CD4 antibodies, marked with black arrows in Fig. 3B and C, in KO AKI kidneys and these areas were excluded from quantification of positive area.

To confirm the heightened inflammatory response reflected by the increase in neutrophils and T cells that we observed in the Apobec1 KO AKI, we showed increased cytokines IL-1β, IL-6, TNFα in both kidney and plasma (Fig. 3F).

### Deletion of *Apobec*-*1* leads to altered gene expression in kidneys

We used DNA microarray technology to investigate the transcriptional profiling of genes modulated in kidneys of Apobec1 KO mice compared with WT, with or without AKI. 

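Apobec1, the gene disrupted in the KO mice, gave log2 signals of 7.18, 6.63 and 7.33 on the WT control arrays and of 7.58, 7.50 and 7.66 on the arrays labelled KO control. After cisplatin its signals were 8.97, 8.56 and 8.38 on the WT AKI arrays and 9.75, 7.33 and 8.48 on the arrays labelled KO AKI. The log2 difference of KO control from WT control was 0.54 (standard error 0.44, adjusted p = 0.946 from limma), and that of KO AKI from WT AKI was -0.12 (standard error 0.44, adjusted p = 0.94 from limma). In WT kidneys Apobec1 was upregulated 3.02-fold after cisplatin, a log2 fold change of 1.59 (adjusted p = 0.0286 from limma, 0.103 without WT AKI replicate 1). In kidneys labelled KO the log2 fold change was 0.94 (adjusted p = 0.127, and 0.00358 without KO AKI replicate 2), and the difference between the 2 responses was -0.65 (adjusted p = 0.766). All 12 signals lay above the 95th percentile of the array's 23 antigenomic probe sets, which match no mouse transcript. The values do not show which part of the transcript the Apobec1 probe set reads. A probe set outside the disrupted part would check nothing, so the signal of Apobec1 alone does not check the genotype labels. All 10 genes called between KO control and WT control differed in the same direction between KO AKI and WT AKI. The paper states that the disruption was checked by genotyping and by mRNA levels, and it shows no APOBEC1 staining in KO kidneys after cisplatin (Fig. S1). Here KO control and KO AKI stand for the arrays with those labels.

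**Figure D1:**
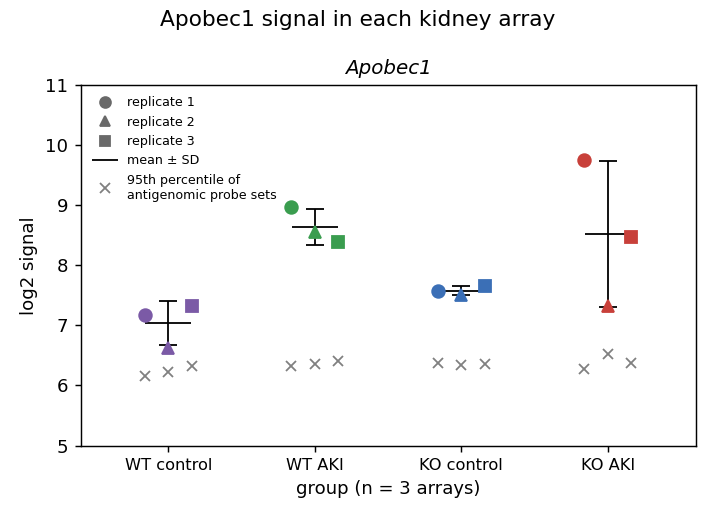
Log2 signal of Apobec1 on each of the 12 kidney arrays, by group (n = 3 arrays), with the mean and SD of each group and the 95th percentile of the antigenomic probe sets of each array as crosses. The arrays labelled KO AKI spread from 7.33 to 9.75, and no group labelled KO lies below its WT group as a whole.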

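Kidney RNA of 12 mice was hybridised to 12 Clariom S mouse arrays, 3 each for WT control, WT AKI, KO control and KO AKI. The sample labels give male mice and cisplatin at 15 mg/kg for 3 days, where the methods give kidneys taken 3 days after a 15 mg/kg dose, and control mice received saline. The authors deposited a log2 signal per probe set, made with Transcriptome Analysis Console. The paper's text does not name the background correction and normalization for these arrays and refers to an earlier paper for the analysis. The signals stop at a common ceiling, which 13 probe sets reached on at least 1 array. For each of 19505 named genes, the probe set with the highest mean was compared between groups with limma on the deposited log2 values, and the 4 groups shared an estimate of the spread. On each array, between 44.3% and 47.0% of the genes lay above the 95th percentile of the antigenomic probe sets. The number of arrays limits the precision, since an exact permutation test of 3 arrays against 3 cannot give a p below 0.1.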

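Cisplatin changed 2726 of the 19505 genes in WT kidneys at an adjusted p under 0.05 from limma, with 1684 upregulated and 1042 downregulated in WT AKI. Between KO control and KO AKI 5445 genes passed the same test, with 2996 upregulated and 2449 downregulated. The balance of directions depended on the scaling of the arrays, with 1302 up and 1265 down in WT and 2658 up and 2743 down in KO after quantile normalization, and 1097 up and 1731 down in WT and 2290 up and 3178 down in KO after median centring. Both comparisons called 1153 genes up and 759 genes down, where independent calls would share 258.7 and 130.8. Krt20, a keratin of injured tubules that was not above background on any control array, rose by at least 5.44 on the log2 scale in WT kidneys (adjusted p = 0.00215 from limma) and by at least 9.07 in kidneys labelled KO (adjusted p = 2.4e-05), taking the background of each array, the 95th percentile of its antigenomic probe sets, as the control level. Calb1, a calcium-binding protein of the distal tubule, fell by 6.13 (standard error 0.45, adjusted p = 6.12e-06) and by 6.86 (standard error 0.45, adjusted p = 5.47e-07). The WT count fell to between 1469 and 1806 without any 1 of the 6 WT arrays and was 4040 without KO AKI replicate 2.

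The first principal component of all genes held 58.5% of the variance and separated saline from cisplatin, with scores from -53.8 to -47.8 on the 6 control arrays, from 18.6 to 32.5 on WT AKI and from 43.8 to 119 on the arrays labelled KO AKI. The second component held 11.5%. Its scores were 6.92 to 8.33 on WT control, 11.1 to 14.0 on KO control, -31.2 to -25.6 on WT AKI and -26.5 to 60.5 on KO AKI. In a hierarchical clustering of all genes (Euclidean distance, average linkage), 4 clusters held the 6 control arrays together, the 3 WT AKI arrays with KO AKI replicate 1, KO AKI replicate 2 alone and KO AKI replicate 3 alone. At 6 clusters, WT control, KO control and WT AKI each formed a cluster of 3 arrays, and the KO AKI arrays were each alone. With the 974 genes past the F-test over 4 groups at an adjusted p under 0.001, 4 clusters kept the 3 WT AKI arrays apart from the others, the 6 control arrays together, and KO AKI replicate 2 apart from replicates 1 and 3.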

Principal component analysis (Fig. 4A) and unsupervised hierarchical clustering analysis (Fig. 4B) demonstrated that each treatment group of samples clusters separately. 

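Within the group labelled KO AKI, replicate 2 lay apart from the other arrays in genes of the kidney tubule. Its 32 measured proximal tubule genes lay at a median log2 difference of -2.81 from the mean of the other 2 KO AKI arrays, with 1 of 32 higher. Its 14 genes of the loop of Henle and distal tubule lay at -1.90, with 1 of 14 higher, and its 16 collecting duct genes at -1.15, with 3 higher. Its 23 tubule injury genes lay at 1.05, with 18 higher, its 14 complement and acute phase genes at 1.59, with 10 higher, and its 19 macrophage and monocyte genes at -0.85, with 4 higher. In all, 2398 genes of that array differed more than 2-fold from the mean of the other 2. Fabp3, a heart-type fatty acid-binding protein, had log2 signals of 10.24, 8.12 and 10.11 on KO AKI replicates 1, 2 and 3.

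The median SD of a gene over 3 arrays was 0.229 in WT control, 0.237 in WT AKI, 0.232 in KO control and 0.311 in KO AKI. An SD above 1 was found for 53, 70, 34 and 974 genes in the same groups. Pearson's r between arrays of a group, taken across genes, which are not independent replicates, was 0.962 to 0.986 in KO AKI and 0.990 to 0.993 in the other groups. The distance of KO AKI replicate 2 from the mean of the other 2 arrays was 2.91 times as long as the distance of either of those arrays from their mean, and the highest such ratio in the other groups was 1.98.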

The variability of the array data is unexplained. 

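Jchain, the joining chain of secreted immunoglobulins, was upregulated 90.1-fold in the arrays labelled KO control over WT control (log2 fold change 6.49, standard error 0.36, adjusted p = 1.21e-06 from limma). In the arrays labelled KO AKI it was upregulated 29.4-fold over WT AKI (log2 fold change 4.88, standard error 0.36, adjusted p = 4.89e-05). Between the control groups 10 genes passed an adjusted p under 0.05, 2 up and 8 down. Ide, a protease that degrades insulin, was upregulated 2.75-fold (standard error 0.17 on the log2 scale, adjusted p = 0.00675). Bcat1, an aminotransferase of branched-chain amino acids, was downregulated 13.4-fold (standard error 0.52, adjusted p = 0.017). The clock gene Ciart was downregulated at least 1.74-fold (adjusted p = 0.00929), since it lay above background on 0 KO control arrays. The other 6 downregulated genes were Entpd4, Dera, Myo5a, Slc22a7, Rnf24 and Klrb1c, and Klrb1c lay above background on 0 arrays. The count was 1 without KO control replicate 1, 2 without WT control replicate 1, 3 without WT control replicate 3 and 27 without KO AKI replicate 2.

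Between KO AKI and WT AKI 95 genes passed an adjusted p under 0.05 from limma, 48 up and 47 down, and 93 of them differed more than 2-fold. Slc22a22, an organic anion transporter, was downregulated 30.6-fold (log2 fold change -4.93, standard error 0.99, adjusted p = 0.0477), and Mep1b, a brush border protease, 25.2-fold (log2 fold change -4.65, standard error 0.82, adjusted p = 0.0301). Both lay above background on 2 of 3 KO AKI arrays, so these sizes were read partly against background. Inmt, a methyltransferase, and Car4, a carbonic anhydrase, were downregulated 12.5-fold each (adjusted p = 0.0113 and 0.0206), with Inmt above background on 1 of 3 KO AKI arrays. Slc22a7, an organic anion transporter that was also lower in KO control, was downregulated at least 2.04-fold (adjusted p = 0.0162), since it lay above background on 0 KO AKI arrays. Upregulated genes included Arg2, an arginase, 12.4-fold (adjusted p = 0.0477), Plat, tissue plasminogen activator, 5.40-fold (standard error 0.35, adjusted p = 0.0145), and Itgam, an integrin of myeloid cells, 5.22-fold (standard error 0.36, adjusted p = 0.0162). Of the 95 calls, only those of Jchain and Slc12a3 held without each of the 12 arrays in turn. The count was 2 without WT AKI replicate 2, 4 without WT AKI replicate 3, 37 to 54 without any 1 of the WT control arrays, WT AKI replicate 1, KO control replicates 1 and 2 or KO AKI replicate 3, and 1174 without KO AKI replicate 1. Without KO AKI replicate 2 it was 121, of which 69 were among the 95. The standard errors use a spread shared by all 4 groups, while KO AKI spread more than the others. A fit of only the 2 AKI groups called 1 gene, and t-tests with equal or unequal variances called 0.

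At an unadjusted p under 0.01 with a fold over 2, 101 genes differed between the control groups, 46 up and 55 down, and 604 between the AKI groups, 277 up and 327 down. The second count was 341 without WT AKI replicate 2, 401 without KO AKI replicate 2 and 1340 without KO AKI replicate 1. The 3 arrays of KO AKI lay all above the 3 of WT AKI for 1642 genes and all below for 1708. For KO control and WT control these counts were 1415 and 1438. Chance separates 10% of the 19505 genes with both directions counted together. The 2 genotype comparisons shared 1 upregulated gene, Jchain, and 2 downregulated genes, Slc22a7 and Entpd4, where independent calls would share 0.005 and 0.019.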

Comparison of Apobec1 KO and WT control (P < 0.01, fold Change: > 2 or < 2) identified 202 differentially expressed genes, while there were 756 differentially expressed genes between the KO and WT AKI samples. When analyzed in a database of Ingenuity Pathway Analysis, these differentially expressed genes were significantly associated with oxidative stress and damage, cell cycle control and cell death, fatty acid biosynthesis and oxidation, inflammatory response, and PPAR signaling (Table 1, Fig. 4C and D). 

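Tnfrsf10b, a death receptor, was upregulated 2.64-fold in the arrays labelled KO AKI over WT AKI (log2 fold change 1.40, standard error 0.28, adjusted p = 0.0477 from limma). Nfkbia, an inhibitor of NF-κB, was upregulated 3.04-fold (log2 fold change 1.60, standard error 0.32, adjusted p = 0.0455). They are the 2 members of the apoptosis group of Table 1 that passed the test over all genes. Of its 12 measured members, 10 were up and 2 down when adjusted over the list alone, and the group was higher in KO AKI by limma's camera test (median 0.88, adjusted p = 7.06e-07, and 0.0416 with an estimated correlation). The Table 1 groups were chosen by the study on these samples, so tests of them are not independent evidence.

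In the fatty acid groups of Table 1 the members went both ways. Fatty acid biosynthesis (6 members) had 1 gene up over all genes, and 2 up and 4 down when adjusted over the list alone (median -1.02, adjusted p = 0.228). Its members lay at a median of -1.11 on KO AKI replicate 2 from the other 2 KO AKI arrays, with 2 of 6 higher. Fatty acid beta-oxidation (6 members) had 1 up and 1 down, and 2 up and 4 down over the list alone (median -1.25, adjusted p = 0.228). On KO AKI replicate 2 its members lay at a median of -0.87 from the other 2 KO AKI arrays, with 2 of 6 higher. Fatty acid omega-oxidation (3 members) had 0 called, and 2 up and 1 down over the list alone (median 0.85, adjusted p = 0.228). PPAR signaling (7 members) had 1 up and 2 down, and 4 up and 3 down over the list alone. Its median was 0.88 and its mean -0.09, and its camera direction was up (adjusted p = 0.341). The inflammatory response group (4 members) had 0 called, and 3 up and 1 down over the list alone (median 0.95, adjusted p = 0.0933).

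Of the lists fixed without these samples, necroptosis and pyroptosis (18 measured genes) was higher in KO AKI, with 0 members called over all genes and 4 up when adjusted over the list alone (median 0.38, camera adjusted p = 0.000403, and 0.222 with an estimated correlation). Cytokines and adhesion molecules (23 genes) had a median of 0.14 (adjusted p = 0.183) and fatty acid oxidation (26 genes) a median of 0.02 with camera direction down (adjusted p = 0.991). Fatty acid synthesis (13 genes) had a median of -0.12 (adjusted p = 0.224). The paper relates the genes to these functions through a pathway database, which was not used here.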

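Nfe2l2, the transcription factor NRF2 that switches on antioxidant genes, was upregulated 2.30-fold in the arrays labelled KO AKI over WT AKI (log2 fold change 1.20, standard error 0.23, adjusted p = 0.0428 from limma). Cd44, a hyaluronan receptor in the oxidative stress group of Table 1, was upregulated 6.01-fold (log2 fold change 2.59, standard error 0.47, adjusted p = 0.0336). Without WT AKI replicate 2 both adjusted p were 0.19. The NRF2 target Hmox1, heme oxygenase 1, was at 12.21 ± 0.57 (SD, n = 3) in WT AKI and 13.97 ± 2.07 (SD, n = 3) in KO AKI, a log2 fold change of 1.76 that did not pass the test (adjusted p = 0.259 from limma). It rose by 3.04 with cisplatin in WT kidneys (adjusted p = 0.0138) and by 5.20 in kidneys labelled KO (adjusted p = 0.000202). Cbr3, a carbonyl reductase that lay above background on 0 control arrays and 1 WT AKI array, rose by at least 3.45 in kidneys labelled KO (adjusted p = 0.000196).

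Of 20 measured NRF2 targets, 0 passed limma's test over all genes, and 13 were up when adjusted over the list alone. They were higher in KO AKI by camera (17 of 20 higher, median 1.13, adjusted p = 1.73e-09, and 0.28 with an estimated correlation), and their median was 0.67 without KO AKI replicate 2. With cisplatin 9 of them rose and 1 fell in WT kidneys, and 17 rose and 1 fell in kidneys labelled KO. The difference between these responses had a median of 0.91 (adjusted p = 7.31e-06, and 0.259 with an estimated correlation), and of 0.52 without that array.

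The oxidative stress and redox group of Table 1 (13 of 17 genes measured) had 1 gene up over all genes, and 8 up and 5 down when adjusted over the list alone (median 1.00, mean 0.20, camera adjusted p = 0.157). The oxidative damage response group (8 of 9 measured) had 0 called, and 5 up and 3 down over the list alone (median 0.68, adjusted p = 0.167). Both groups were chosen by the study on these samples, so their counts and tests are not independent evidence. In the difference between the cisplatin responses of the genotypes, the oxidative stress group had a median of 0.19 and a mean of -0.02 (camera direction up, adjusted p = 0.654).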

Cisplatin administration resulted in more oxidative stress and damage in Apobec1 KO kidney. 

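Lcn2, a secreted lipocalin of injured tubules, was at a log2 signal of 14.33 ± 1.07 (SD, n = 3 arrays) in WT AKI and 18.08 ± 1.10 (SD, n = 3) in the arrays labelled KO AKI, an upregulation of 13.4-fold (log2 fold change 3.74, standard error 0.55, adjusted p = 0.0146 from limma). Havcr1, a receptor that appears on injured proximal tubule cells, was at 16.94 ± 0.69 (SD, n = 3) in WT AKI and 18.97 ± 0.47 (SD, n = 3) in KO AKI. This 4.10-fold difference did not pass the test (log2 fold change 2.04, standard error 0.50, adjusted p = 0.0767), although it passed an unadjusted p under 0.01 and every KO AKI array lay above every WT AKI array. With cisplatin Lcn2 rose by 6.48 in WT kidneys (adjusted p = 1.4e-05) and by 11.57 in kidneys labelled KO (adjusted p = 4.35e-08), and the difference between these responses was 5.09 (adjusted p = 0.0478). Lcn2 lay above background on 1 of 3 KO control arrays, so the second rise and the difference were measured partly against background. Havcr1 rose by 5.63 (adjusted p = 1.66e-05) and by 10.10 (adjusted p = 5.69e-08), with a difference of 4.47 (adjusted p = 0.0524). Part of this difference was in the control groups, where Havcr1 was at 11.31 ± 1.15 (SD, n = 3) in WT and 8.87 ± 0.51 (SD, n = 3) in KO (log2 fold change -2.43, adjusted p = 0.249 from limma). Without WT AKI replicate 2 the adjusted p of Lcn2 in KO AKI was 0.0946.

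**Figure D2:**
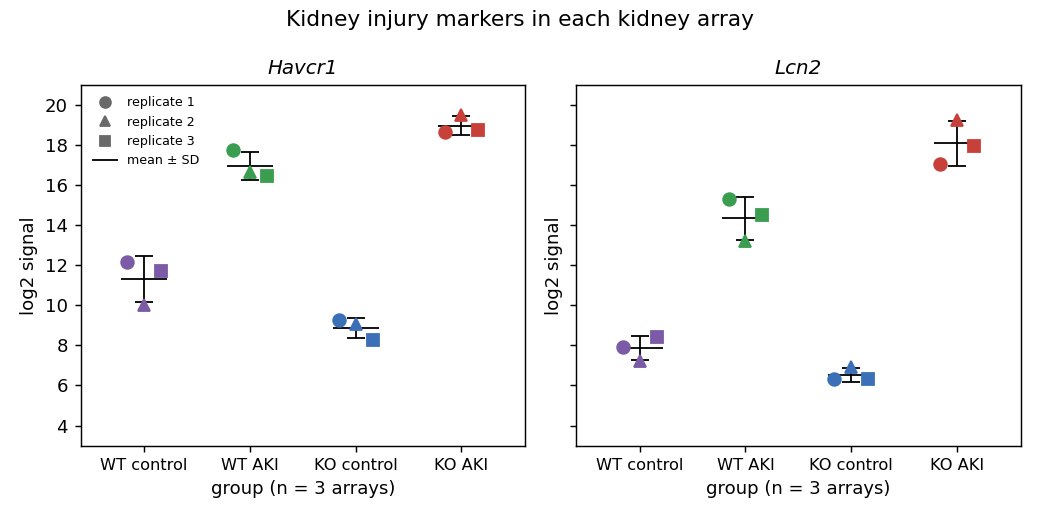
Log2 signals of Havcr1 and Lcn2 on each of the 12 kidney arrays, by group (n = 3 arrays), with the mean and SD of each group. The arrays labelled KO AKI lie above the WT AKI arrays for both genes, with Lcn2 at 17.05 to 19.25 against 13.19 to 15.30.

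Of 23 measured tubule injury genes, listed without these samples, 3 were up in KO AKI over all genes, 12 were up when adjusted over the list alone, and 23 of 23 were higher (median 1.38, camera adjusted p = 1.09e-13, and 0.222 with an estimated correlation). Anxa3, an annexin, was upregulated 6.26-fold (log2 fold change 2.65, standard error 0.45, adjusted p = 0.027). Of 32 proximal tubule genes, 2 were higher, 1 was down over all genes and 24 were down over the list alone (median -1.35, camera adjusted p = 4.11e-15, and 0.28 with an estimated correlation). Much of that size came from KO AKI replicate 2, without which the median was -0.66. Dpep1, a dipeptidase of the brush border, was downregulated 3.58-fold (log2 fold change -1.84, standard error 0.28, adjusted p = 0.0162). Of 14 genes of the loop of Henle and distal tubule, 1 was down over all genes and 5 over the list alone (median -1.26, and -0.47 without KO AKI replicate 2, camera adjusted p = 1.41e-05, and 0.282 with an estimated correlation). Slc12a3, the sodium chloride cotransporter, was downregulated 6.82-fold (log2 fold change -2.77, standard error 0.30, adjusted p = 0.00309), and passed the test without each of the 12 arrays in turn.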

Similar to Western blot analysis (Fig. 2I), kidney injury markers Havcr1, also named kidney injury molecule–1 (KIM-1) and Lcn2, known as neutrophil gelatinase-associated lipocalin (NGAL), are highly expressed in KO kidney (Fig. 4C). So did the cell cycle arrest gene cyclin dependent kinase inhibitor 1A (Cdkn1a; p21). By contrast, cyclin dependent kinase like protein 1 and 3 (Cdkl1 and Cdkl3), which are known to promote cell proliferation, were downregulated (Fig. 4C). 

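Cdkn1a was at a log2 signal of 12.72 ± 0.09 (SD, n = 3 arrays) in WT AKI and 14.47 ± 1.03 (SD, n = 3) in the arrays labelled KO AKI, and between 5.55 and 6.49 on the 6 control arrays, of which 1 WT control array lay above background. The 3.36-fold difference between the AKI groups did not pass the test (log2 fold change 1.75, standard error 0.38, adjusted p = 0.0584 from limma), and passed an unadjusted p under 0.01. With cisplatin Cdkn1a rose by 6.67 in WT kidneys (adjusted p = 7.22e-07), measured mostly against background, and by at least 8.11 in kidneys labelled KO (adjusted p = 1.98e-08). The difference between these responses did not pass the test (adjusted p = 0.243). Its adjusted p between the AKI groups was 0.00278 without KO AKI replicate 1 and 0.237 without WT AKI replicate 2.

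Of 22 measured p53 targets, listed without these samples, 17 rose and 1 fell with cisplatin in WT kidneys (median 1.54, camera adjusted p = 1.45e-14, and 0.0438 with an estimated correlation). In kidneys labelled KO, 18 rose and 1 fell (median 2.52, camera adjusted p = 1.8e-14, and 0.0377 with an estimated correlation). Between KO AKI and WT AKI 1 of them was up over all genes, 6 were up when adjusted over the list alone and 18 were higher (median 0.50, and 0.33 without KO AKI replicate 2, camera adjusted p = 0.000123, and 0.244 with an estimated correlation).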

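Cdkl1 was at a log2 signal of 11.82 ± 0.17 (SD, n = 3 arrays) in WT AKI and 10.36 ± 1.43 (SD, n = 3) in the arrays labelled KO AKI. The difference did not pass the test (log2 fold change -1.46, standard error 0.49, adjusted p = 0.169 from limma). Cdkl1 fell by 1.70 with cisplatin in WT kidneys (adjusted p = 0.0347) and by 3.87 in kidneys labelled KO (adjusted p = 0.000108), and the difference between these responses was -2.17 (adjusted p = 0.327). Cdkl3 was at 7.60 ± 0.39 (SD, n = 3) in WT AKI and 6.78 ± 0.49 (SD, n = 3) in KO AKI (log2 fold change -0.81, standard error 0.27, adjusted p = 0.166 from limma). In the control groups it was at 7.54 ± 0.22 and 6.77 ± 0.23 (SD, n = 3 each), a log2 difference of -0.77 of KO from WT (adjusted p = 0.664 from limma). Its log2 fold change with cisplatin was 0.05 in WT kidneys and 0.01 in kidneys labelled KO, with no call in either. Between the AKI groups the log2 fold change of Cdkl1 was -2.09 without KO AKI replicate 1 (adjusted p = 0.00813) and -0.68 without KO AKI replicate 2, where it was not called.

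Cdk2, a kinase of DNA replication, was upregulated 2.08-fold in KO AKI over WT AKI (log2 fold change 1.06, standard error 0.20, adjusted p = 0.0353 from limma, 0.19 without WT AKI replicate 2). It rose by 1.52 with cisplatin in kidneys labelled KO (adjusted p = 0.000143) and had a log2 fold change of 0.17 in WT kidneys (adjusted p = 0.61). Cdk6, a kinase of cell cycle entry, differed 2.12-fold and did not pass the test (adjusted p = 0.0921). The cell cycle control group of Table 1, chosen by the study on these samples, had 1 of 5 measured members up over all genes and 5 up when adjusted over the list alone (median 1.06, camera adjusted p = 7.06e-07, and 0.0307 with an estimated correlation). Of 24 cell division genes, listed without these samples, 5 rose with cisplatin in WT kidneys (median 0.44, camera adjusted p = 0.00597, 0.375 with an estimated correlation and 0.0561 without WT AKI replicate 1) and 20 in kidneys labelled KO (median 1.54, camera adjusted p = 1.09e-09, and 0.136 with an estimated correlation). Between KO AKI and WT AKI 1 of them was up over all genes and when adjusted over the list alone, and 21 were higher (median 0.43, camera adjusted p = 0.00013, and 0.324 with an estimated correlation). The median in WT kidneys was 0.28 without WT control replicate 3 and 0.79 without WT control replicate 2, and that between the AKI groups was 0.28 without KO AKI replicate 1 and 0.65 without KO AKI replicate 2. In KO control the cell division genes lay lower than in WT control (camera adjusted p = 2.5e-08, not called with an estimated correlation). Part of the gap between the cisplatin responses of the genotypes was thus in the control groups. Of the cell division genes, Cdk1, Cdc20, Plk1, Aurka, Aurkb, E2f1 and Mcm3 lay above background on 0 arrays. Bub1, Ccnb2 and Mcm5 did so on 1 KO AKI array alone, and Cdk2 and Pcna on every array. These medians were therefore partly read within background.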

Reno-protective molecule Bone morphogenetic protein 5 (Bmp5) was also downregulated in KO AKI (Fig. 4C). 

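Bmp5 was at a log2 signal of 5.62 ± 0.31 (SD, n = 3 arrays) in WT AKI and 4.70 ± 0.35 (SD, n = 3) in the arrays labelled KO AKI, a difference that did not pass the test (log2 fold change -0.93, standard error 0.29, adjusted p = 0.145 from limma). In the control groups it was at 5.80 ± 0.16 in WT and 5.74 ± 0.61 in KO (SD, n = 3 each). With cisplatin its log2 fold change was -1.04 in kidneys labelled KO (standard error 0.29, adjusted p = 0.0168 from limma), while its log2 fold change in WT kidneys was -0.17 (adjusted p = 0.727), and the difference between these responses was -0.87 (adjusted p = 0.49). Bmp5 lay above the 95th percentile of the antigenomic probe sets on 0 of the 12 arrays, so these differences were measured within the range of the array's background.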

Upregulation of CD36, Acsl4, and Acsl5 (Fig. 4D and E) in KO AKI was of particular interest given their known role in fatty acid transport and ferroptosis.

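Acsl5, a synthetase that joins long-chain fatty acids to coenzyme A, was upregulated 2.19-fold in the arrays labelled KO AKI, at a log2 signal of 12.87 ± 0.10 against 11.74 ± 0.14 in WT AKI (SD, n = 3 arrays each; log2 fold change 1.13, standard error 0.18, adjusted p = 0.0162 from limma). Acsl4, which favours polyunsaturated fatty acids, was at 14.31 ± 0.90 in KO AKI and 12.73 ± 0.41 in WT AKI (SD, n = 3 each). This 2.98-fold difference did not pass the test (log2 fold change 1.58, standard error 0.35, adjusted p = 0.0595 from limma), and passed an unadjusted p under 0.01, as Cd36 did. With cisplatin Acsl4 rose by 1.72 in WT kidneys (adjusted p = 0.00627) and by 3.40 in kidneys labelled KO (adjusted p = 2.06e-05), with a difference of 1.68 between the responses (adjusted p = 0.277). Cd36, a fatty acid transporter, was at 15.46 ± 0.69 in KO AKI and 14.35 ± 0.42 in WT AKI (SD, n = 3 each; log2 fold change 1.11, standard error 0.33, adjusted p = 0.13 from limma). It rose by 1.09 with cisplatin in kidneys labelled KO (adjusted p = 0.0255) and had a log2 fold change of -0.71 in WT kidneys (adjusted p = 0.169), with a difference of 1.80 between the responses (adjusted p = 0.243). Without WT AKI replicate 2 the adjusted p of Acsl5 was 0.124, and without KO AKI replicate 1 those of Acsl4 and Cd36 were 0.000364 and 0.00978.

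Tfrc, the transferrin receptor that takes up iron, was upregulated 3.03-fold in KO AKI over WT AKI (log2 fold change 1.60, standard error 0.30, adjusted p = 0.0353). It was the called member of 12 measured drivers of ferroptosis, listed without these samples, of which 3 were up when adjusted over the list alone (median 0.56, and 0.34 without KO AKI replicate 2, camera adjusted p = 0.00205, and 0.244 with an estimated correlation). Of 14 suppressors of ferroptosis, 1 was up over all genes, and 4 were up and 1 down over the list alone (median 0.33, camera adjusted p = 0.0348, and 0.28 with an estimated correlation). That call ended without WT AKI replicate 1, WT AKI replicate 2 or KO AKI replicate 2 (adjusted p up to 0.0832). Of 22 genes of lipid uptake and storage, 1 was up and 2 were down, with 4 up and 4 down over the list alone (median 0.18, camera adjusted p = 0.301), and 13 lipoprotein genes had a median of 0.63 (adjusted p = 0.241). On KO AKI replicate 2 the lipoprotein genes lay at a median of 1.23 from the other 2 KO AKI arrays, with 9 of 13 higher.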

**Figure 4:**
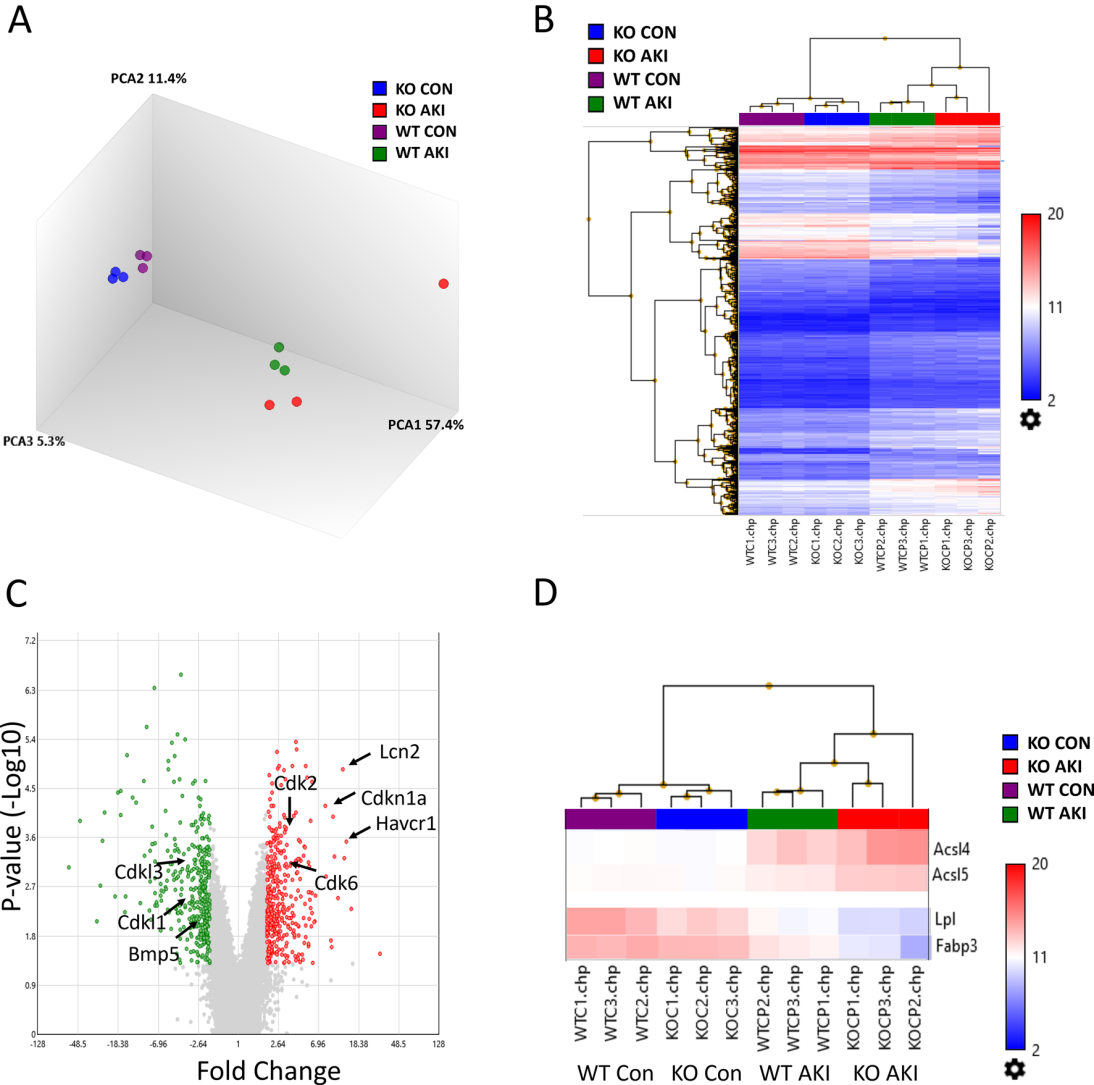
Changes in kidney transcriptional profile among Apobec1 KO and WT with or without AKI. (**A**) Principal component analysis of the multi-group analysis of variance comparison illustrating the significant variation between the gene expression profiles of the WT control (purple), WT AKI (green), KO control (blue) and KO AKI (red) animals. (**B**) Heat map and hierarchical clustering of transcripts, q = 0.001. (**C**) Volcano plot of Apobec1 KO AKI vs WT AKI, p < 0.001, fold change > 2 or -2. Green dots on left side represent genes downregulated in KO AKI and red dots on the right side represent genes upregulated in KO AKI as compared with WT AKI samples. (**D**) Heat map of the microarray study showing Acsl4, Acsl5, Lpl, and Fabp3.

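Fabp3, a fatty acid-binding protein, was downregulated 4.77-fold in the arrays labelled KO AKI, at a log2 signal of 9.49 ± 1.19 against 11.74 ± 0.31 in WT AKI (SD, n = 3 arrays each; log2 fold change -2.25, standard error 0.42, adjusted p = 0.0353 from limma). Lpl, the lipase that frees fatty acids from lipoproteins, was downregulated 2.43-fold, at 9.68 ± 0.21 against 10.96 ± 0.34 (SD, n = 3 each; log2 fold change -1.28, standard error 0.26, adjusted p = 0.0477 from limma). In the control groups Lpl was at 12.56 ± 0.33 in KO and 14.04 ± 0.38 in WT (SD, n = 3 each), a log2 difference of -1.48 (adjusted p = 0.075 from limma). With cisplatin Lpl fell by 3.08 in WT kidneys (adjusted p = 1.2e-05) and by 2.88 in kidneys labelled KO (adjusted p = 6.68e-06), and the difference between these responses was 0.20 (adjusted p = 0.894). Lpl is also a marker of fat cells, and the list of 10 adipocyte genes, Lpl included, had a median of -1.26 in KO control against WT control (-0.82 without KO control replicate 3, camera adjusted p = 9.3e-07, and 0.206 with an estimated correlation), of -0.98 in WT AKI against WT control (camera adjusted p = 0.000141, and 0.177 with an estimated correlation) and of 0.04 in KO AKI against WT AKI (camera adjusted p = 0.85). In KO AKI against KO control, where Lpl fell by 2.88, camera did not call the adipocyte list, so the list did not follow Lpl in every comparison. Fabp3 fell by 2.00 in WT kidneys (adjusted p = 0.0076) and by 3.95 in kidneys labelled KO (adjusted p = 2.79e-05), with a difference of -1.95 (adjusted p = 0.298). Without WT AKI replicate 2 the adjusted p between the AKI groups was 0.196 for Fabp3 and 0.236 for Lpl, and without KO AKI replicate 2 the log2 fold change of Fabp3 was -1.57. At an unadjusted p under 0.001 from limma with a fold over 2, 227 genes differed between KO AKI and WT AKI.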

**Table 1:** Analysis of Apobec1-specific genes involved in CP-AKI by DNA microarray.

Function	Significance	Focus molecules	Molecules in network
Oxidative stress and redox pathway	4.86	17	CD44, Gls, Ggt1, Slco1a1, Slco2a1, Pgd, Gpx4, Cbs, Grxcr1, Gclc, Gsta1, Gsta2, Gstm3, Gstk1, Txnrd1, Txnrd3, Sod1
Oxidative damage response	3.41	9	Cdkn1a, Gadd45a, Pcna, Apaf1, Bak1, Bcl1, C2, Map2k6, Traf1
Ferroptosis			Acsl4,
Apoptosis	3.28	13	Tnfrsf10b, Tnfrsf1a, Traf1, Birc3, Ikbkg, Nfkbia, Bak1, Bcl2, Bcl2l1, Trp53, Casp6, Casp8, Apaf1
Fatty acid biosynthesis	2.96	6	Echdc1, Pecr, Scd1, Acsl4, Acsl5, Acss2
Fatty acid omega-oxidation	2.27	3	Cyp1a2, Cyp2e1, Aldh1a1
Fatty acid beta-oxidation	1.89	6	Lpl, Gcdh, Acat1, Acss2, Acsl4, Acsl5
Inflammatory response	1.06	4	Il5ra, Tnfrsf1a, Fn1, Lamc1
Toll-like receptor signaling	0.9	9	Tlr4, Tlr8, Ly96, Ifnar1, Casp8, Ikbkg, Map2k6, Nfkb2, Nfkbia
Cell Cycle control	0.78	6	Cdkn1a, Cdk2, Cdk6, Trp53, Gadd45a, Pcna
PPAR signaling	0.64	7	Cd36, Fabp3, Scd1, Dbi, Lpl, Acsl4, Acsl5
Mapk signaling	0.62	13	Egf, Map4k4, Map2k6, Gna12, Pak2, Casp6, Casp8, Ikbkg, Gstm3, Gsta1, Gsta2, Cyp2e1, Trp53

Top functions associated with changes in kidney transcriptional profile between Apobec1 KO AKI and WT AKI. Top diseases and functions (P < 0.01, Fold Change: > 2 or < 2) identified from a general (non–organ specific) database for 1253 transcripts identified by ANOVA. 

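Tlr8, a receptor for single-stranded RNA, had a log2 fold change of 1.10 in the arrays labelled KO AKI over WT AKI (standard error 0.22, adjusted p = 0.0477 from limma), and lay above background on 0 arrays, so this difference was measured within the range of the background. The Toll-like receptor group of Table 1 had 2 of 9 members up over all genes, and 8 up and 1 down when adjusted over the list alone (median 1.10, camera adjusted p = 7.06e-07, and 0.0342 with an estimated correlation). The Mapk signaling group had 0 of 11 measured members called, and 7 up and 4 down over the list alone (median 0.92, mean 0.14, adjusted p = 0.167). The study chose both groups on these samples, so these counts and tests are not independent evidence. Over the 4 groups, 3694 of 19505 genes passed limma's F-test at an unadjusted p under 0.01 with a fold over 2 between the highest and the lowest group mean, and 2618 did at an adjusted p under 0.01.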

Significance was calculated from the p-score (p-score =  − log [P value]) and focus molecules are the number of molecules that appear in network and in the dataset.

### Deletion of *Apobec*-*1* leads to lipid accumulation in AKI-kidneys

Recent evidence suggests that AKI is accompanied by significant metabolic abnormalities, including alterations in lipid metabolism^23^. Since APOBEC1 edits ApoB100 to the shorter form ApoB48, which is the main apolipoprotein of chylomicrons and low-density lipoprotein, and is a key component in lipid metabolism, we performed oil red O staining to localize triglyceride and lipids in the injured kidney. We found extensive lipid deposits in *Apobec-1* KO AKI kidneys (Fig. 5A). There was a 45-fold increase in Oil Red O staining in KO AKI kidneys as compared to WT AKI (10.7 ± 0.52 in KO AKI vs. 0.24 ± 0.08% in WT AKI kidney) (Fig. 5B). Immunoblot analysis for APOB (Fig. 5C) in WT and APOBEC1 KO AKI kidneys shows that the ApoB48 serum levels increase significantly during AKI in WT while no ApoB48 was detected in Apobec1 KO serum. By contrast, ApoB100 increased significantly in the KO to a great extent than was found in WT (Fig. 5C–F). Cisplatin-induced AKI increased APOB100 in WTkidneys (1.01 ± 0.4 in WT control vs. 75.9 ± 26.4 in WT AKI). However, while the *Apobec-1* KO kidney at baseline displayed an elevated APOB100 compared to WT at baseline, the KO AKI kidney expressed nearly tenfold more APOB as compared to WT AKI: 515.1 ± 93.42 vs. 75.91 ± 26.4 in WT AKI (Fig. S2). These data suggest that the absence of APOBEC-1 has significant effects on baseline *ApoB* expression in the kidney that was enhanced during renal stress induced by cisplatin.

**Figure 5:**
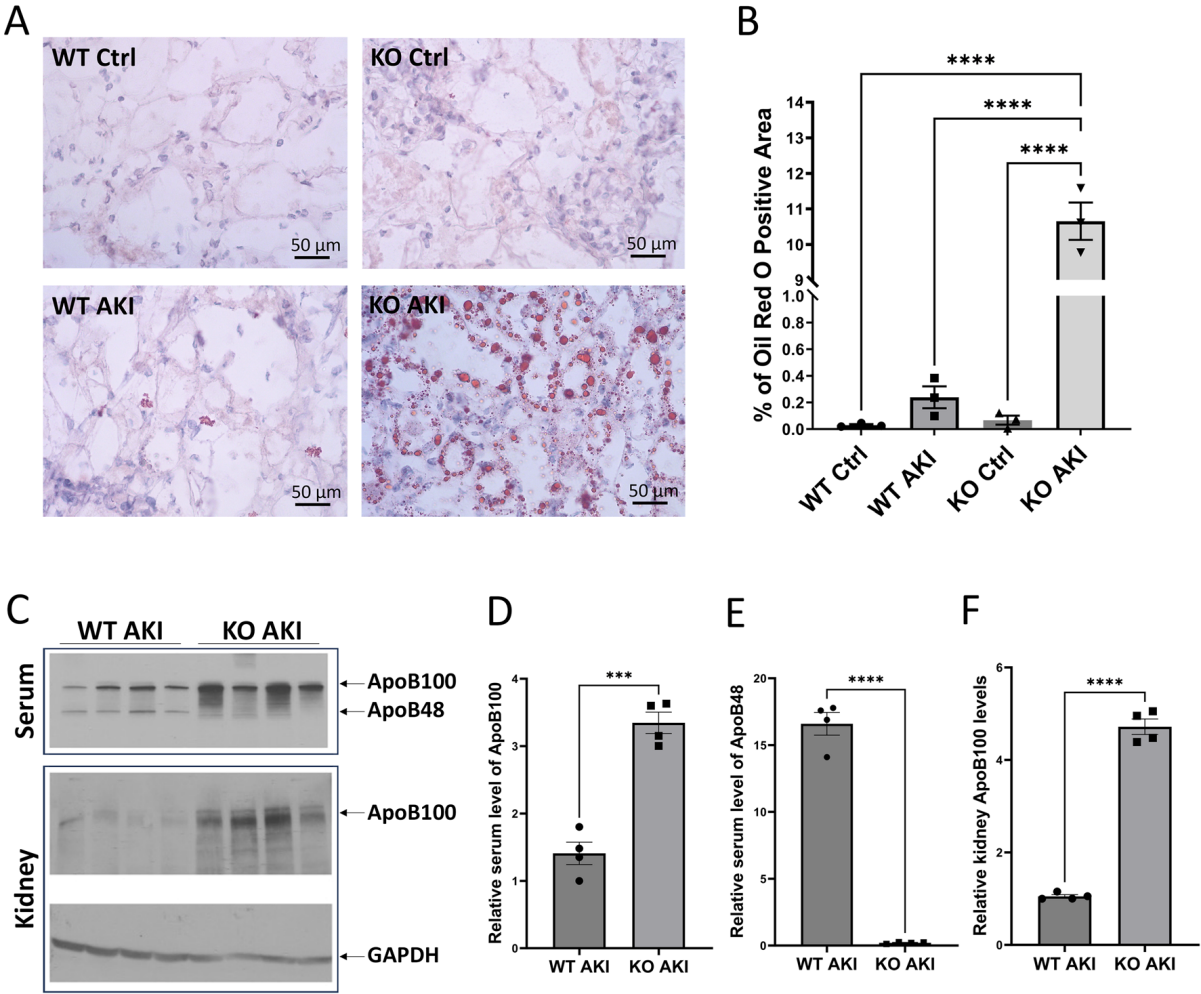
Increased lipid accumulation and ApoB in Apobec1 KO of CP-AKI. (**A**) Representative pictures of Oil Red O staining of frozen kidney Sects. (40 × magnification). (**B**) Quantification of the Oil Red O-positive area per high power field, one way ANOVA multiple comparison, n = 3, ****p < 0.0001. (**C**) A representative immunoblot for ApoB in serum (upper panel), in kidney (middle panel) and GAPDH in kidney (lower panel). Note that cropped ApoB and GAPDH blots are displayed, uncropped blots are included in the supplemental information file. (**D**–**F**) Quantification of serum ApoB100, ApoB48, and kidney ApoB100 detected by immunoblotting, respectively, one way ANOVA multiple comparison, n = 4, *p < 0.05, **p < 0.01, ****p < 0.0001.

### Cisplatin administration results in elevated regulated necrosis proteins in *Apobec1* KO kidneys

The observation that lipid accumulation was markedly enhanced in the KO animals undergoing AKI led us to examine levels of acyl-CoA synthetase long-chain family member 4 (ACSL4), which is an essential pro-ferroptotic gene^24^, using immunoblotting. As shown in Fig. 6A and B, ACSL4 was markedly increased in KO AKI. On the other hand, no such increase in ACSL4 occurred in injured WT kidneys. Receptor-interacting protein kinase 1 (RIPK1), a marker for regulated necrosis, was examined by immunoblot analysis as well. The phosphorylated-RIPK1 showed significantly increased expressions in *Apobec-1* KO AKI (Fig. 6A and C): 12.59 ± 0.689 relative intensity of KO AKI kidneys vs. 6.328 ± 1.649 of WT AKI. Interestingly, increased ACSL4 expression in kidney bore a direct relationship with increasing plasma creatinine (Fig. 6D), suggesting that ferroptosis is the major cause of kidney failure in CP-AKI.

**Figure 6:**
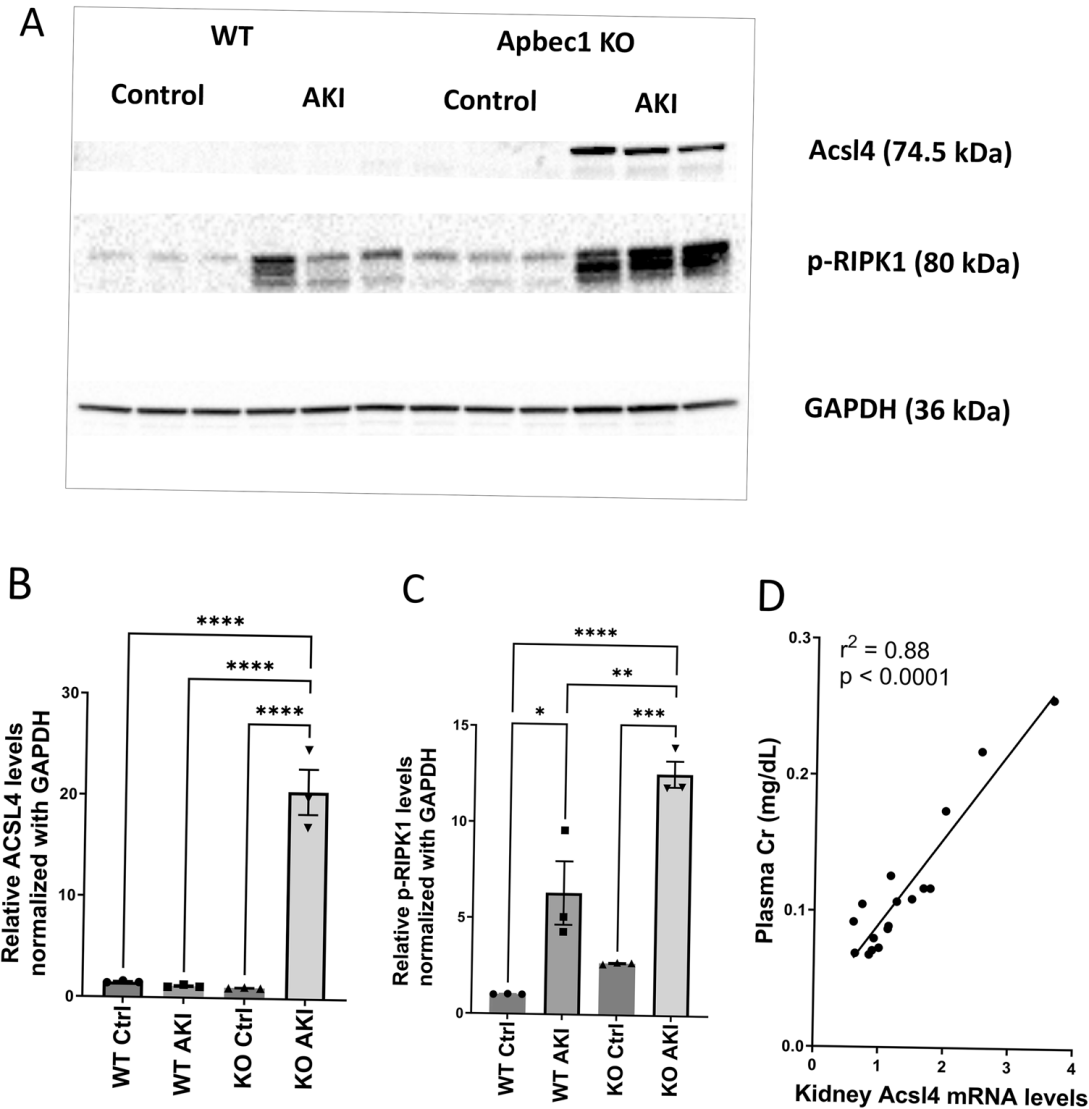
Expression of Acsl4, phosphorylation of RIPK1 as marker of ferroptosis, lipotoxicity, and regulated necrosis, respectively, after cisplatin administration. (**A**) Immunoblotting analysis of protein isolated from kidneys at day 4 after cisplatin administration. Three individual mice per treatment group were analyzed on the blots. Note that cropped blots of Acsl4 and phosphorylated RIPK1 (p-RIPK1) are displayed, uncropped blots are included in the supplemental information file. (**B** and **C**) Quantifications of immunoblots shown in (**A**), GAPDH was used as loading control. Differences were analyzed for significance using one way ANOVA corrected for multiple comparisons. *p < 0.05; **p < 0.001, ***p < 0.0005, ****p < 0.0001. (**D**) Correlations between plasma creatinine levels and expression levels of Acsl4.

### Overexpression of *Apobec1* in TKPTS protected cells from cisplatin-induced cytotoxicity

The effect of APOBEC-1 overexpression on CP-induced cytotoxicity was further examined in vitro using mouse kidney tubule cells line TKPTS. The advantage of this approach is that these cells do not express Apobec1. TKPTS cells were transduced with control adenovirus Ad-LacZ or rat Apobec1 over-expressing virus (Ad-Apobec1) at different titers for 16 h and followed 24 h after CP exposure. The rat *Apobec1* mRNA levels increased as the virus titer increased (Fig. 7A). In parallel wells, cell viability was accessed with WST-1 assay. Increased expression of *Apobec1* (Fig. 7A) led to increased cell viability (Fig. 7B and Fig. S3), indicating *Apobec1* protected renal tubule cells from CP-induced cytotoxicity (Fig. 7A). The mouse Acsl4 mRNA level was elevated to more than threefold by CP in control cells (Fig. 7C). By contrast, no significant increase of Acsl4 mRNA by CP was observed in cells overexpressing Apobec1 (Fig. 7C), suggesting that A prominent form of cell death induced by cisplatin was ferroptosis (Fig. 7D). Although we could not detect an increase in RIPK1 mRNA, other forms of regulated necrosis may also be present.

**Figure 7:**
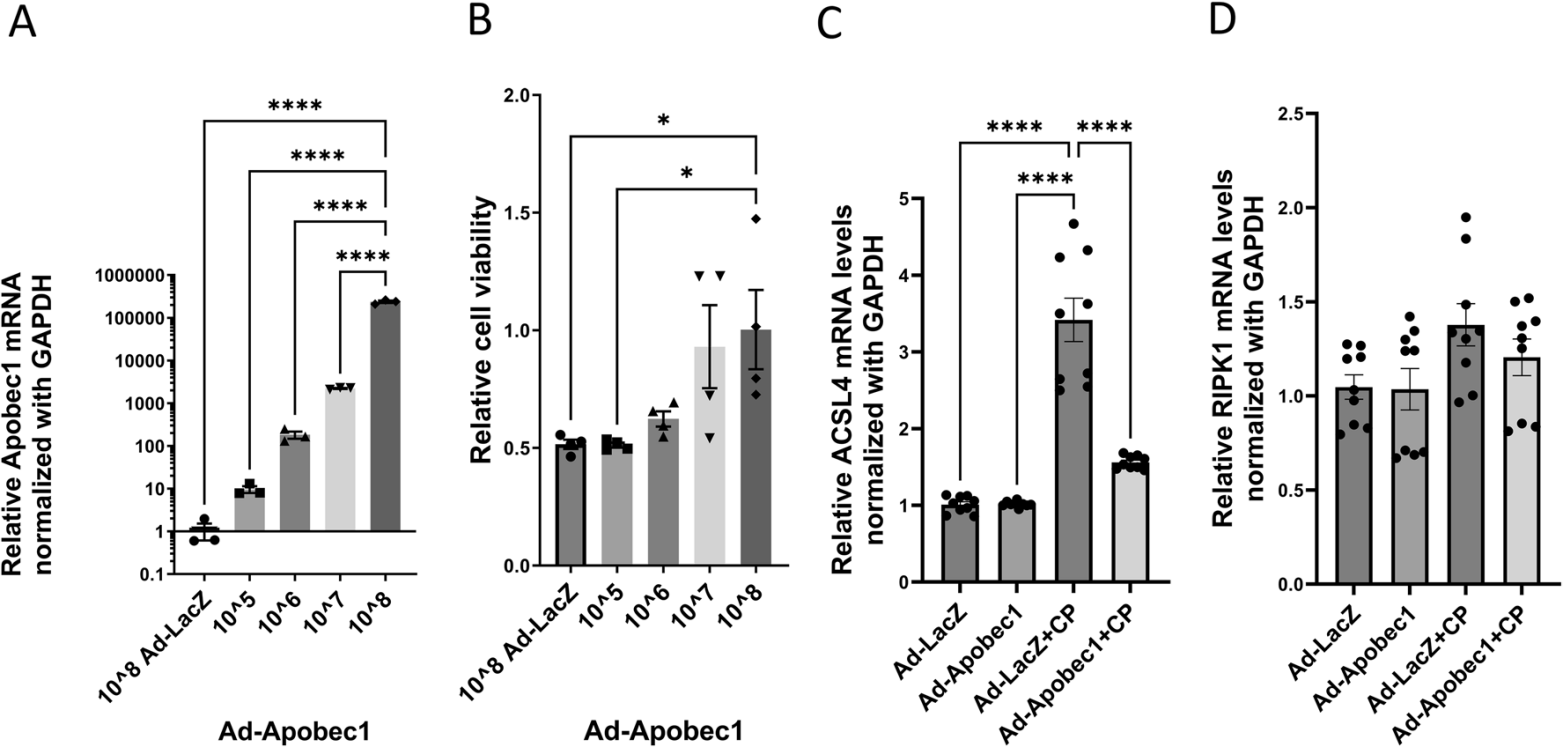
Overexpression of *apobec1* protected proximal tubule cells from CP-induced cytotoxicity. Mouse proximal tubular cells TKPTS were transduced with adenovirus overexpression lacZ (Ad-LacZ) or *Apobec1* (Ad-Apobec1) for 16 h, followed by 24-h treatment with or without 25 µM cisplatin. (**A**) Relative *Apobec1* mRNA levels in TKPTS cells transduced with Ad-Apobec1 or Ad-LacZ 40 h after transduction. n = 4, **p < 0.01, ****p < 0.0001. (**B**) A representative WST-1 assay: the relative cell viability is expressed as mean ± SEM, n = 4, differences were analyzed for significance using one way ANOVA corrected for multiple comparisons. *p < 0.05. (**C** and **D**) Taqman assays of reverse transcribed real time PCR for Acsl4 and RIPK1 mRNA levels. The data represented as mean ± SE (n = 9), differences were analyzed for significance using one way ANOVA corrected for multiple comparisons, ****p < 0.0001.

## Discussion

Our findings reveal a remarkably increased sensitivity of the kidney to cisplatin in the absence of *Apobec-1*. For that reason, we focus on AKI before embarking on developing a model that would allow us to conditionally manipulate the Apbec-1 gene in the kidney. We are not aware of any single gene KO that has such a devastating effect on the kidney after exposure to cisplatin. A usually well tolerated dose of cisplatin^6^ caused extensive damage to the kidney and accompanying severe renal failure without recovery and ending in the death of the animal. It is possible that some of these animals may have had other organ damage that participated in their death. We focus on its renal effect in this study. More severe ischemia/reperfusion injury was also revealed in the knockout animals suggesting that the sensitivity extends to many forms of AKI. Increasing the expression of *Apobec-1* gene by transfection in the TKPTS cells also revealed its protective effects and demonstrates that the protection is cell autonomous. Perhaps most importantly for the translational aspect of the observation is that human CKD kidney specimens had increased expression of the APOBEC-1 protein in proximal tubules suggesting that *Apobec-1* expression may be necessary for limiting injury to the kidney in human disease as well. This is also reflected by the observation that more renal injury is accompanied by a less vigorous increase in APOBEC1.

The role of inflammation in AKI has been increasingly appreciated with involvement of leukocytes, adhesion molecules, chemokines, and cytokines^25^. Here we observed sustained increase in neutrophils and activated T cells (CD4 + and CD8 + T cells) as well as increased proinflammatory cytokines in the kidneys and plasma of AKI *Apobec1* KO mice. It is known that cisplatin administration causes an increase in kidney neutrophil content^26^, and anti-inflammatory agents, such as anti-TNF- antibodies, IL-10, and anti-intercellular adhesion molecule-1 antibodies, reduced renal neutrophil infiltration^26–29^. However, depletion of neutrophil did not improve renal function and tubular necrosis, suggesting that infiltrating neutrophils are not essential for cisplatin-induced renal injury^30^ and may be a reflection of the severity of injury rather than its cause^31^. T cell-deficient mice have greater renal dysfunction, reduced survival, and increased infiltration of neutrophils and macrophages into the kidney in CP-AKI^32^, suggesting that both CD4 and CD8 T cells play role in cisplatin toxicity^32^. As such, the sustained accumulation of neutrophil, CD4 + and CD8 + T cells in the KO AKI kidneys indicate a greater kidney injury.

Although there was no difference in number of macrophages at baseline between WT and *Apobec1* KO, *Apobec1* KO mice attenuated CP-induced macrophage infiltration, suggesting that *Apobec1* is necessary for bone marrow derived macrophages and monocytes to home to injury sites. Our observations fit well with what is known about the enhanced inflammation and decreased phagocytosis and trans endothelial migration demonstrated by macrophages collected from *Apobec1* KO mice^22,33^. Whether these changes in immune cell function is primarily responsible for the sensitivity of the KO animals to cisplatin is unknown at the present time. In future work, we plan to measure daily macrophage infiltration to observe the full extent of the macrophage response to renal injury in the absence of Apobec1 gene and use targeted approaches to demonstrate conclusively the role of macrophage infiltration and polarization play in nephrotoxicity.

The precise identity of the pathway(s) responsible for this greater sensitivity was not addressed in this study, yet several observations merit further exploration. Regulated necrosis was enhanced in the absence of the *Apobec-1* gene. This was particularly true of the ferroptotic pathway given the prominent activation of the master regulator of the pathway, ASCL4, in the KO kidney. All of the elements of the pathway were present including an increase in triglyceride content as revealed by the increased Oil Red O staining demonstrated in the KO after cisplatin injection. Thus, in the background of the well-known increase in triglyceride and fatty acid content of the proximal tubule in animals given cisplatin^8^ as well as the increased oxidant stress that accompanies cisplatin-induced AKI^34^, the enhanced expression of *acsl4* would be expected to have a devastating effect on the kidney as it enriches cellular membranes with long polyunsaturated ω6 fatty acids. These long-chain fatty acids activate AMPKβ1-containing isoforms to increase fatty acid oxidation^35^. The effect of APOBEC-1 to generate the shortened version of ApoB48, which is well known to be the favored pathway for intestinal cells to dispose of ingested and reabsorbed triglycerides, suggests that it may be necessary for the injured kidney to use a similar pathway to limit the accumulation of these potentially damaging lipids. Formal analysis of this hypothesis however awaits future study.

Yet the repertoire of the gene changes induced by the absence of *Apobec1* goes far beyond its effect on lipid disposal. The enhanced increased susceptibility of intestinal cells undergoing radiation injury depends on the effect of apobec1 to enhance the translation of the cylooxygenase-2 mRNA^19^, the accelerated aging of *Apobec-1* KO mice depends on the enhanced microglial expression of inflammatory genes^22^, and the regeneration of the liver depends on the expression of the *Apobec1* Complement Factor^36^ and its effect on the stability of the IL-6 mRNA^37^ suggesting the complex repertoire and potential targets of *Apobec-1*.

In summary, we demonstrate that *Apobec-1* is crucial to survive from CP-induced nephrotoxicity. The absence of *Apobec1* revealed a remarkable sensitivity to cisplatin at a dose that is normally well tolerated. Apobec1 affects mRNA and protein expression of many genes, and this function is crucial to mitigate cisplatin- or IR-induced AKI. The absence of Apobec1 lead to an increase of Acsl4 expression. Although Acsl4 is not known to be edited by Apobec1, it is possible that Acsl4 is affected indirectly. We indicate this possibility by the arrows connecting them in Fig. 8.

**Figure 8:**
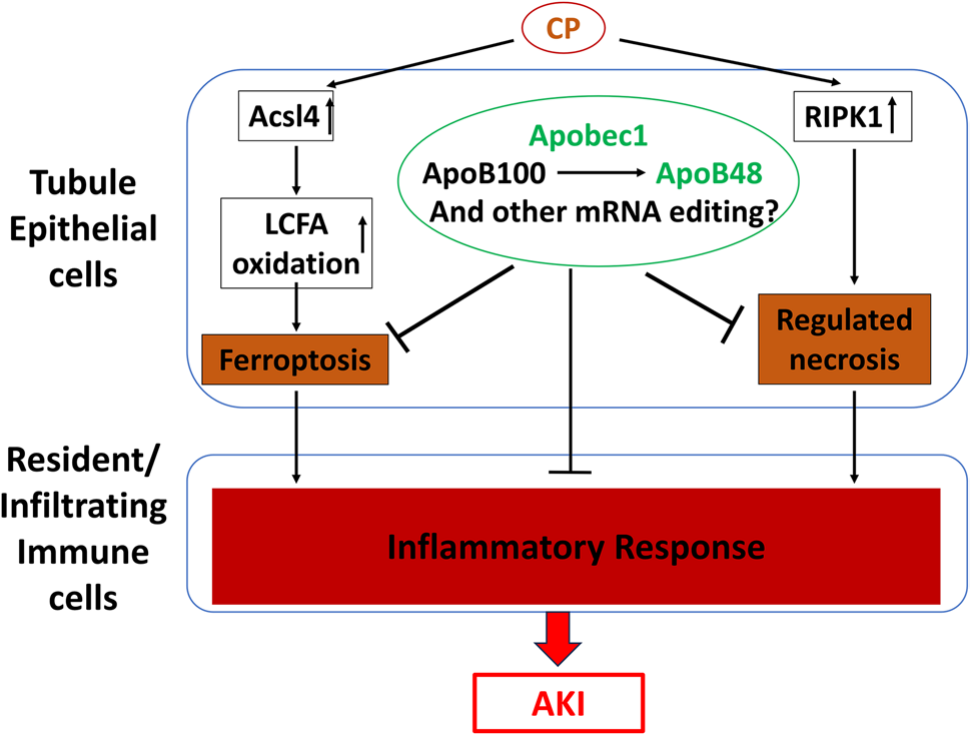
Proposed mechanism mediating the protective action of APOBEC1 against cisplatin-induced AKI. APOBEC1 is crucial to mitigate cisplatin-induced renal injury possibly through inhibiting lipotoxicity, ferroptosis, regulated necrosis, and the inflammatory response to cisplatin.

Upregulation of *apobec1* is a critical pro-survival response to renal injury and increasing its activity could be an effective strategy to reduce or prevent CP-induced AKI. This possibility can be tested in vivo by delivery of Apobec-1 to the kidney. Further studies to identify the precise pathway (s) responsible for the salutary effect of apobec1 will be necessary to design effective strategies to mitigate injury after nephrotoxic and ischemic stress to the kidney.

## Methods

### Animal models

Mice were maintained at Veterans Affair Medical Center (VAMC), West Haven, CT. All experimental procedures were conducted according to the guidelines and regulations for animal care and use by the Institutional Animal Care and Use Committee of the VAMC and the authors complied with the ARRIVE guidelines. Mice were kept under a 12-h day/night cycle with food and water provided ad libitum. All experiments were repeated on at least two separate occasions. We used the ARRIVE1 reporting guidelines to report the animal studies.

#### Murine model of cisplatin-induced chronic kidney disease (CP-CKD)

WT C57BL/6 J mice were purchased from Jackson Laboratory. CP was purchased from Sigma-Aldrich (Saint Louis, MO, USA) and freshly prepared in sterile 0.9% sodium chloride (saline) at 0.875 mg/ml before given to animals. Adult mice (6–8 months) were fasted for 18 h and administered 2 doses of cisplatin at 15 mg/kg subcutaneously, 2 weeks apart. The animals were sacrificed, blood and kidneys were collected at designated time points.

#### Murine model of cisplatin-induced acute kidney injury (CP-AKI)

Homozygous *Apobec-1* KO mice were generated as previously described^18^. The KO mice have been generated by backcrossing with C57BL6J for 10 generations to preserve the C57BL6J background. The disruption of Apobec1 gene in the KO mice was confirmed by both genotyping and mRNA levels. Adult WT and *Apobec1* KO mice were administered a single dose of CP (15 mg/kg) subcutaneously. Control mice were administered saline. Four days post CP, the animals were sacrificed, blood and kidneys were collected. No significant difference in the degree of injury was observed between male and female littermates.

#### Murine model of I/R injury

Male adult mice of WT and *Apobec-1* KO were anesthetized and subjected to IR injury. Male mice were used for IR due to substantial variability in susceptibility to IR between male and female mice. IR procedures were performed as a service provided by the George O'Brien Kidney Center at Yale University. Briefly the left renal pedicle was clamped for 22 min using a nontraumatic vasculature clamp (Fine Science Tools), whereas the right renal pedicle and ureter were ligated with two sutures and the right kidney removed. Reperfusion after release was considered successful if the kidney rapidly recovered its original color. Mice were kept at 37 °C using a warming pad during the procedure and closely monitored during recovery. Mice were given 0.5 mL of normal saline intraperitoneally to prevent dehydration. Blood and kidneys were obtained 24 h after reperfusion.

### Measurement of plasma creatinine, blood urea nitrogen (BUN), kidney injury molecule-1 (KIM-1), IL-1β, IL-6, and TNFα

Plasma creatinine levels were measured by capillary electrophoresis at the O’Brien Kidney Center at UT-Southwestern and BUN levels were determined using a Stanbio™ urea nitrogen direct kit (Thermo Fisher Scientific, Waltham, MA, USA) according to manufacturer’s instructions. Plasma KIM-1 levels were measured using the mouse TIM-1/KIM-1/HAVCR Quantikine ELISA Kit (R&D Systems, Minneapolis, MN, USA) according to manufacturer’s instructions. Plasma IL-1β, IL-6, and TNFα were examined using a mouse multiplex proinflammatory panel 1 kit (Cat # K15048D, Meso Scale Discovery, Rockville, MD, USA).

### Histology, immunohistochemistry, and oil red O studies

Human kidney biopsy from CKD patients were obtained from the previously described Yale biopsy cohort^38–40^. All methods were performed in accordance with the relevant guidelines and regulations by Yale University Human Subjects Committee for social, behavioral and educational research. Briefly, we enrolled consecutive patients undergoing a kidney biopsy at two Yale-affiliated sites, Yale New Haven Hospital and Saint Raphael’s Hospital. Both hospitals are in New Haven, CT. The study was approved by the Yale Human Investigation Committee under approval number 11110009286. All participants provided written informed consent. This sub-study includes participants enrolled between August 2015 and December 2016. For this sub-study we selected participants with baseline (pre-biopsy) estimated glomerular filtration rate (eGFR) < 30 ml/min/1.73m^2^, age > 60 years, and with histological diagnosis of arterionephrosclerosis. Characteristics of these participants are presented in Supplemental Table S1.

Slices of kidney tissue were embedded in paraffin and stained with Hematoxylin and Eosin for routine histology. For immunohistologic studies, sections were deparaffinized, rehydrated, transferred into citrate buffer, and heated to boil for 1 min. Sections were blocked with 3% hydrogen peroxide for 10 min and 5% BSA-TBST for 1 h, incubated with the primary antibody overnight at 4 °C. The following antibodies were used: anti-APOBEC-1 Catlogue # PA5-11429, Invitrogen, Carlsbad, CA, USA), anti-megalin (Catlogue # ab76969, abcam, Waltham, MA, USA), anti-Ly6b (Catlogue # MCA771G, BioRad, Hercules, CA, USA); anti-CD4, anti-CD8, and F4/80 (Catalogue # 25229, 98941, and 70076, respectively, Cell Signaling Technologies, Danvers, MA, USA). Signals of all primary antibodies were detected using SignalStain® Boost IHC Detection Reagent (Cell Signaling Technologies, Danvers, MA, USA). An APOBEC-1 peptide Ac-DVFYDPRELRKEAC-NH2 was synthesized by Lifetein, LLC (Somerset, NJ, USA) and used to test the specificity of APOBEC-1 antibodies. For staining triglyceride and lipid, kidneys were embedded in OCT, snap frozen, cryo-sectioned and stained for Oil Red O at Yale Histology Research Laboratory.

A renal pathologist, masked to the identity of the study animal, analyzed multiple sections from each kidney and the renal tissue sections evaluated for injury from hematoxylin and eosin staining. Tissue sections were scored using a square grid technique. Small squares of a 10 × 10-integrated grid, falling on areas with morphologic features of overt necrosis (sloughing of cells, brush border loss, blebbing of cytoplasm) were counted. Ten independent fields were counted per kidney (1000 squares per kidney), and the percentage of lesion area was calculated as percentage of total squares counted. Immunohistochemical positivity for one of the above tested markers were evaluated quantified using ImageJ software (National Institute of Health).

### Measurement of mRNA levels

RNA was extracted using RNeasy kit (QIAGEN, Germantown, MD, USA) according to the manufacturer’s instructions. RNA was reverse transcribed into cDNA using QuantiTect Reverse Transcription Kit (QIAGEN, Germantown, MD, USA) according to the manufacturer’s protocol using 1 mg RNA in a total of 20 µl reaction. Relative expression levels of various genes were assessed by quantitative PCR. The mRNA levels of *Apobec-1*, *ApoB*, *Acsl4*, and *Gapdh* were assessed using the TaqMan Gene Expression real-time PCR assays (Applied Biosystems, Foster City, CA, USA, Catalogue # Mm01184109_m1, Mm01545150_m1, Mm00490331_m1, and Mm99999915_g1, respectively). The results were expressed as the threshold cycle (Ct). The relative quantification of the target transcripts normalized to the endogenous control *Gapdh* was determined by the comparative Ct method (ΔCt) and the 2-ΔΔCt method was used to analyze the relative changes in gene expression between the tested cell lines according to the manufacturer’s protocol (User Bulletin No. 2, Applied Biosystems, Foster City, CA, USA).

### Microarray analysis

Microarray analyses were performed commercially using either OneArray® (Phalanx Biotech Group, San Diego, CA, USA) with RNA samples isolated from control, 3 day/1 dose, 2 week/1 dose, and 4 week/2 dose mice as previously described^7^ or using Clariom™ S assay (Catalogue # 902930, Thermo Fisher Scientific, Foster City, CA) with kidney RNA isolated from WT mice or Apobec1 KO mice treated with saline or CP 3 days after a 15 mg/kg dose. Data were analyzed as described previously^7^.

### Immunoblotting

Protein samples were prepared from mouse kidneys and mouse proximal tubule TKPTS cell line. Fifty µg of total proteins were separated on 4–15% stain-free premade TGX gels (BioRad, Hercules, CA, USA) and immunoblotted as described previously^7^. Images of the membranes after transfer were taken using the Criterion Stain-Free Imager (BioRad, Hercules, CA, USA). Blots were then incubated for overnight at 4 °C with primary antibodies specific to ApoB (prepared from hybridoma in house), GAPDH and phospho-RIPK1 (Caltalogue # 2118 and 53,286, respectively, Cell Signaling Technologies, Danvers, MA, USA), KIM-1 (Catalogue # AF1817, R&D Systems, Minneapolis, MN, USA), ACSL4 (Catalogue # SAB2100035, Millipore Sigma, Burlington, MA, USA). All antibodies were diluted 1:1000 (except KIM1, 1:400) in 5% bovine serum albumin. The blots were washed with TBST and incubated with horseradish peroxidase conjugated anti-rabbit (Catalogue# 7074, for p-RIPK1, ApoB, ACSL4, Cell Signaling Technologies, Danvers, MA, USA), or anti-goat (Catalogue # AP180P, for KIM1, Sigma, St Saint Louis, MO, USA) IgG diluted 1:2000 in 5% nonfat milk. Proteins were detected using a chemiluminescent substrate (SuperSignal® West Femto; Thermo Scientific, Waltham, MA, USA). Protein bands were quantitated using ImageJ software (U. S. National Institutes of Health, Bethesda, MD, USA). The intensity of each of the bands were normalized to the intensity of the GAPDH band.

### Overexpression of Apobec-1 in TKPTS

Mouse proximal tubule TKPTS cells were purchased (American Tissue and Cell Collection, Manassas, VA, USA) and maintained in DMEM: F12 supplemented with 7% fetal bovine serum and 6 µg/ml insulin (Sigma, St Saint Louis, MO, USA). Adenovirus expressing rat *Apobec1* cDNA or LacZ (as a negative control) were prepared as previously described^41^. Cells were transduced in OptiMEM-I medium (Thermo Fisher Scientific, Waltham, MA, USA) with Ad-Apobec-1 at amount indicated for 16 h, medium was replaced with growth medium and returned to culture. Cells were treated with or without 25uM CP for indicated time periods. Cells were assayed for viability using WST-1 reagent (Catalogue # 5015944001, Millipore Sigma, Burlington, MA, USA), or collected for RNA preparation.

### Statistical analyses

Statistical analyses were performed using GraphPad Prism 7.01 (GraphPad Software, San Diego, CA). The Wilcoxon rank test and the Mann–Whitney test were used for paired and unpaired data, respectively. When appropriate, unpaired *t* test and nonparametric repeated measures ANOVA (Friedman test) was used to evaluate statistical significance. When the Friedman test revealed statistical significance, Dunn’s test was used for pairwise comparisons. A Kaplan–Meier survival analysis was carried out, and a sample size calculation using an ANOVA for two groups indicates that a per-group sample size of 32 would permit detection of an effect size of 0.3 with 85% power. All data are mean ± SEM, and values of P < 0.05 were accepted as a statistically significant difference.

### Supplementary Information

Supplementary Information.

## Data Availability

The microarray raw data supporting the findings of this study are available in repository of Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE220219, accession number (GSE220219).

# Supplementary material for: APOBEC-1 deletion enhances cisplatin-induced acute kidney injury
**Source:** Sci Rep. 2023 Dec 14;13:22255. doi: 10.1038/s41598-023-49575-3
**Supplement:** Supplementary file 1 — Supplementary Information.

APOBEC-1 deletion enhances cisplatin-induced acute kidney injury

Xiaojia Guo¹, Valerie Blanc², Nicholas O Davidson², Heino Velazquez^{1,3}, Tian-min Chen¹, Dennis G. Moledina^{1,4}, Gilbert W Moeckel⁵, Robert L. Safirstein^{1,3*}, Gary V. Desir^{1,3*}

Supplemental Table S1. Characteristics of human participants included in the study

Characteristic	N=4
**Demographics**	
Age, years	73 (64, 81)
Female	3 (75%)
Black race	1 (25%)
Diabetes	0 (0%)
Hypertension	4 (100%)
Chronic kidney disease	4 (100%)
Body mass index (BMI), kg/m2	29 (27, 33)
**Baseline Laboratory Features**	
Baseline Creatinine, mg/dl	1.8 (1.5, 2.0)
Baseline GFR, ml/min	28 (27, 29)
Baseline Protein to creatinine ratio, mg/mg	0.4 (0.2, 3.5)
Baseline albumin to creatinine ratio, mg/mg	0.1 (0.0, 1.4)
**Features at Biopsy**	
Serum creatinine, mg/dl	3.4 (2.5, 3.7)
Blood urea nitrogen, mg/dl	64 (41, 92)

Median (interquartile range) or n (%) shown. No participants had any data missing except 1 had missing baseline protein to creatinine ratio.

Supplemental Figure S1

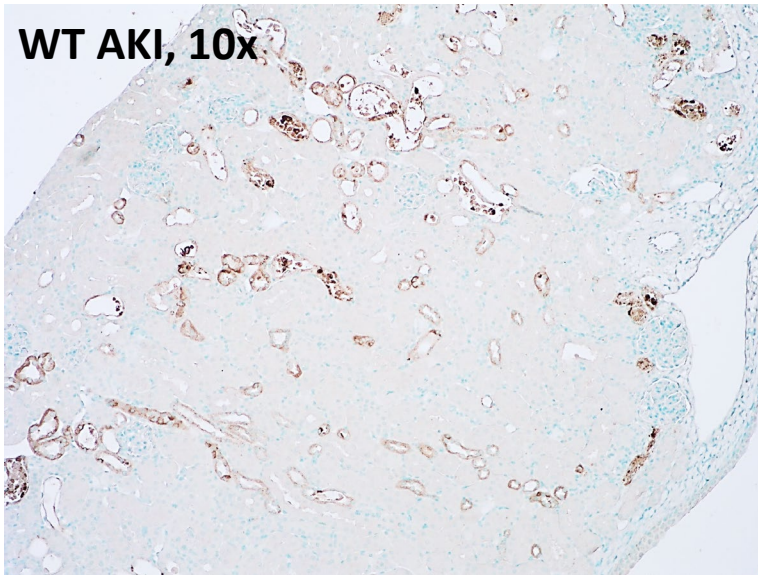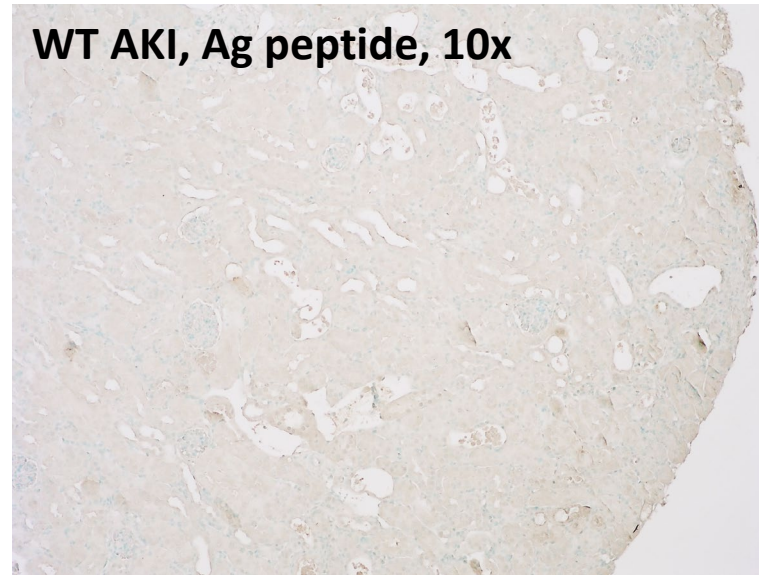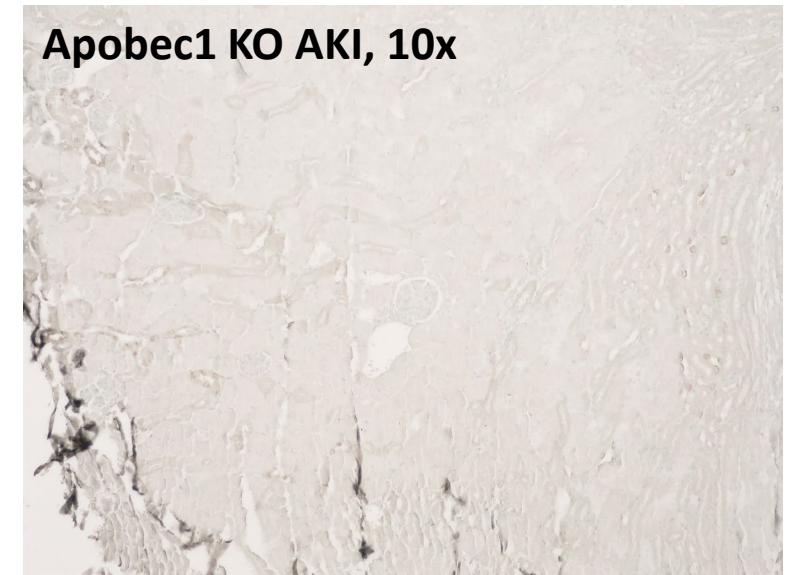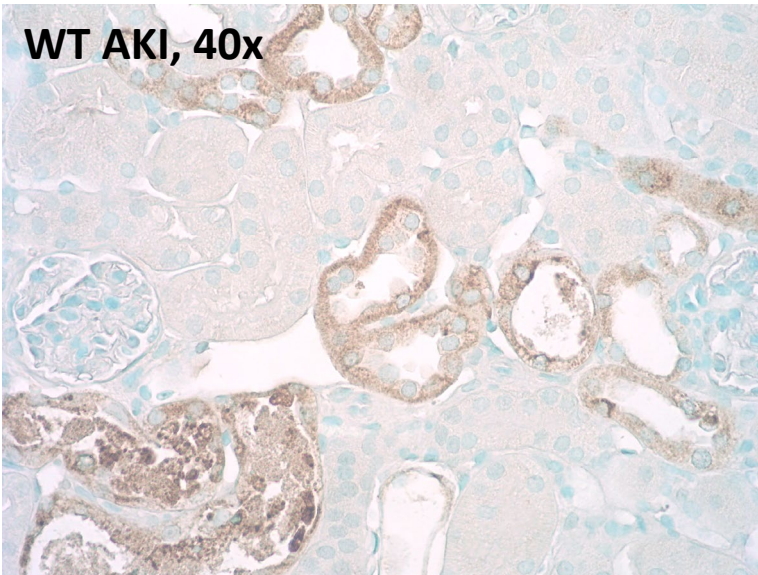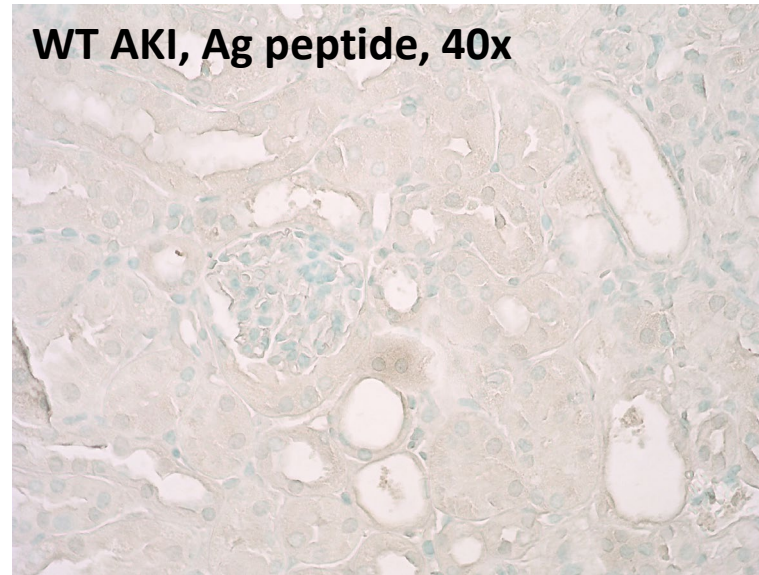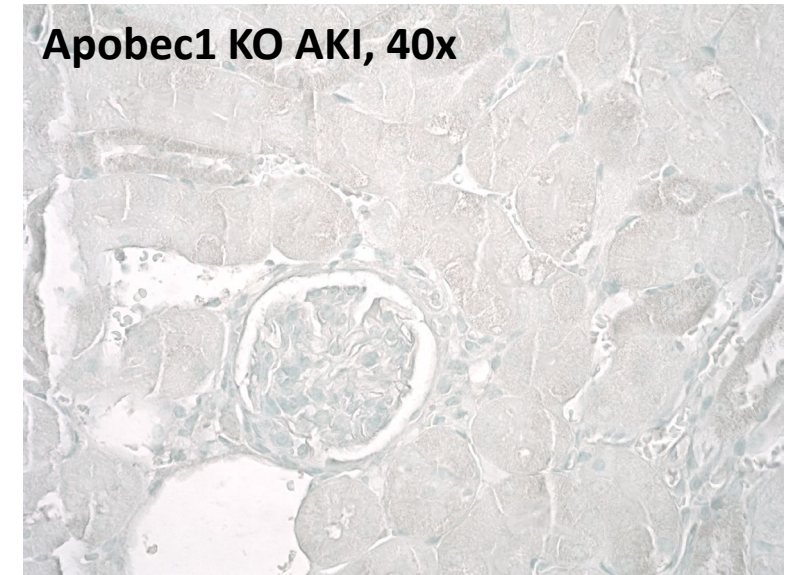

Supplemental Figure S1. Immunohistochemistry of Apobec1 in kidneys from WT or Apobec1 KO mice treated with CP for 4 days. Representative images of 10x (upper pictures) and 40x (lower pictures). Apobec1 positive staining (brown) was observed in tubules in WT AKI kidneys (pictures on the left), and these staining were blocked with 200x Apobec1 peptides used for generating the Apobec1 antibody (pictures in the middle). No positive staining was observed in Apobec1 KO kidneys (pictures on the right). Nuclei were stained with methyl green.

A

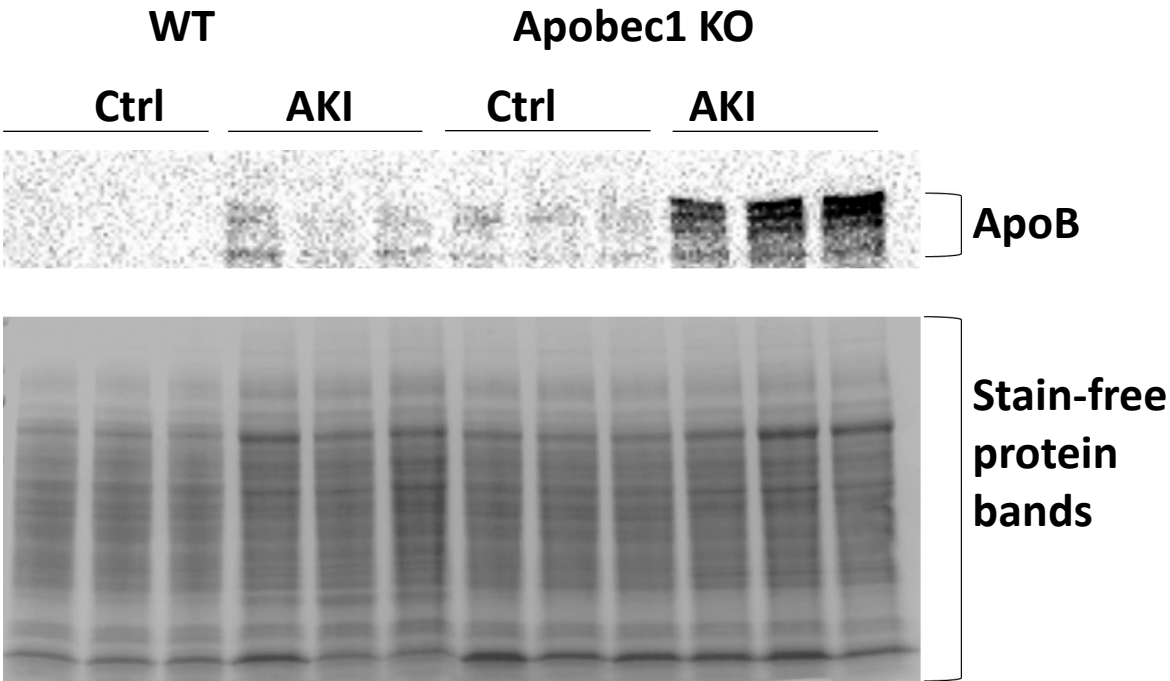

B

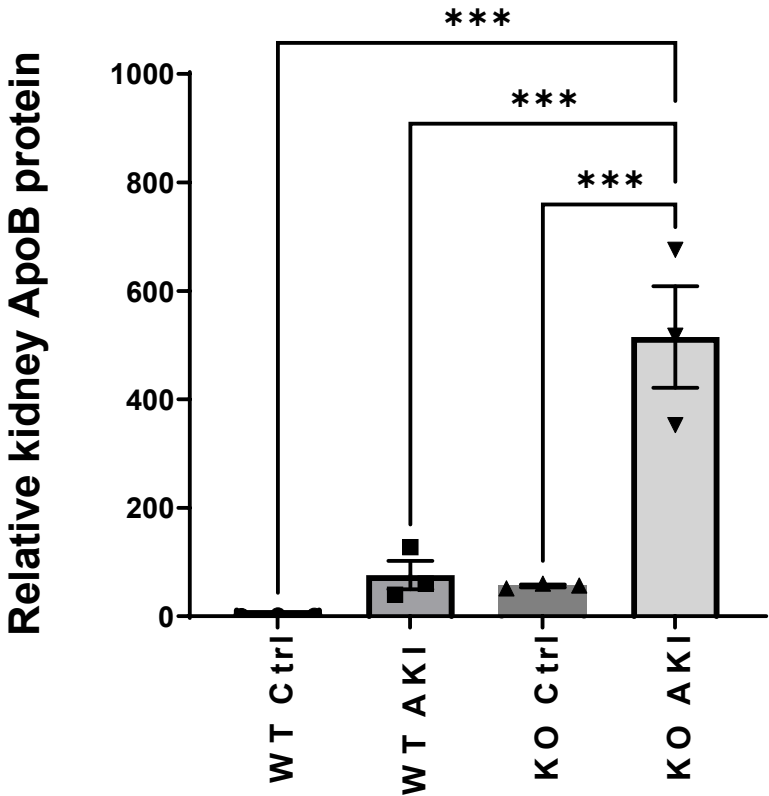

Supplemental Figure S2. Immunoblotting of ApoB in kidneys from WT or Apobec1 KO mice treated with CP for 4 days. A: A representative immunoblot for ApoB in kidney lysate (upper picture) and the image of the membrane after transfer (lower picture) for stain-free protein bands. B: Quantification of ApoB detected by immunoblotting and normalized by stain-free protein bands, one way ANOVA multiple comparison, n = 3, ***: p<0.0005.

Supplemental Figure S3

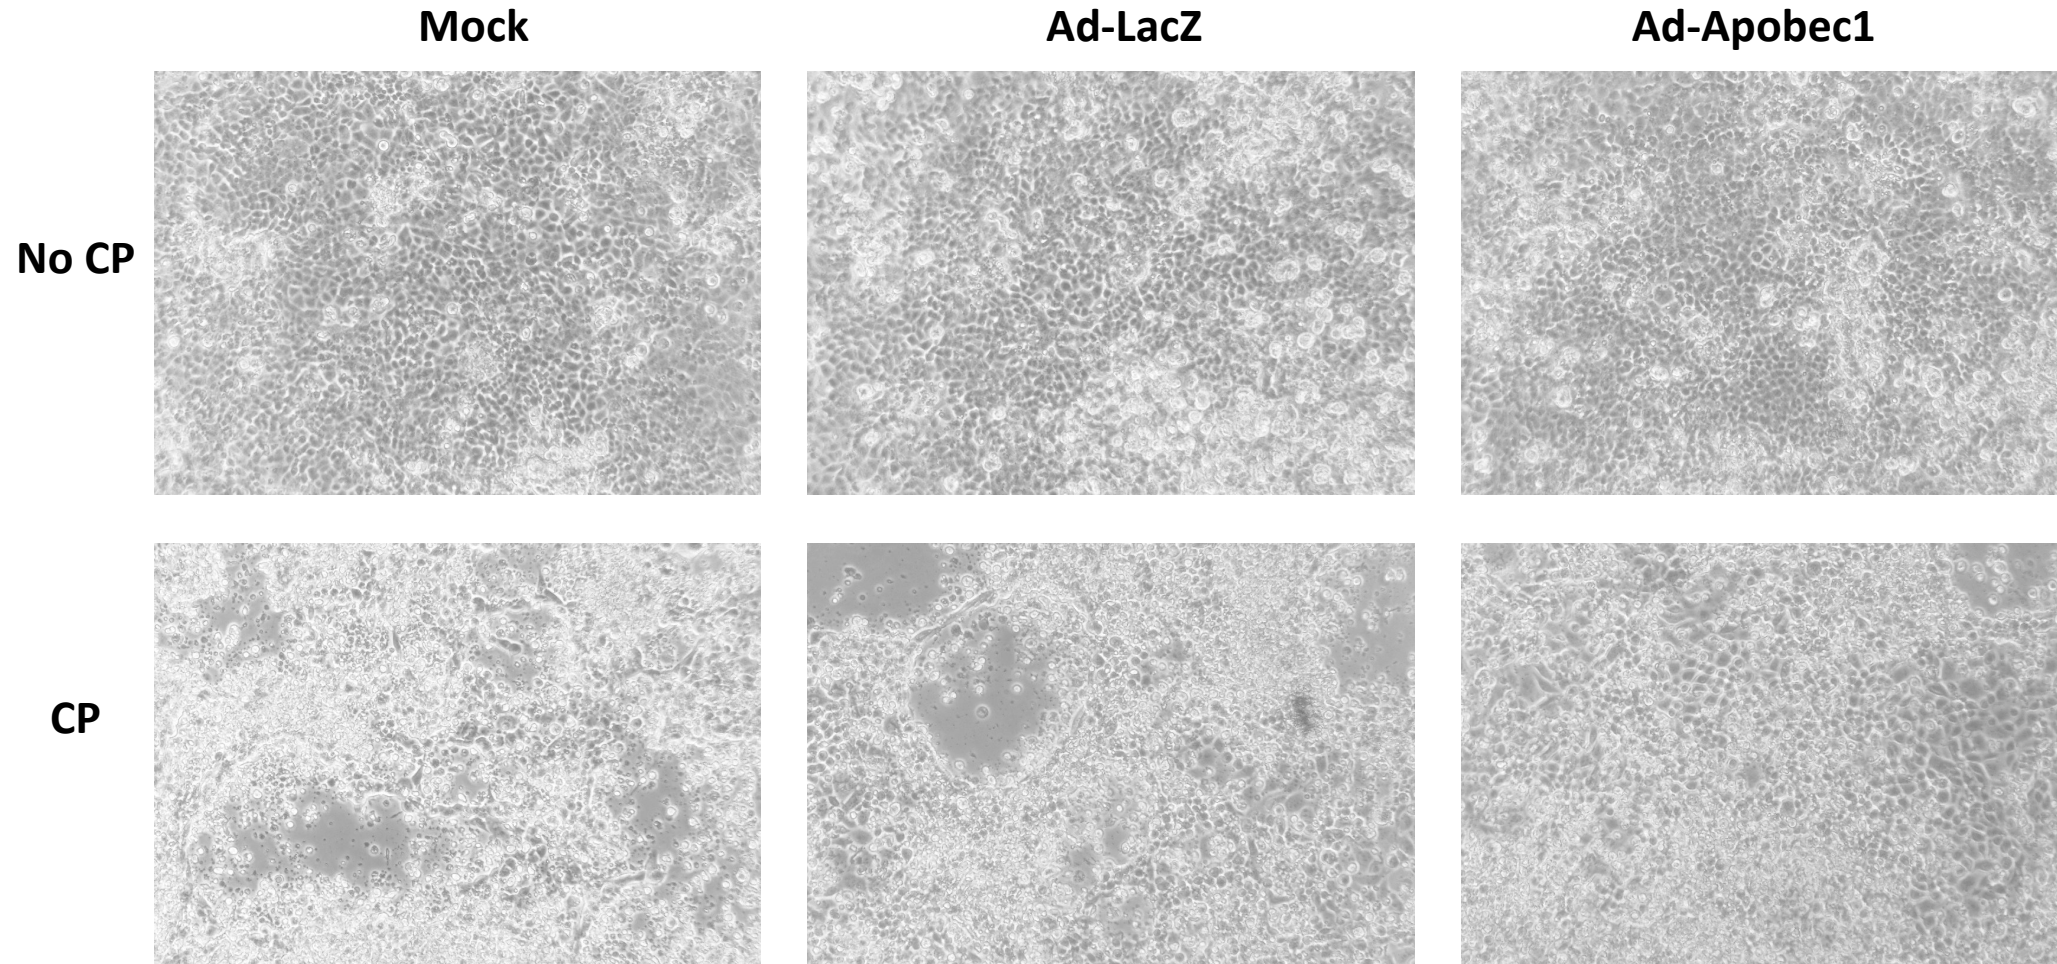

Supplemental Figure S3. Morphology of TKPTS cells transduced with adenovirus overexpressing Apobec1 or LacZ as a control at amount indicated for 2d, then treat with or without 25uM cisplating for 1d

Uncropped blot for Figure 2 I, immunoblot blotted for KIM-1

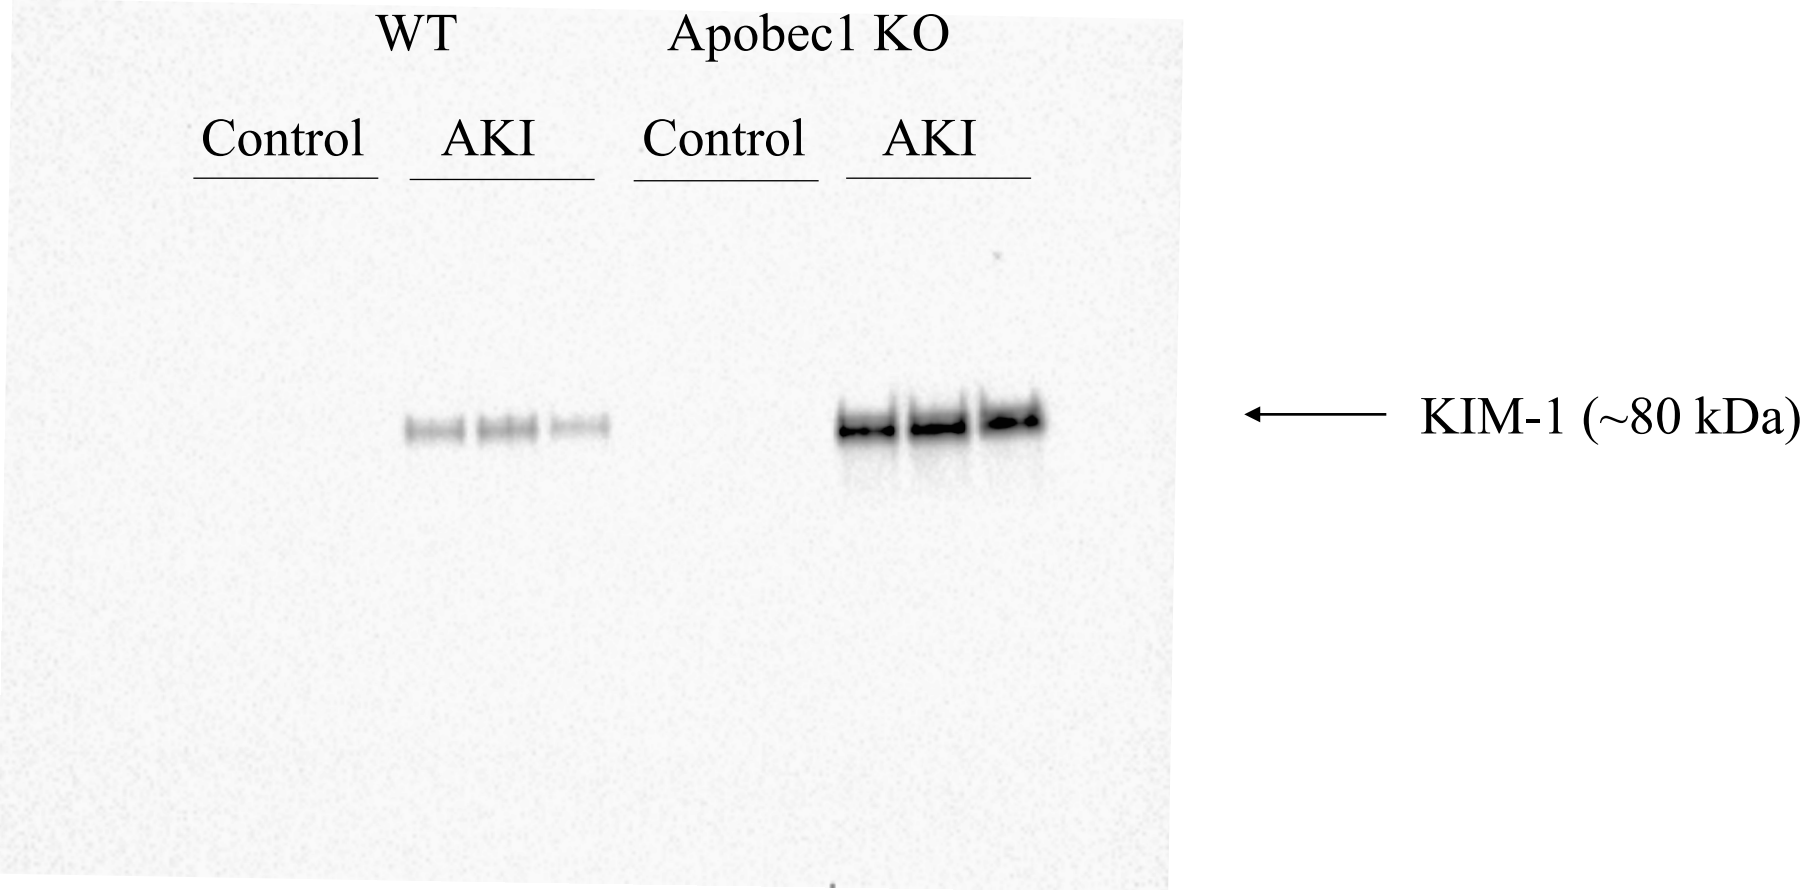

Immunoblot analysis of KIM-1 in kidneys from WT or Apobec1 KO mice treated with saline (Control) or cisplatin at 15 mg/kg for 4 days (AKI), n = 3 from each group.

Uncropped blot for Figure 2 I, immunoblot blotted for NGAL

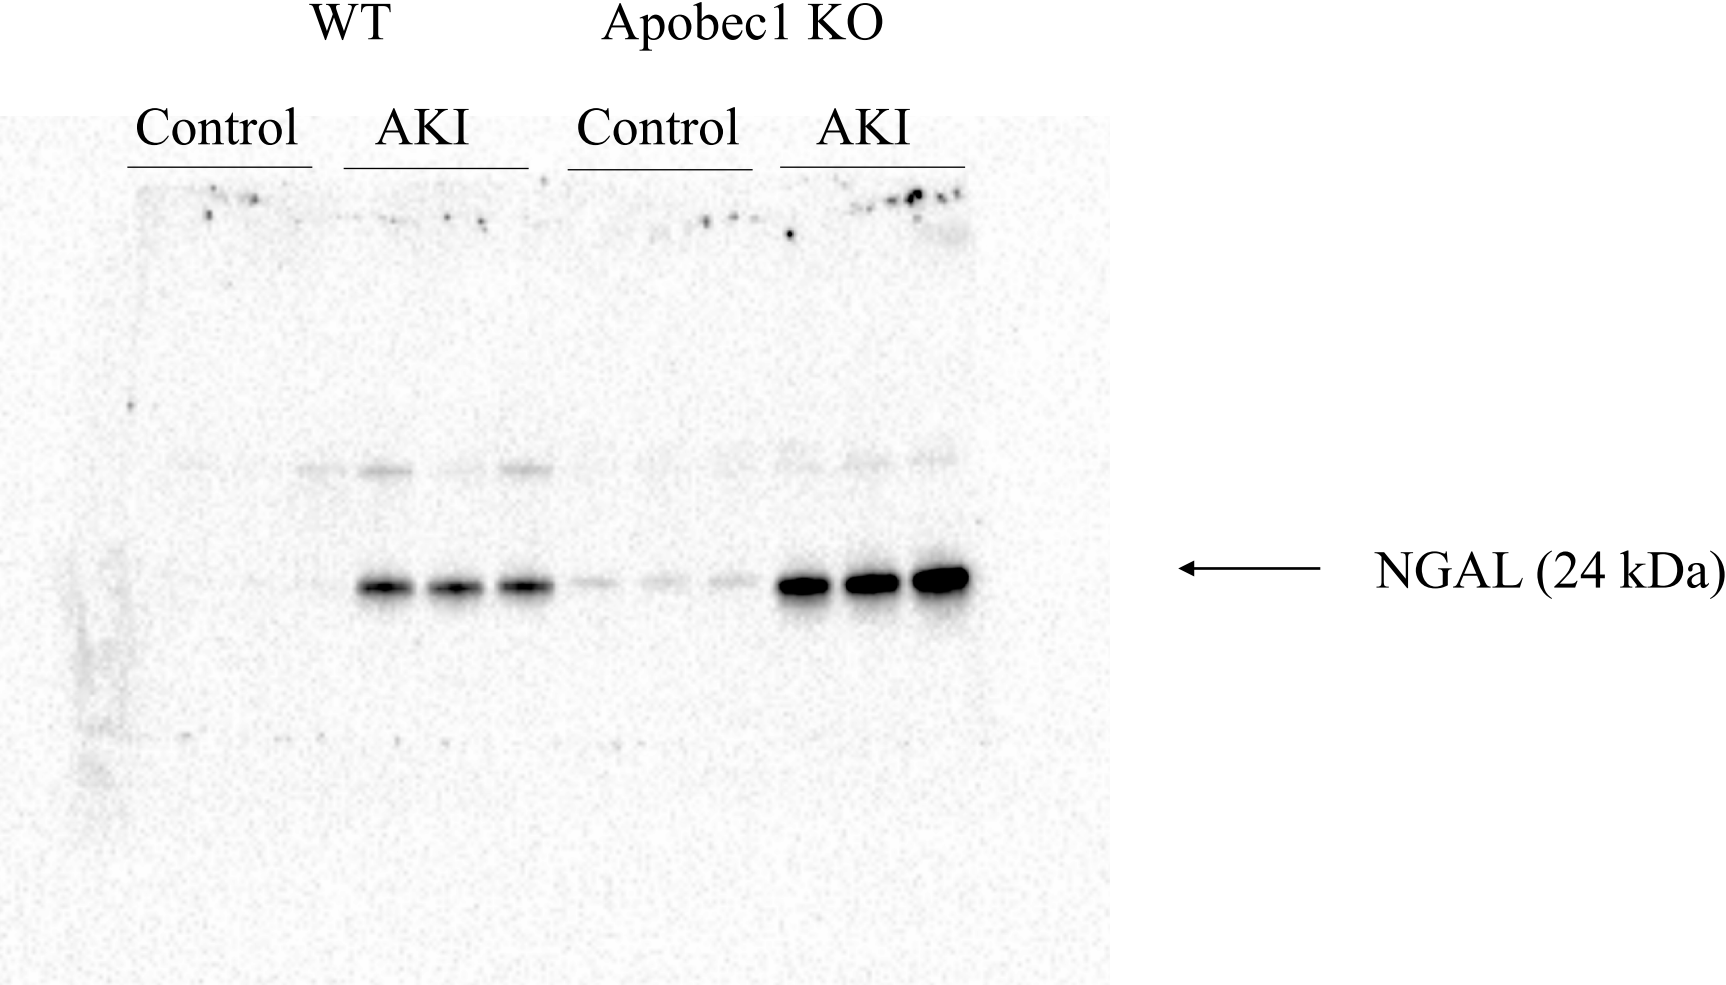

Immunoblot analysis of NGAL in kidneys from WT or Apobec1 KO mice treated with saline (Control) or cisplatin at 15 mg/kg for 4 days (AKI), n = 3 from each group.

Uncropped blot for Figure 2 I, immunoblot blotted for GAPDH

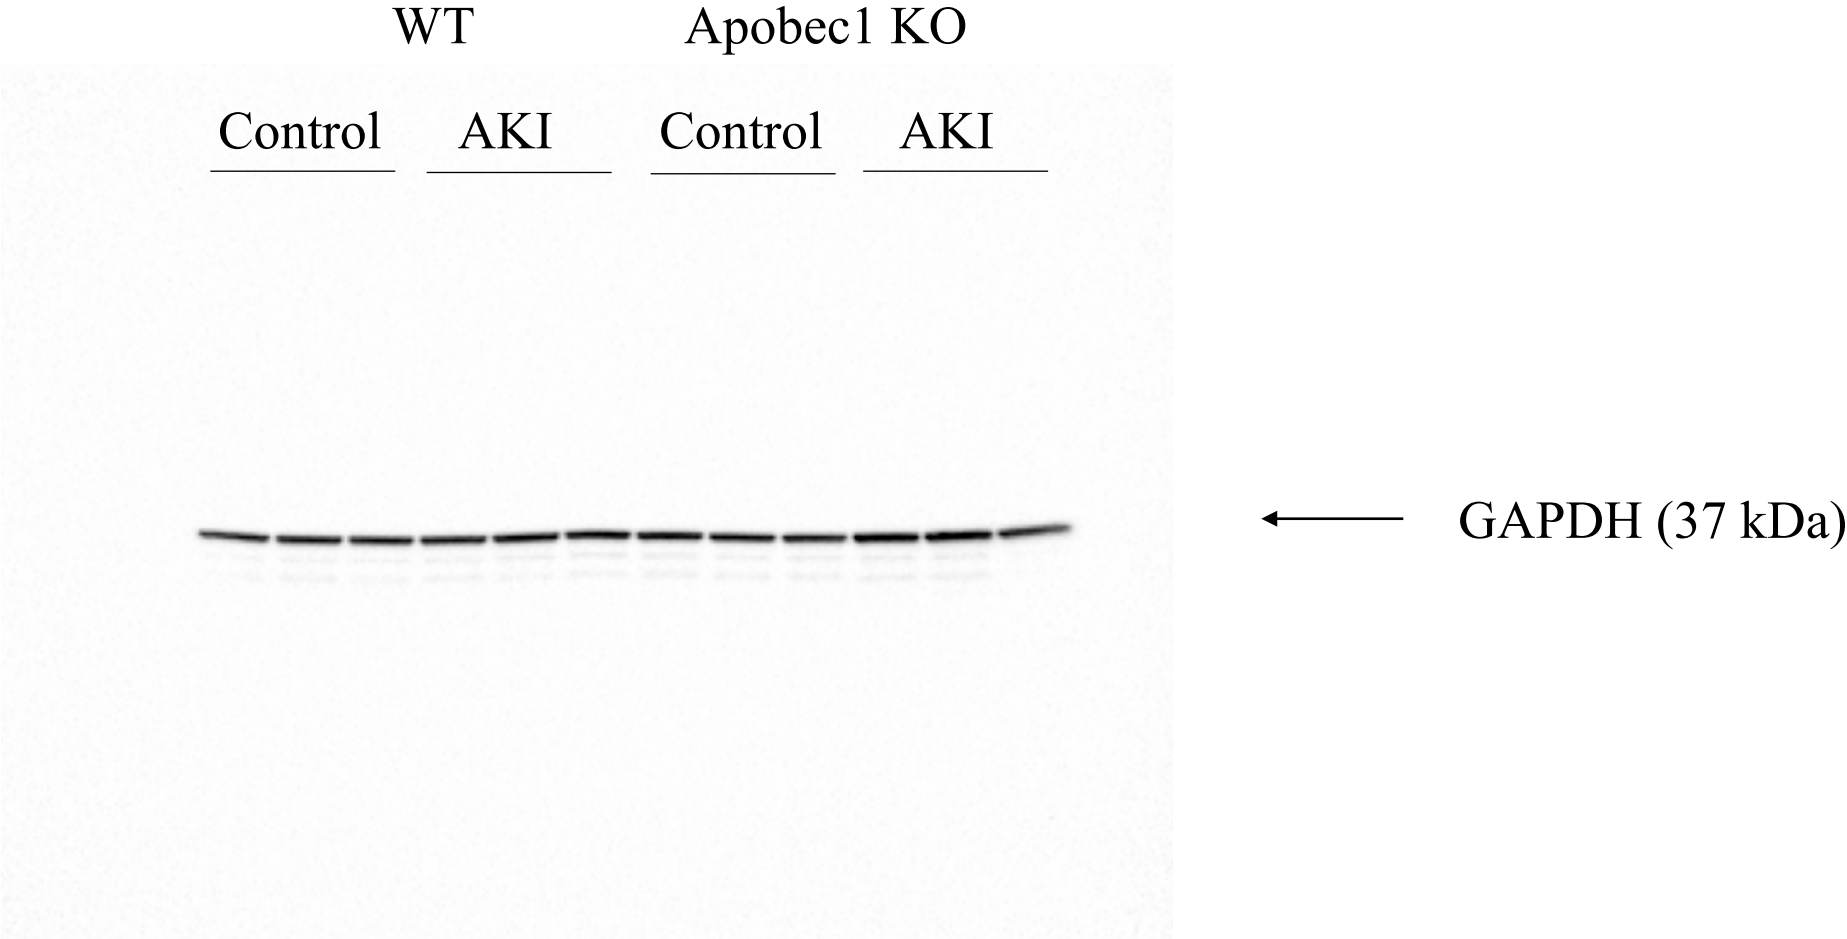

Immunoblot analysis of GAPDH in kidneys from WT or Apobec1 KO mice treated with saline (Control) or cisplatin at 15 mg/kg for 4 days (AKI), n = 3 from each group.

Uncropped blot for Figure 5 C, immunoblot blotted for serum ApoB

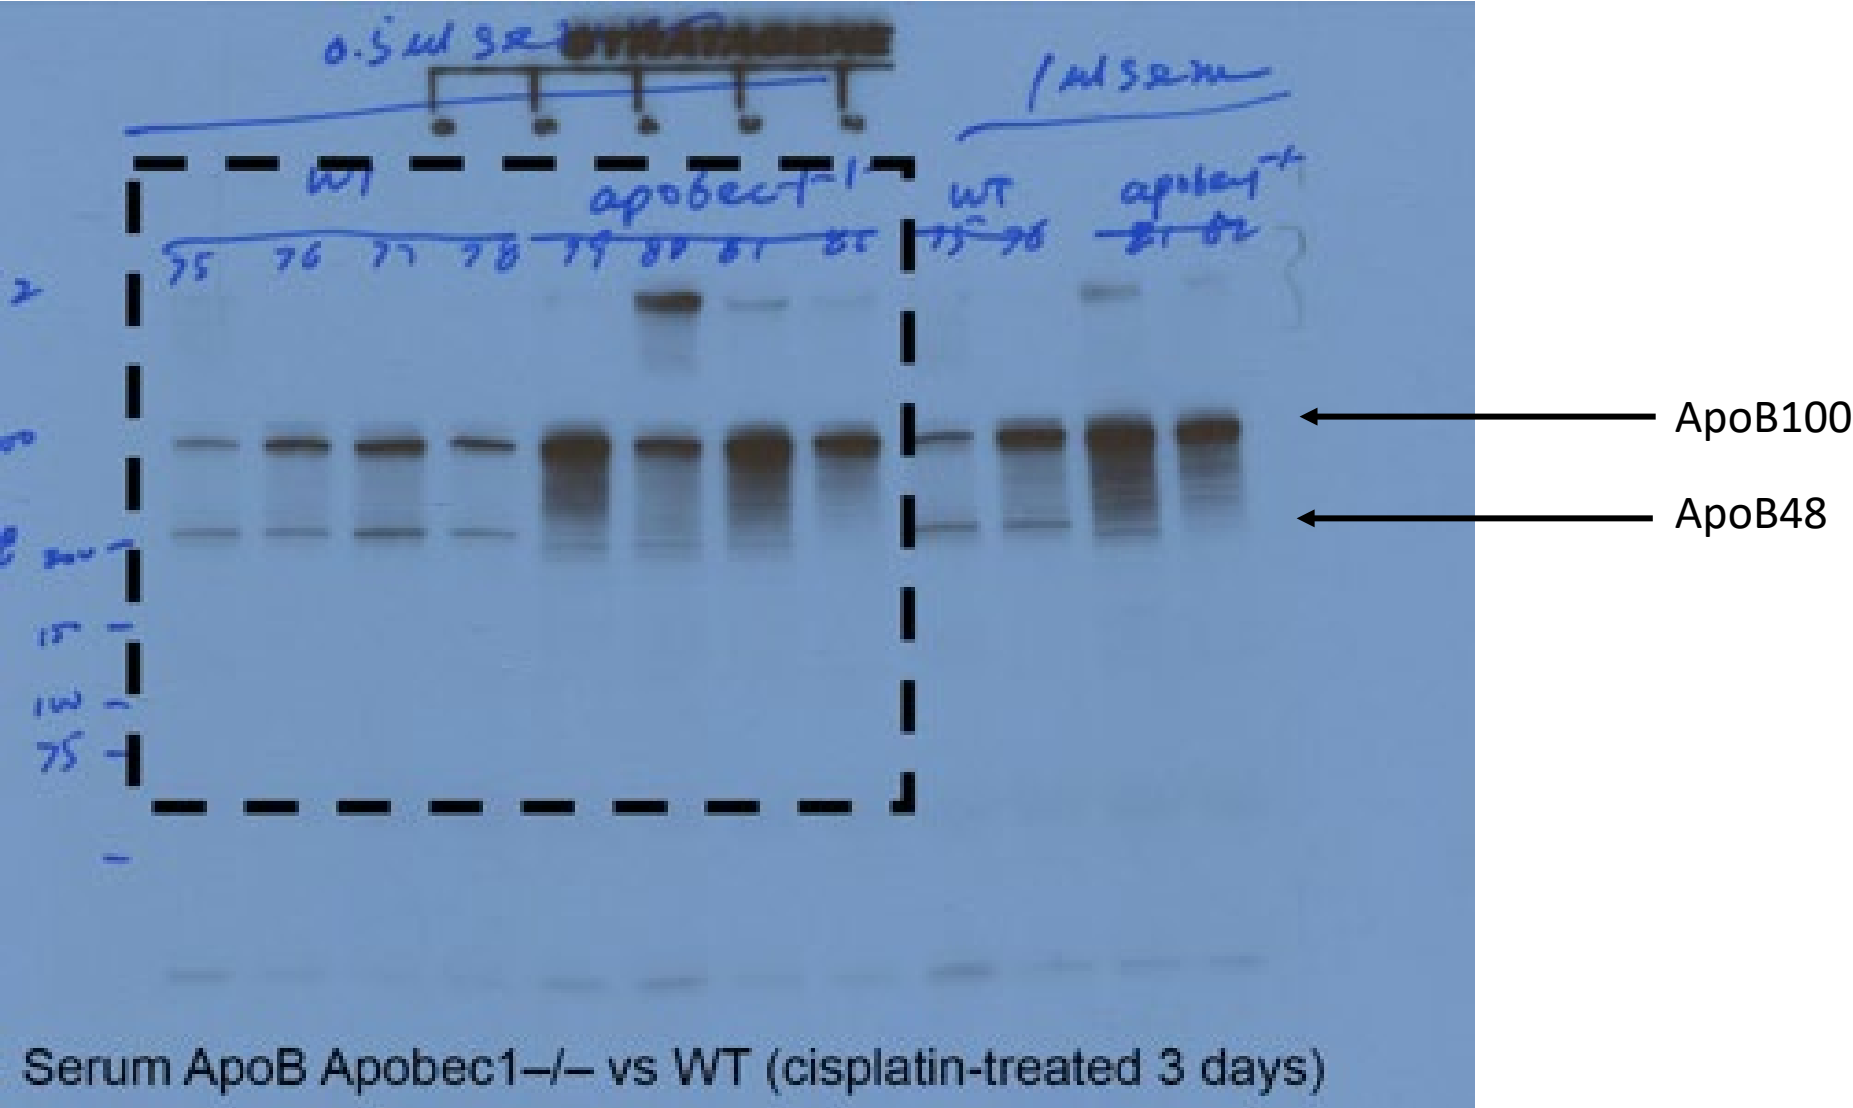

Uncropped blot for Figure 5 C, immunoblot blotted for kidney ApoB

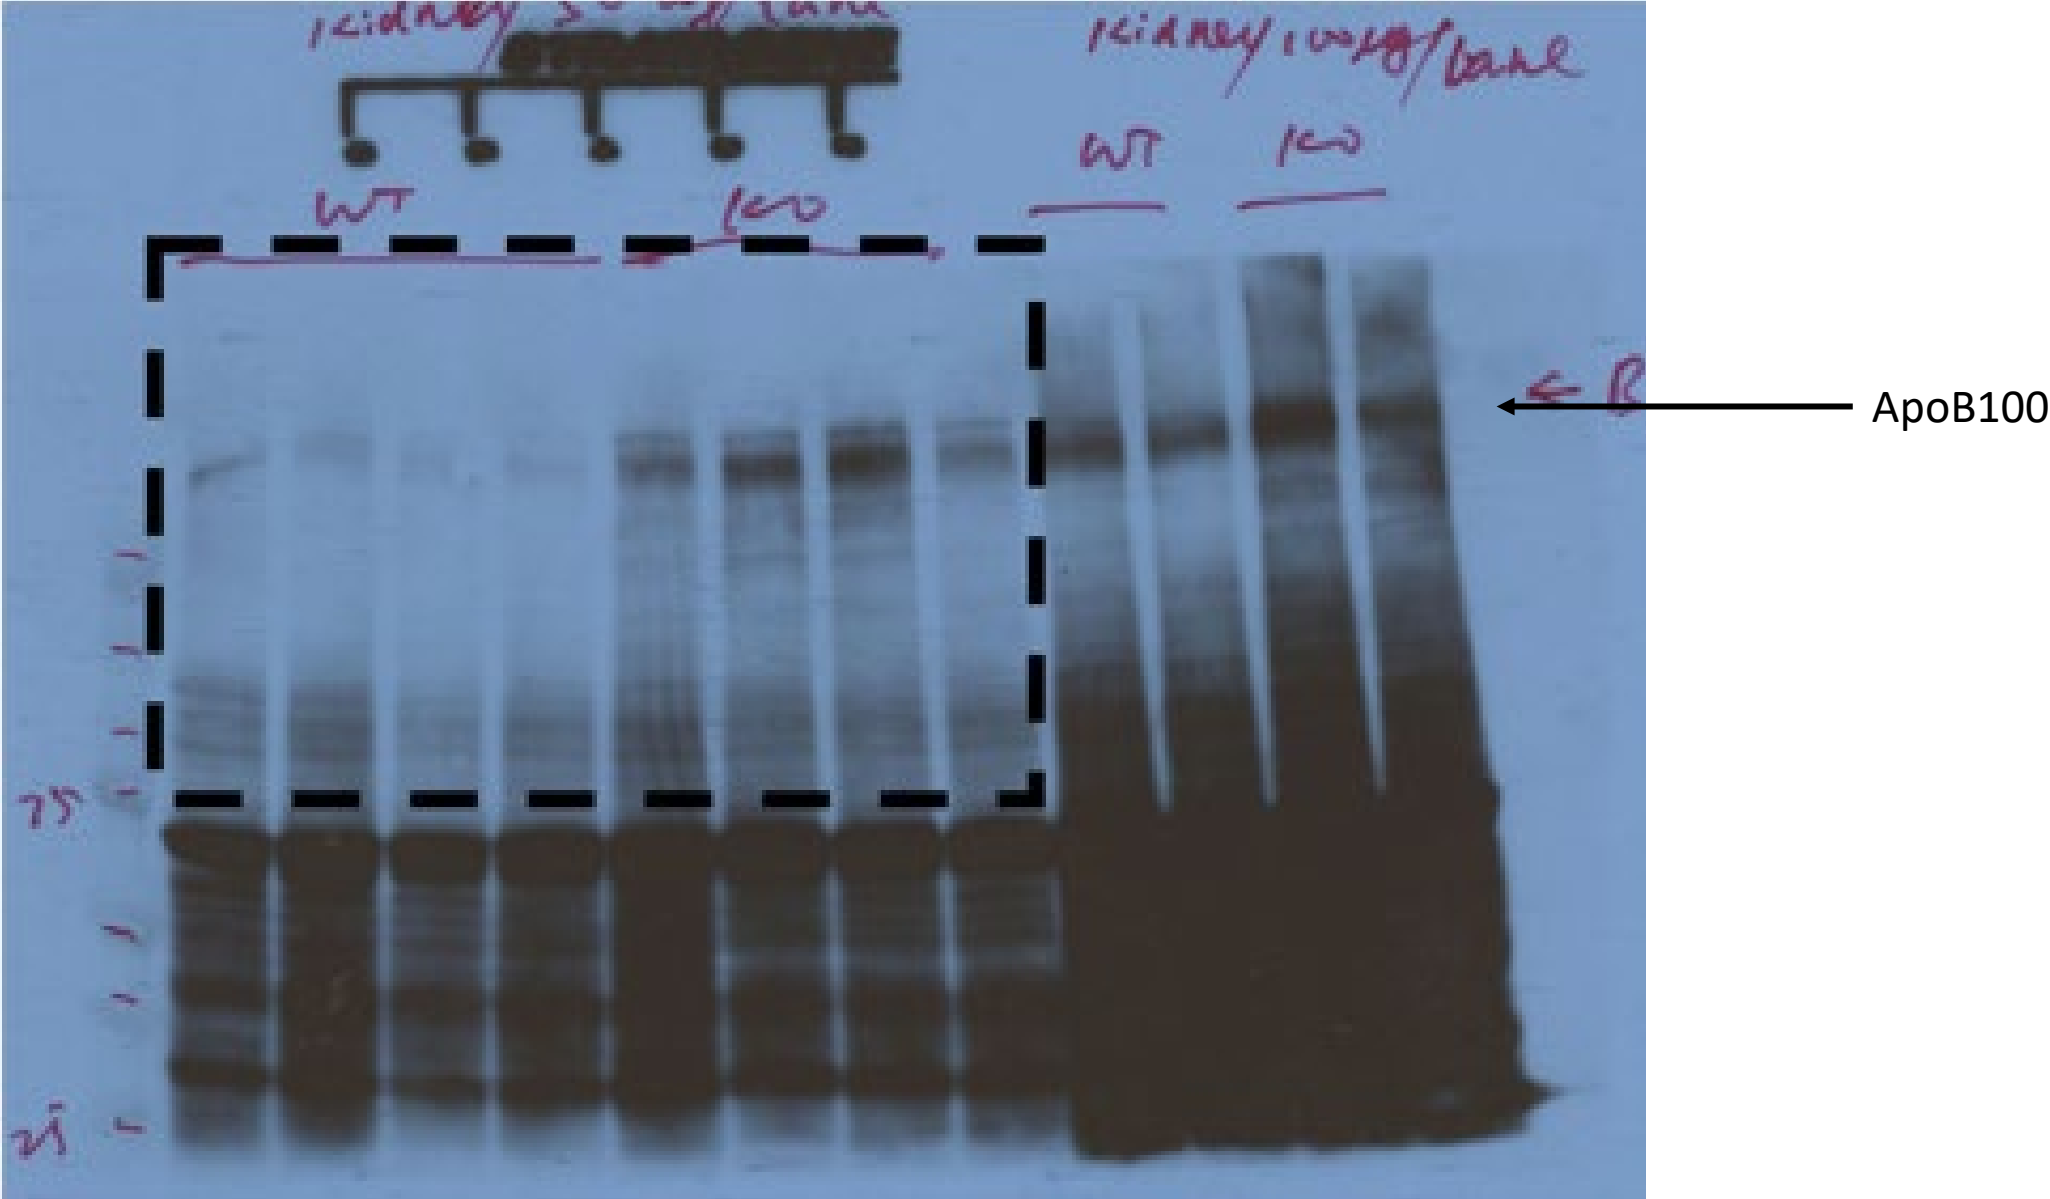

Uncropped blot for Figure 5 C, immunoblot blotted for kidney GAPDH

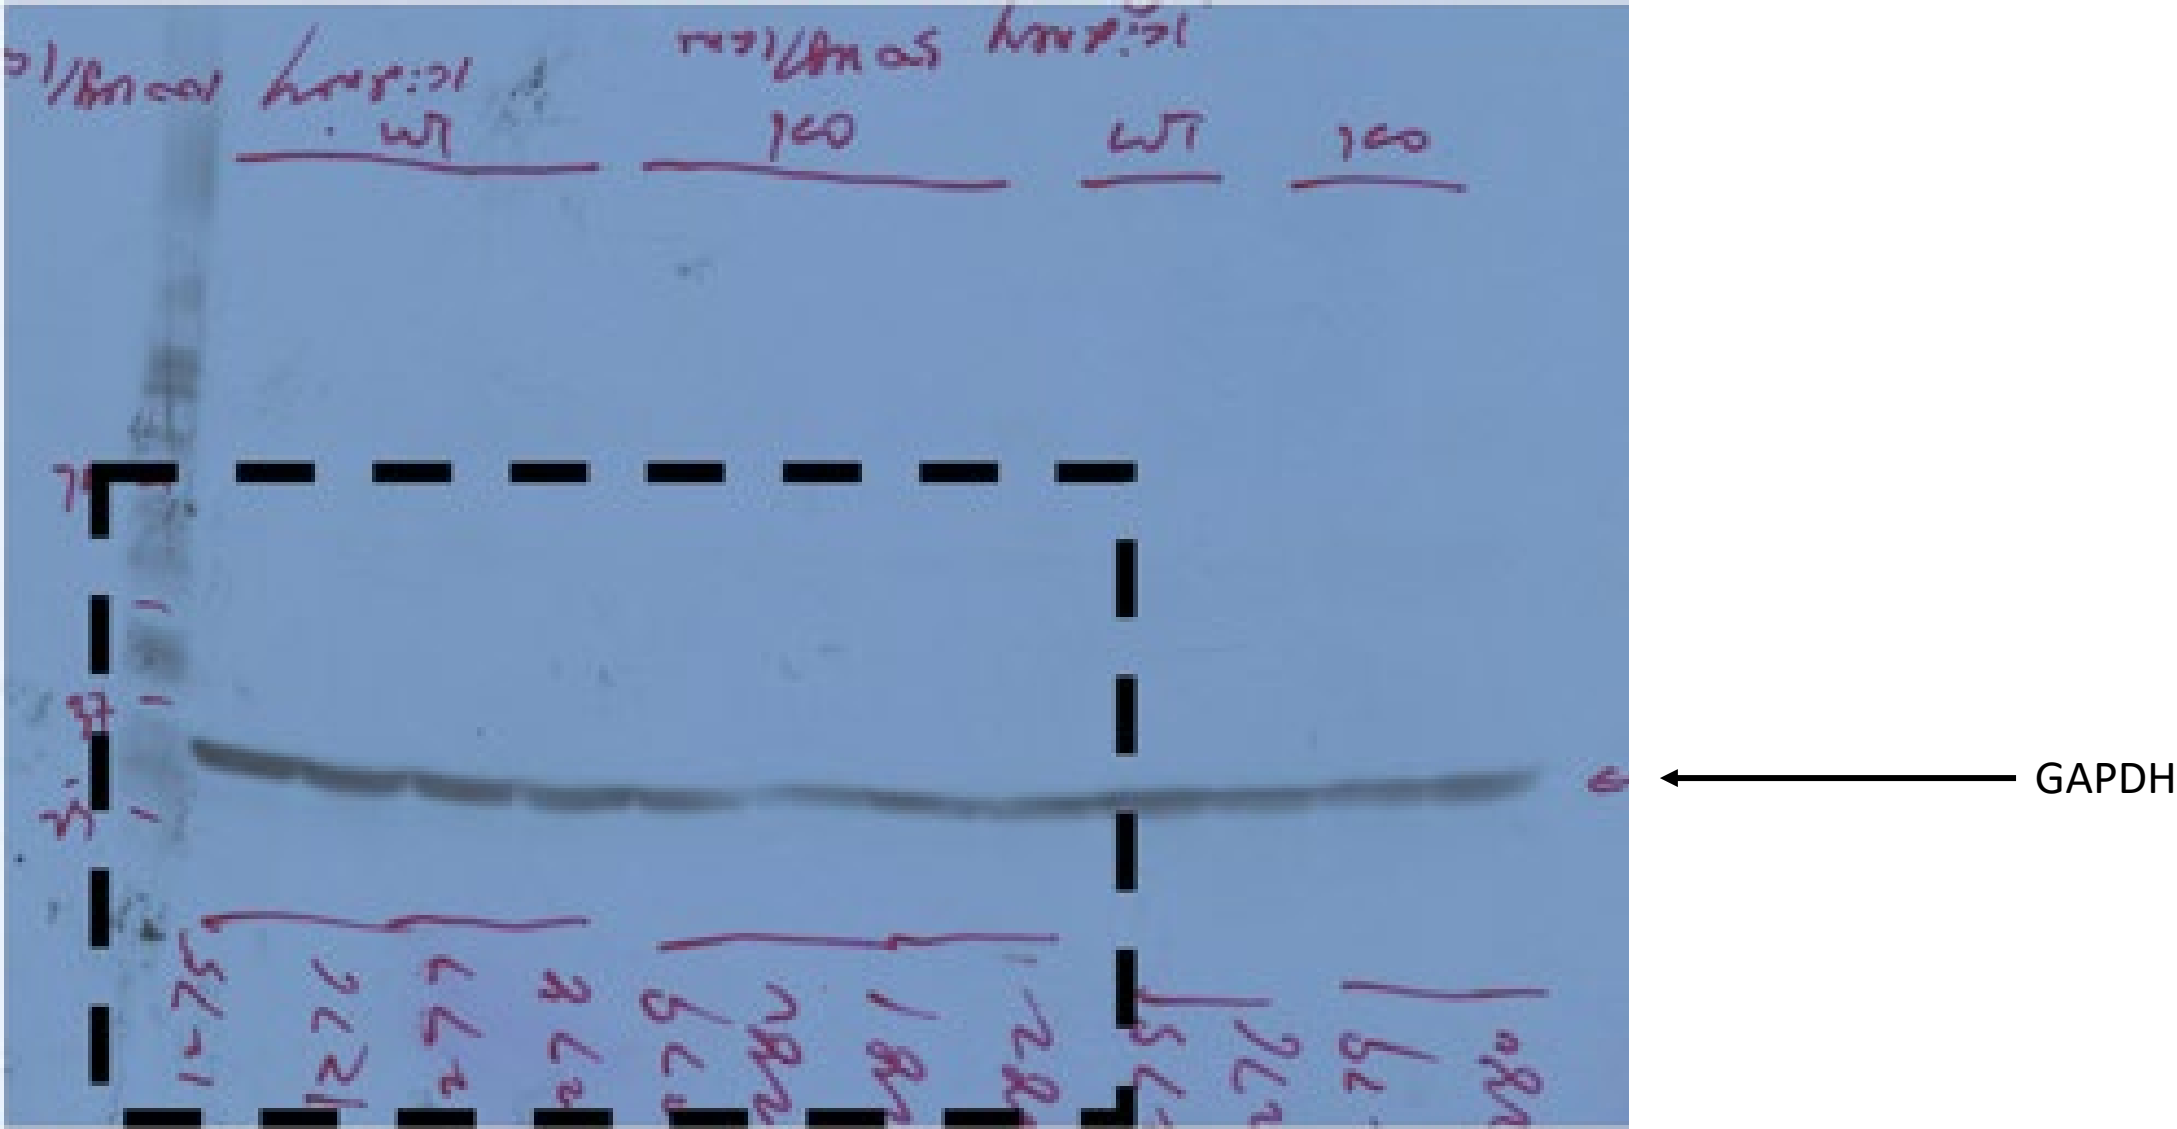

Uncropped blot for Figure 6 A, immunoblot blotted for Acs14

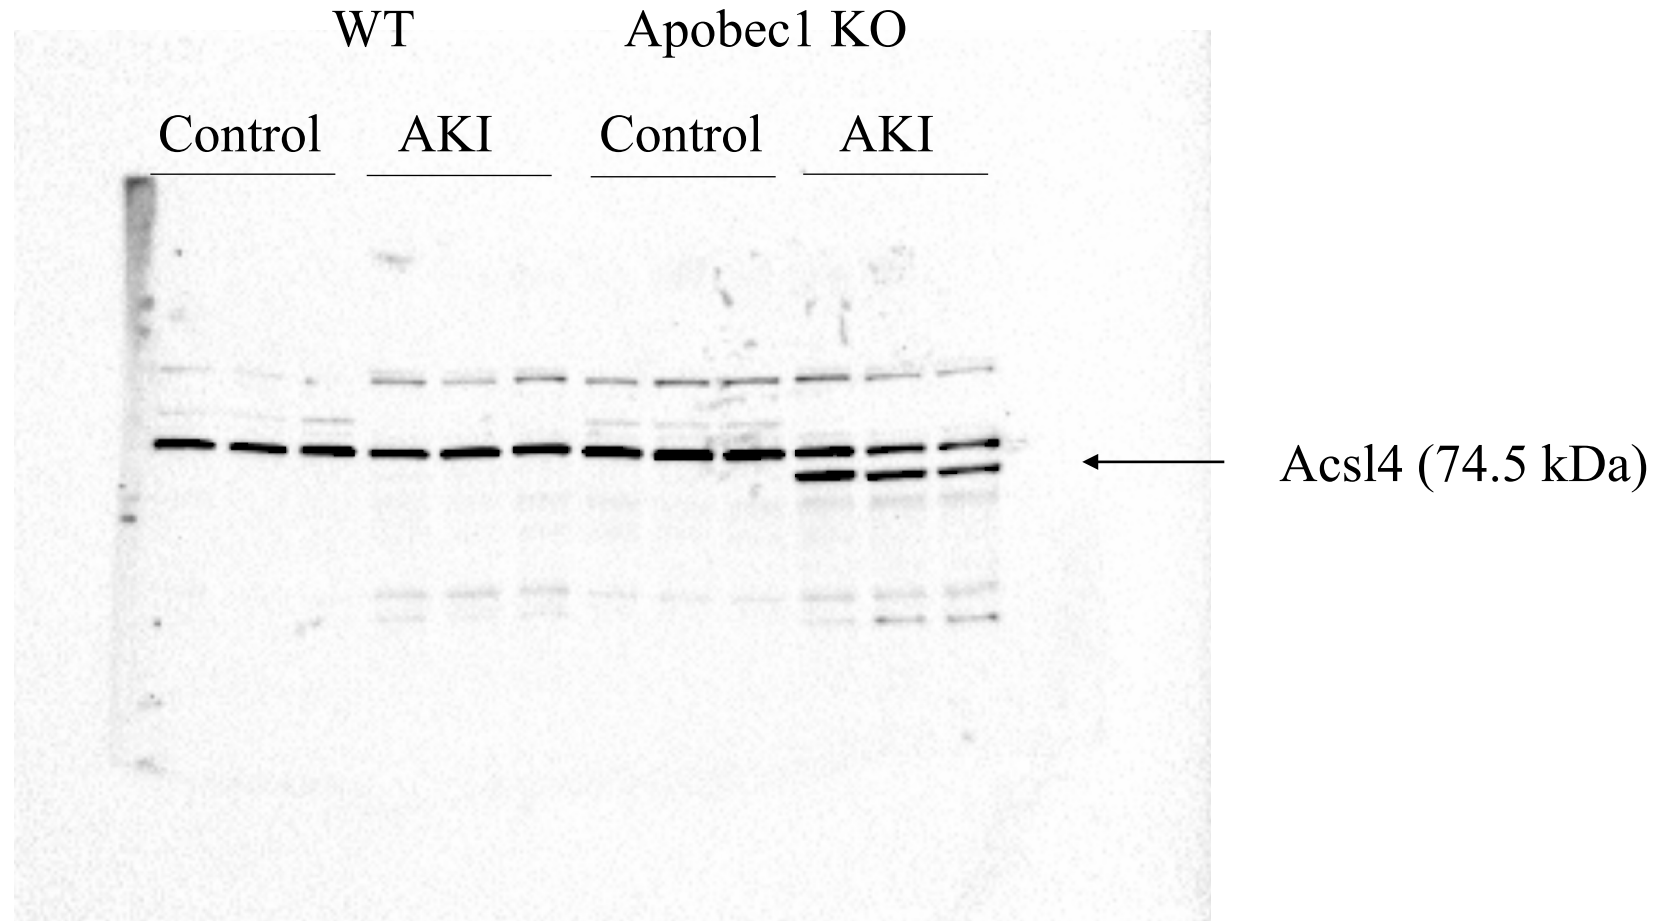

Immunoblot analysis of Acs14 in kidneys from WT or Apobec1 KO mice treated with saline (Control) or cisplatin at 15 mg/kg for 4 days (AKI), n = 3 from each group.

Uncropped blot for Figure 6 A, immunoblot blotted for p-RIPK1

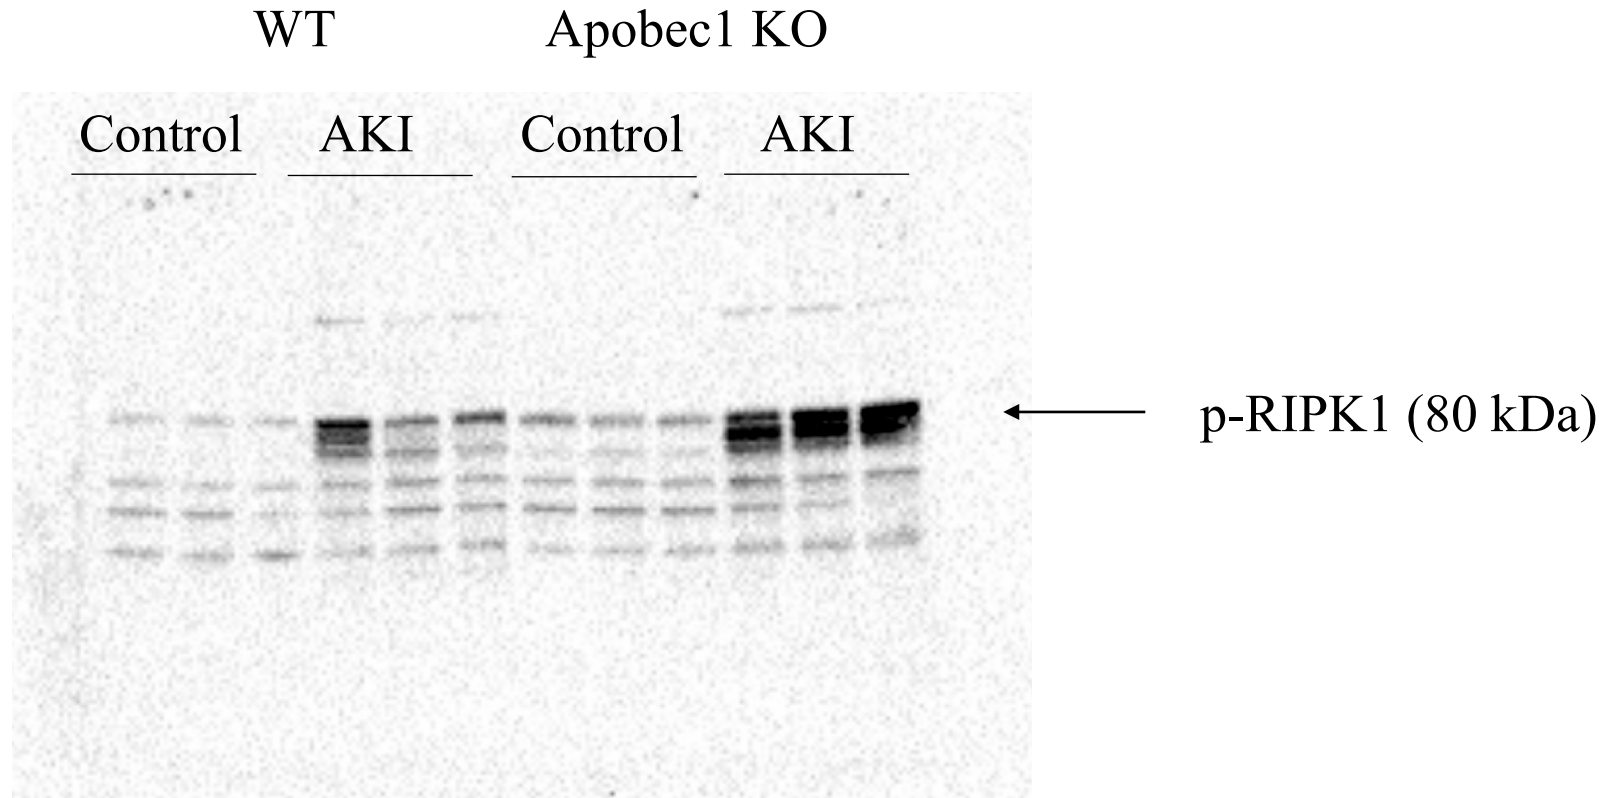

Immunoblot analysis of p-RIPK1 in kidneys from WT or Apobec1 KO mice treated with saline (Control) or cisplatin at 15 mg/kg for 4 days (AKI), n = 3 from each group.

Uncropped blot for Figure 6 A, immunoblot blotted for GAPDH

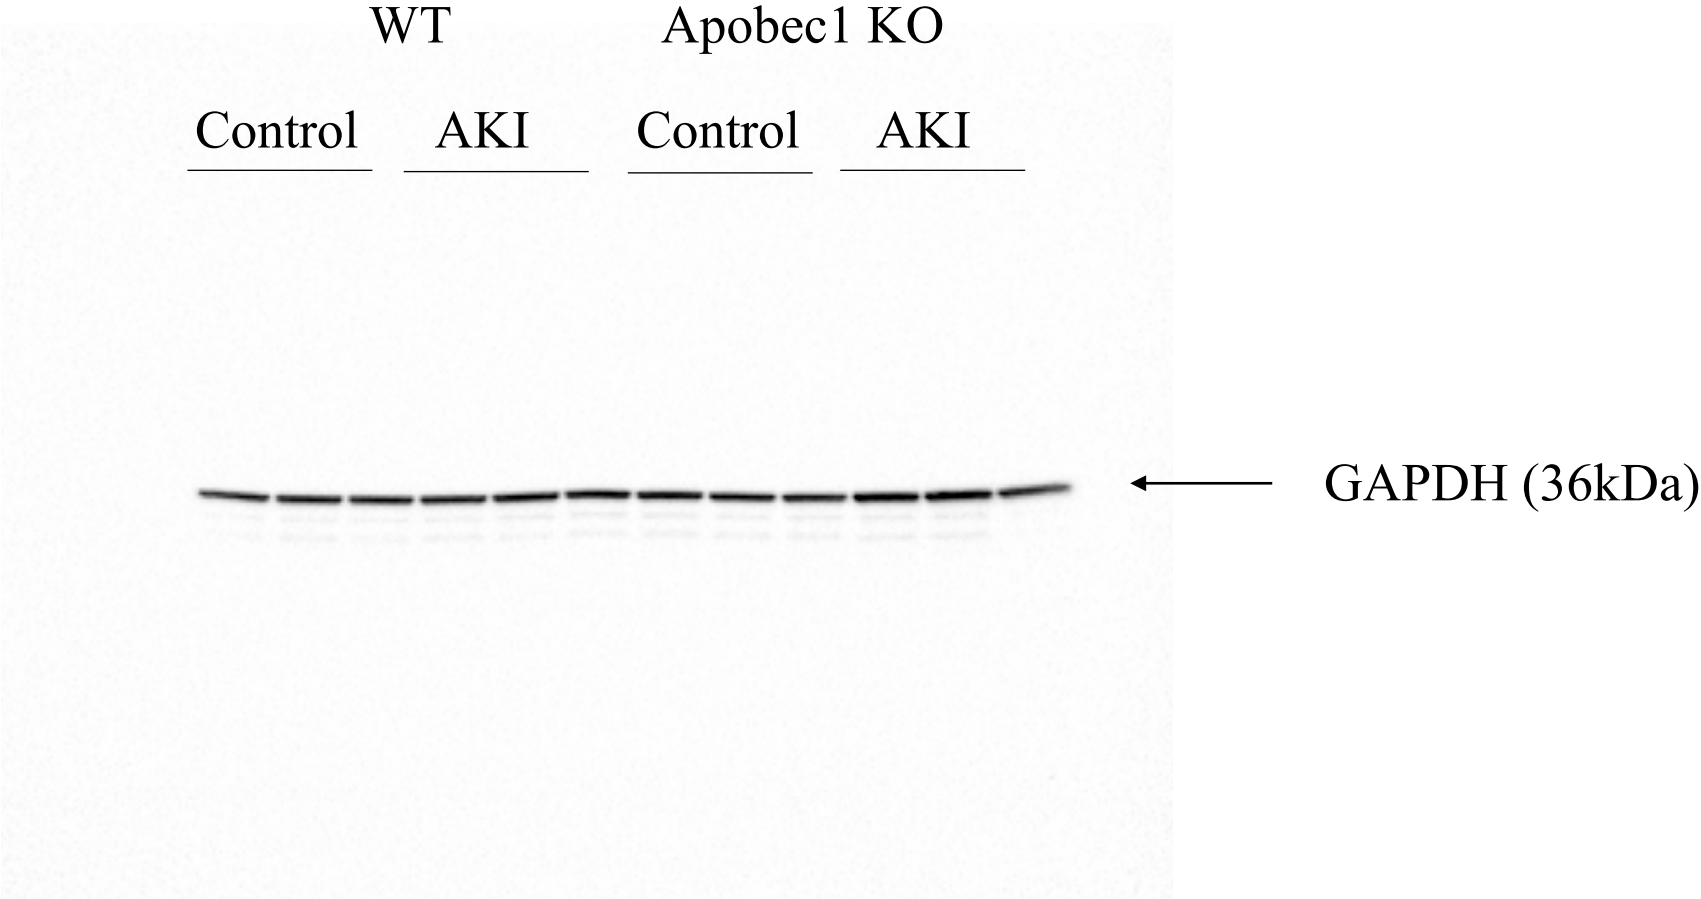

Immunoblot analysis of p-RIPK1 in kidneys from WT or Apobec1 KO mice treated with saline (Control) or cisplatin at 15 mg/kg for 4 days (AKI), n = 3 from each group.

Uncropped blot for Supplemental Figure S2, immunoblot blotted for ApoB

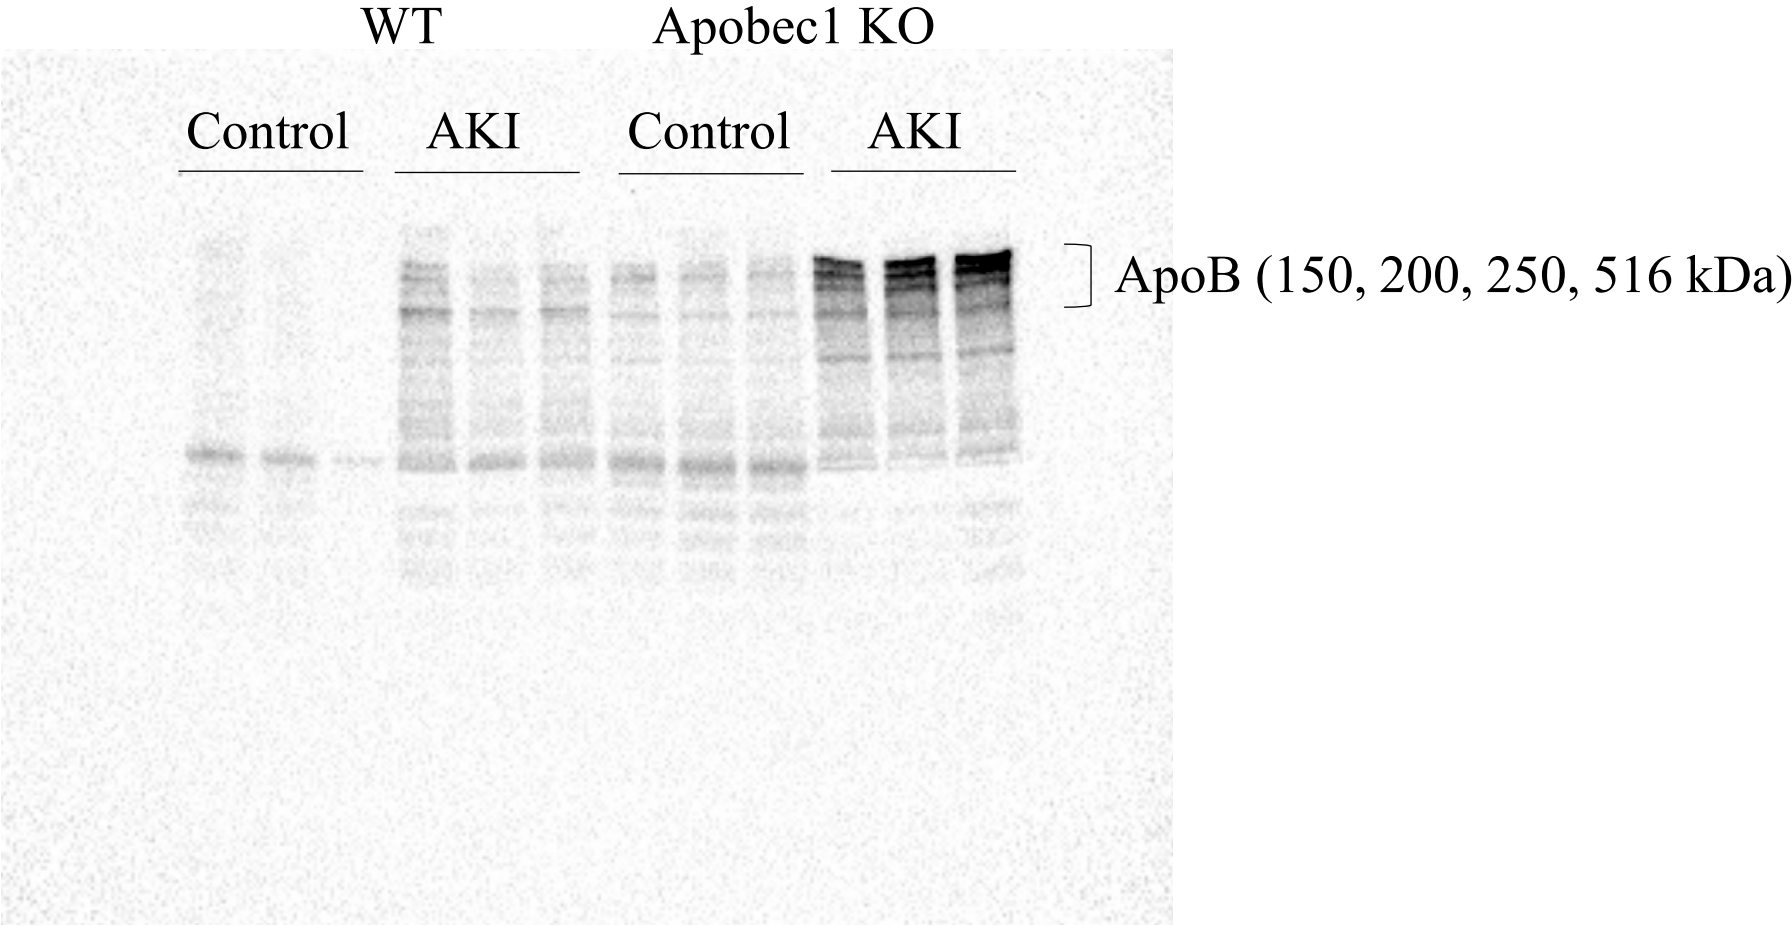

Immunoblot analysis of ApoB in kidneys from WT or Apobec1 KO mice treated with saline (Control) or cisplatin at 15 mg/kg for 4 days (AKI), n = 3 from each group.

How the deposited data were processed for this re-analysis (not part of the article)

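RNA of the kidneys of 12 mice was measured on Clariom S mouse arrays, 1 array for each mouse and 3 arrays in each of the groups WT control, WT AKI, KO control and KO AKI. The groups were taken from the sample labels, which give the genotype, male sex, saline or cisplatin at 15 mg/kg, and 3 days. The labels and the methods give no batch, litter or scanning date.

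The authors deposited 1 log2 signal per probe set and array, made with Transcriptome Analysis Console according to the submitters' processing notes, which give no version of it. The deposited log2 values were already summarised from the probes of a probe set and were used without further normalization. The paper's text does not name the background correction and the normalization of these arrays, and states that the data were analysed as in an earlier paper. The medians of the arrays lay between 5.79 and 6.00, and the highest value was 19.9 on every array. No other columns of values were used. The probe data of the scanner, the pathway analysis behind Table 1 and the measurements on other mice, such as staining, blood tests and RT-qPCR, were not analysed here.

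The table of values has 28846 entries, of which 22206 are not array controls. Of these, 19572 have 1 gene symbol, 0 have several and 2634 have none. For 55 genes with several probe sets, the probe set with the highest mean over the 12 arrays was taken and 67 others were left out, which leaves 19505 genes. Gene symbols come from the probe set annotation, and the neighbours of Apobec1 from the start positions of RefSeq genes of the assembly GRCm38.p6. Some symbols of Table 1 are not among the 19505 genes, and the count of measured members stands beside each list.

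The groups were compared with limma 3.58.1 in R 4.3.3. A model with the mean of each of the 4 groups was fitted to the log2 values of all 12 arrays with lmFit and eBayes, with 8 residual and 5.6 prior degrees of freedom. KO AKI was compared with WT AKI, KO control with WT control, and AKI with control within each genotype. The difference between the cisplatin responses of the genotypes was tested as the interaction of genotype and cisplatin. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and counts were also taken at the paper's thresholds, an unadjusted p under 0.01 with a fold over 2. For the comparison over the 4 groups, limma's moderated F-test was used, with the fold between the highest and the lowest group mean. Principal components were computed from log2 values centred for each gene, without scaling. Arrays were clustered with the Euclidean distance and average linkage, and the tree was divided into 4 clusters.

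Gene lists of cell types, pathways and stress responses were tested with limma's camera with a preset correlation of 0.01 between genes, over lists with at least 3 measured members, with Benjamini-Hochberg adjustment over the lists within a comparison. The groups of Table 1 were adjusted apart from the other lists, since the study chose them on these samples. Members called over all genes, and members called when adjusted over the list alone, were counted for each list. Genes within 10 Mb of Apobec1 were compared with all other genes by a two-sided Fisher's exact test on the calls between the control groups. The mapping of samples, the gene lists apart from Table 1, the tests, the rule for named genes and the alternatives were fixed before the data were examined, except where the text says that a choice came later.

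The rule for named genes took Apobec1, the genes that the paper names for this experiment, the 10 largest rises and the 10 largest falls among called genes whose groups of arrays do not overlap, up to 3 called members of each list and 1 called member that moved against the majority, and the 10 genes with the smallest p in each direction for the interaction. Predicted genes and olfactory, vomeronasal, microRNA and small nucleolar RNA genes were left out of the ranked parts. The text prints some of these genes and gives the others as counts. The values of the genes in the paper's text, table and figures had been seen in the paper. A few genes measured in the paper on other mice were named in the closing section alone.

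Background was taken as the 95th percentile of 23 antigenomic probe sets, which match no mouse transcript, on each array. Of the genes, 7432 lay above it on all arrays and 9036 on none. Where a gene lay above background on no array of 1 of the groups compared, its fold is mostly given as a bound (at least), the mean of the other group against the mean background of the arrays of that group, which was chosen after the values were seen. Elsewhere the text says that a size was read against or within background. The number of arrays limits the precision. An exact permutation test of 3 arrays against 3 has 10 splits and a smallest p of 0.1, so single genes were not tested that way.

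The alternatives for the counts and the named genes were array weights, quantile normalization of the deposited values, centring of each array on its median, leaving out genes with a mean below that of the median gene, a trended and robust variance prior, the replicate number as a block (replicate block), all probe sets that are not controls, a fit of only the 2 groups compared, the methods' t-test, a test with unequal variances, other thresholds, and leaving out each of the 12 arrays in turn. The methods' t-test was an unpaired t-test with equal variances, which the methods list in general and not for these arrays. Where an array was left out, its group kept 2 arrays and shared the estimate of the spread with the other groups. The medians of the gene lists without an array were computed after the values were seen. Further alternatives were an estimated correlation and the test fry for the gene lists, other gene sets, a unit variance scaling, other distances and linkages for the components and the clusters, and other windows and thresholds for the neighbours of Apobec1, which were chosen after the values were seen. The labels do not say whether arrays with the same replicate number share a day or a litter. Residuals of arrays with the same number in the groups compared had correlations across genes between -0.114 and 0.0878.

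Arrays were also regrouped at random, with all 10 splits for a pair of groups and 100 drawn regroupings for the interaction and the F-test. The calling step was tested on simulated data for KO AKI against WT AKI with 19505 genes. It called 16 of 50 genes changed by a log2 of 1, and 50 of 50 at each of a log2 of 2, 3 and 4, with 3 false calls among unchanged genes, and 0 calls where no gene was changed. The simulated noise was independent between genes, had the same spread per gene in all 4 groups and held no array that stood apart. KO AKI spread more and held such an array, so these rates do not carry over to it. No 2 arrays were copies, and the closest pair had a correlation of 0.992574 across genes.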

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

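The tests of time of day, of B lineage cells and of the neighbours of Apobec1 within 25 Mb, and the reading of the test within 10 Mb, were chosen only after the result was seen.

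The response to cisplatin differed between the genotypes, by limma's interaction of genotype and cisplatin, for 6 genes, where 2020 genes had an unadjusted p under 0.05. Slc12a3, the sodium chloride cotransporter of the distal tubule, had a log2 fold change with cisplatin of -5.33 in WT kidneys and -8.59 in kidneys labelled KO, a difference of -3.26 (standard error 0.42, adjusted p = 0.0414). Lcn2, the lipocalin of injured tubules, had a difference of 5.09 (standard error 0.78, adjusted p = 0.0478), with log2 signals of 7.85 in WT control and 6.51 in KO control, where it lay above background on 1 of 3 arrays. Ms4a6b, a membrane protein of the MS4A family, had a difference of 2.35 (standard error 0.34, adjusted p = 0.0414), and lay above background on 0 control arrays and 1 WT AKI array, so this size was read against background. Vmn1r20, named after its values were seen, had a fold change of -1.23 in WT kidneys and a difference of -4.16 (standard error 0.58, adjusted p = 0.0414), and lay above background on 0 KO AKI arrays, so this size was read against background. Slc22a27 had fold changes of 1.32 and -1.03 and a difference of -2.35 (standard error 0.34, adjusted p = 0.0414), and lay above background on 0 arrays. Xpnpep2 had fold changes of -0.24 and -2.18 and a difference of -1.94 (standard error 0.29, adjusted p = 0.0414), and also lay above background on 0 arrays. Of 100 regroupings of the genotypes within a treatment, 1, the real one, gave as many calls, and the highest other gave 2. Regrouping also mixes genotype differences that do not depend on cisplatin into the spread, so chance is not excluded for the interaction. The count also rested on single arrays, since it was 0 without WT control replicate 1 or 3, WT AKI replicate 2 or 3, or any KO control array, 1 without KO AKI replicate 3, 11 without WT AKI replicate 1, 44 without KO AKI replicate 2 and 337 without KO AKI replicate 1.

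Between the arrays labelled KO control and WT control, a comparison for which the paper names no genes, 10 genes passed the test. Jchain was higher by a log2 of 6.49 (adjusted p = 1.21e-06) and Ide by 1.46 (adjusted p = 0.00675). The differences of Ciart, Dera and Entpd4 were -2.92, -1.81 and -2.22 (adjusted p = 0.00929 each), with Ciart above background on 0 KO control arrays and Klrb1c on 0 arrays of any group, so that their sizes were read against background. Bcat1 was at -3.75 (adjusted p = 0.017), Myo5a at -1.81 (adjusted p = 0.0176), Slc22a7 at -3.10 and Rnf24 at -1.56 (adjusted p = 0.0291 each), and Klrb1c at -1.29 (adjusted p = 0.0473). The call of Jchain held without each of the 12 arrays in turn, and each of the others ended without at least 2 of them. The count was 1 without KO control replicate 1, 2 without WT control replicate 1, 3 without WT control replicate 3 and 27 without KO AKI replicate 2.

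Within 10 Mb of Apobec1 on chromosome 6, 1 of 253 genes was called, against 9 of 19251 others (two-sided Fisher's exact test, odds ratio 8.48, 95% confidence interval 0.193 to 61.6, p = 0.122). Donor DNA kept near Apobec1 stays open, since Dera, Bcat1 and Klrb1c lie on chromosome 6 and 3 of 404 genes within 25 Mb were called (Fisher's exact test, odds ratio 20.39, p = 0.00095), while no neighbour within 10 Mb was called in 10 of the 12 cases with an array left out. A difference in the time of day of collection may contribute, since Ciart is a clock gene and the median of Arntl, Npas2 and Clock, named after their values were seen, lay 2.83 above that of 9 genes of the other phase, with 3 of 3 higher and 8 of 9 lower, although neither Arntl (adjusted p = 0.0823) nor Npas2 (adjusted p = 0.0575) passed the test, and both lay above background on 0 WT control arrays, so this size was read against background. The median of the B cell list without Jchain was 0.091, which argues against more B cells of all kinds behind Jchain, while plasma cells, which lack several of these markers, were not tested. The loss of Apobec1 itself stays open as an untested biological explanation, since the design gives genotype and origin of the mice together.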

How the results depend on the processing

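The counts of calls depended on how the spread between arrays was estimated and on single arrays, while directions were kept almost throughout. Many alternatives changed only the estimate of the spread, the genes tested or arrays outside the comparison. They left the log2 difference of a gene unchanged and so could not change its direction. Over the alternatives that use all 12 arrays, 2392 of 3075 values of named genes kept their direction and their side of the threshold, 677 lost the call, 5 gained one and 1 changed sign. With 1 array left out, 3217 of 3768 kept both, 541 lost the call, 8 gained one and 2 changed sign. Of 328 values of called gene lists, 232 kept both and 96 lost the call, and with 1 array left out 944 of 984 kept both and 40 lost the call. On an array 44.3% to 47.0% of the genes lay above background, and 9036 genes lay above it on 0 arrays, so differences among these were read within the background. Median centring moved the median log2 fold change of all genes from 0.055 to -0.093 for cisplatin in WT kidneys and from 0.057 to -0.066 in KO kidneys, and quantile normalization moved it to -0.0088 and -0.00049. The balance of calls turned with it, from 1684 up and 1042 down in WT to 1097 up and 1731 down after median centring, and from 2996 up and 2449 down in KO to 2290 up and 3178 down. The alternatives for the neighbours of Apobec1 were chosen after the values were seen.

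Values are given in the order KO AKI against WT AKI, KO control against WT control, WT AKI against WT control and KO AKI against KO control, as far as they changed. At an adjusted p under 0.05, array weights gave 183, 35 and 4286 genes, where 89 of the 183 are among the 95 genes called between the AKI groups. Leaving out dim genes, with a mean below that of the median gene, gave 171 between the AKI groups (83 among the 95) and 1440 in WT kidneys, with fewer genes tested. The replicate block gave 44 (43 among the 95) and 6. A fit of only the 2 groups compared gave 1 between the AKI groups, 21 between the control groups and 3607 in KO kidneys, the methods' t-test gave 0 between the AKI groups, 1270 in WT kidneys and 662 in KO kidneys, and Welch's test gave 0, 0, 1 and 0. Beside these counts of 0, limma called 95 genes between the AKI groups, 10 between the control groups and 5445 in KO kidneys, with 2976, 1203 and 7718 genes at an unadjusted p under 0.05.

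At an unadjusted p under 0.01 with a fold over 2, only the 2 groups compared gave 299 between the AKI groups, the methods' t-test gave 66 and 57 between the genotypes and 1246 in KO kidneys, Welch's test gave 37, 39, 812 and 701, and leaving out dim genes gave 922 in WT kidneys. An unadjusted p under 0.001 with that fold gave 227 and 43, and an adjusted p under 0.05 with it gave 93 and 10, by construction of the threshold.

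For the interaction of genotype and cisplatin, array weights gave 63 genes, quantile normalization 2, dim genes left out 3, a trended and robust variance prior 10 and the replicate block 0, where limma called 6 without the block and 2020 at an unadjusted p under 0.05. The first principal component held 66.8% without dim genes and 35.0% at unit variance. Complete linkage, and the genes past the F-test, each placed 3 arrays with their group at 4 clusters, against 0. With an estimated correlation 3, 0, 3 and 3 gene lists were called, against 18, 10, 25 and 29 with the preset correlation. Fry called 3 between the control groups, and fry in either direction 32, 4, 44 and 47. The odds ratio of calls near Apobec1 was 20.39 within 25 Mb, and Apobec1 in KO AKI against WT AKI was at 0.10 with array weights. Apart from the thresholds and the number of genes tested, the cause was not tested.

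With 1 array left out, the counts at an adjusted p under 0.05 ranged from 2 (without WT AKI replicate 2) to 1174 (without KO AKI replicate 1) between the AKI groups, from 1 (without KO control replicate 1) to 27 (without KO AKI replicate 2) between the control groups, and from 1469 (without WT control replicate 1) to 4040 (without KO AKI replicate 2) in WT kidneys. The count with the fold between the AKI groups ranged from 341 (without WT AKI replicate 2) to 1340 (without KO AKI replicate 1). The interaction ranged from 0 (without WT control replicate 1 or 3, WT AKI replicate 2 or 3, or any KO control array) to 337 (without KO AKI replicate 1), with 44 without KO AKI replicate 2, 11 without WT AKI replicate 1 and 1 without KO AKI replicate 3. The second component ranged from 8.14% (without KO AKI replicate 2) to 12.8% (without KO AKI replicate 3). Between the control groups 5 lists (without WT control replicate 1) to 11 were called. The odds ratio near Apobec1 ranged from 0 to 6.94, and was 0 in 10 of 12 cases because no neighbour was called. Apobec1 in KO AKI against WT AKI ranged from -0.73 (without KO AKI replicate 1) to 0.48 (without KO AKI replicate 2), and was 0.05 without WT AKI replicate 1. The macrophage list lost its call between the AKI groups without KO AKI replicate 1 (adjusted p = 0.0573), the interferon list without WT AKI replicate 1 (adjusted p = 0.145).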

Differences from the paper's values

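For KO control against WT control the paper's count at p under 0.01 with a fold over 2 is 202, and the count here was 101. Of the alternatives set before the data were examined, only the 2 groups compared (149), without WT control replicate 2 (139), without KO AKI replicate 2 (139) and an unadjusted p under 0.05 with that fold (138) came within 1.5 times the paper's count, and all others did not. For the analysis of variance over the 4 groups the paper's count of transcripts is 1253, and the count here was 3694. The alternatives set before the data were examined gave 4995 without the fold, 2618 at an adjusted p under 0.01 and 4117 with every probe set that is not a control, and none of these came within 1.5 times the paper's count. The paper names p under 0.01 and a fold over 2 for both counts and does not say which groups the fold of the second compares.

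Folds of KO AKI over WT AKI were read from the tips of the arrows in Fig. 4C, and were read again after the values here were seen. Many alternatives, such as other tests or a control array left out, cannot change these folds, so they are no separate checks of them. Havcr1 is at about 13 in Fig. 4C, read by eye, for the paper, and was 4.10 here, with 3.40 to 5.39 over the alternatives set before the data were examined, which all differ. Cdkn1a is at about 8 in Fig. 4C, read by eye, and was 3.36 here, with 2.28 to 4.58 over these alternatives, which all differ. Cdk2 is at about 3.4 in Fig. 4C, read by eye, and was 2.08 here, with 1.89 to 2.23 over the alternatives, which all differ. Cdk6 is at about 3.5 in Fig. 4C, read by eye, and was 2.12 here, and the alternative without KO AKI replicate 3 (2.57) came within 1.5 times the paper's fold while all others did not. Cdkl3 is at about -3.6 in Fig. 4C, read by eye, as a signed fold, and was -1.76 here, with -2.13 to -1.51 over the alternatives, which all differ. A fold outside 1.5 times the paper's fold was taken to differ only if the gap on the log2 scale passed the gene's SD within the AKI groups. By this allowance Cdkl1 with array weights (-2.16) was not taken to differ. On the deposited values with limma, the fold of Lcn2, the count of genes between the AKI groups and the shares of the first 2 components did not differ by these rules, nor did the folds of Cdkl1 and Bmp5. The count between the AKI groups, 604, differed without dim genes (479), with only the 2 groups compared (299), the methods' t-test (66), Welch's test (37), without WT AKI replicate 2 (341), without KO AKI replicate 1 (1340), without KO AKI replicate 2 (401), at an unadjusted p under 0.001 with the fold (227) and at an adjusted p under 0.05 with the fold (93). The fold of Cdkl1 differed without KO AKI replicate 2 (-1.60), that of Bmp5 with array weights (-1.76), without WT AKI replicate 1 (-1.75) and without KO AKI replicate 2 (-1.66), and the share of the first component at unit variance (35.0%). The fold of Lcn2 ranged from 8.93 to 19.1 over the alternatives, none of which differ.

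The paper states that each treatment group clusters separately, from principal components (Fig. 4A) and hierarchical clustering (Fig. 4B). In the first 2 components here the groups did not overlap. The first ran from 18.6 to 32.5 on WT AKI and from 43.8 to 119 on KO AKI. The second ran from 6.92 to 8.33 on WT control and from 11.1 to 14.0 on KO control. In the clustering of all genes, 0 arrays stood in a cluster of their whole group alone at 4 clusters, and 9 did at 6. With complete linkage and with the genes past the F-test, 3 did at 4 clusters. With the F-test genes no cluster held both WT AKI and KO AKI arrays. The paper presents Havcr1, Cdkn1a, Cdkl1, Cdkl3, Bmp5, Acsl4, Cd36, Lcn2, Acsl5, Lpl and Fabp3 as regulated differently in KO AKI and WT AKI. Every gene of these 11 differed in the paper's direction here, and Lcn2, Acsl5, Lpl and Fabp3 passed an adjusted p under 0.05 from limma. The other 7 did not, with an adjusted p of 0.0767 for Havcr1, 0.0584 for Cdkn1a, 0.169 for Cdkl1, 0.166 for Cdkl3, 0.145 for Bmp5, 0.0595 for Acsl4 and 0.13 for Cd36. Over the alternatives the adjusted p reached up to 0.785 for each of the 7. Without KO AKI replicate 1 it was 0.034 for Havcr1, 0.00278 for Cdkn1a, 0.00813 for Cdkl1, 0.000364 for Acsl4 and 0.00978 for Cd36, and without WT control replicate 2 it was 0.0458 for Havcr1. With array weights it was 0.0314 for Cdkn1a and 0.0355 for Acsl4, and without dim genes 0.0487 for both. Cdkl3 and Bmp5 passed under none of them, with a lowest adjusted p of 0.0823 and 0.0898. At the thresholds named in the paper's text, an unadjusted p under 0.01 with a fold over 2, Havcr1, Cdkn1a, Acsl4 and Cd36 passed with limma, and none of these 4 passed with the methods' t-test or Welch's test, nor did Lcn2 and Fabp3. Acsl5 and Lpl passed with each of these tests. The methods list an unpaired t-test in general and do not name it for these arrays. Cd36 also failed with only the 2 groups compared and without any 1 of WT AKI replicates 2 and 3 and KO AKI replicates 2 and 3. Cdkl1 was at an unadjusted p of 0.0102 from limma, and passed with array weights, quantile normalization, median centring and without KO AKI replicate 1. Cdkl3, with a fold of -1.76, passed without WT AKI replicate 3 and without KO AKI replicate 3. Bmp5, with a fold of -1.90 measured within background on every array, passed without WT AKI replicate 2, KO AKI replicate 1 and KO AKI replicate 3.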

Other observations

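The tests of Apobec1 and of the stronger response to cisplatin in KO AKI replicate 2 were chosen only after the result was seen.

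By camera with a preset correlation, kidney genes that respond to androgens and genes of oxidative phosphorylation and of the interferon response were lower in the arrays labelled KO AKI than in WT AKI, and genes of complement and of macrophages were higher, while none of these calls held with an estimated correlation. Of 10 androgen-responsive kidney genes, 1 was down over all genes, 6 were down and 1 was up when adjusted over the list alone, and 1 was higher (median -1.32, camera adjusted p = 3.79e-05, and adjusted p = 0.28 with an estimated correlation). Acsm3, a medium-chain acyl-CoA synthetase, was the called gene (log2 fold change -2.65, standard error 0.46, adjusted p = 0.0301, 0.19 without WT AKI replicate 2, and 0.0177 to 0.785 over the alternatives). In the same comparison 2 of 32 proximal tubule genes were higher, with a median of -1.35 (-0.66 without KO AKI replicate 2), and a loss of proximal tubule transcripts was not tested as a cause of this or the next list. Of 25 genes of oxidative phosphorylation, 0 were called over all genes and 4 were down over the list alone, with 4 higher (median -0.38, and -0.21 without KO AKI replicate 2, adjusted p = 0.000388, and adjusted p = 0.479 with an estimated correlation). Of 14 complement and acute phase genes, Lcn2, which is also in the lists of injured tubules and neutrophils, was up over all genes (adjusted p = 0.0146, and 0.0946 without WT AKI replicate 2), 7 were up over the list alone and 11 were higher (median 1.16, and 0.64 without KO AKI replicate 2, adjusted p = 0.000134, and adjusted p = 0.257 with an estimated correlation). Of 19 macrophage and monocyte genes, Itgam was up over all genes (adjusted p = 0.0162, and 0.116 without WT AKI replicate 2) and over the list alone, and 17 were higher (median 0.56, adjusted p = 0.000118, adjusted p = 0.282 with an estimated correlation and 0.0573 without KO AKI replicate 1, where the median was 0.26), while Adgre1, which encodes F4/80, had a log2 fold change of 0.17 (adjusted p = 0.865) and lay above background on 3 arrays. Of 20 interferon response genes, 0 were called over all genes, 1 was down over the list alone and 4 were higher (median -0.43, adjusted p = 0.000647, adjusted p = 0.444 with an estimated correlation and 0.145 without WT AKI replicate 1, where the median was -0.25). The 16 neutrophil genes had a median of 0.35 (adjusted p = 0.0552) and the 16 T cell genes a median of -0.08 (adjusted p = 0.325). On KO AKI replicate 2 the neutrophil genes lay at a median of 0.74 from the other 2 KO AKI arrays, with 13 of 16 higher, so that array weighed on their median. Of 4 genes that differ between C57BL/6 substrains, Entpd4 was down (adjusted p = 0.0102, and 0.0719 without WT AKI replicate 2) and 0 were higher (median -0.55, and -0.29 without KO AKI replicate 2, adjusted p = 0.0278, and adjusted p = 0.244 with an estimated correlation), while between the control groups, where Entpd4 was down as well, 3 of the 4 were higher (median 0.12, adjusted p = 0.462).

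With cisplatin the interferon response genes rose more widely in WT kidneys, with 12 of 20 up (median 1.10, adjusted p = 1.86e-09, and adjusted p = 0.177 with an estimated correlation), than in kidneys labelled KO, with 7 up and 1 down (median 0.46, adjusted p = 0.0282, adjusted p = 0.496 with an estimated correlation and 0.221 without KO AKI replicate 1, where the median was 0.26). The difference between these responses had a median of -0.71 (adjusted p = 7.4e-06, and adjusted p = 0.259 with an estimated correlation). Cxcl10, a chemokine of the interferon response, rose by at least 2.18 in WT kidneys (adjusted p = 0.000939) and by at least 0.95 in kidneys labelled KO (adjusted p = 0.00421), since it lay above background on 0 control arrays. Of 32 proximal tubule genes, 5 fell in WT kidneys and 26 in kidneys labelled KO, and the difference had a median of -1.47 (-0.85 without KO AKI replicate 2, adjusted p = 2.91e-12, and adjusted p = 0.259 with an estimated correlation). Of 15 genes of cholesterol synthesis, 7 fell in WT kidneys (median -1.19, adjusted p = 5.08e-07, and adjusted p = 0.177 with an estimated correlation) and 8 in kidneys labelled KO (median -0.86, adjusted p = 0.00027, and adjusted p = 0.197 with an estimated correlation). Of 15 immediate-early genes, 10 rose in WT kidneys (median 1.88) and 13 in kidneys labelled KO (median 2.47).

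Between KO control and WT control, 11 endothelial genes had a median of 0.81, with 10 higher and 7 up when adjusted over the list alone (camera adjusted p = 3.04e-09, and adjusted p = 0.0975 with an estimated correlation). Of 24 cell division genes 1 was higher (median -0.41, adjusted p = 2.5e-08, and adjusted p = 0.296 with an estimated correlation), and 10 adipocyte genes had a median of -1.26 (-0.82 without KO control replicate 3), with 1 higher and 4 down over the list alone (adjusted p = 9.3e-07, and adjusted p = 0.206 with an estimated correlation). Several cell division genes, among them Cdk1, Plk1, Aurka, Bub1 and Ccnb2, lay above background on no control array, so that median was partly read within background. The other 7 lists called by camera in this comparison had medians between -0.26 and 0.22, and 0 of the 10 held with an estimated correlation. Tubule injury was 1 of these 7 (camera adjusted p = 0.00706), and its call held without each array in turn (up to 0.025). With 1 array left out, 6 of the calls ended at least once. That of p53 targets ended without 4 arrays (WT control replicates 1 and 2 and KO control replicates 1 and 2, adjusted p up to 0.203), that of podocytes without 3 (WT control replicate 1 and KO control replicates 2 and 3, up to 0.197), and those of interferon response genes (up to 0.15) and of lipid uptake (up to 0.0645) without WT control replicate 1 or KO control replicate 3. Fatty acid oxidation ended without WT control replicate 1 (0.0645) and B cells without WT control replicate 3 (0.0876).

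The other lists fixed for KO AKI against WT AKI were not called. The collecting duct, fibroblast, endothelium and B cell lists had medians of -0.11, 0.05, 0.04 and 0.11, and those of erythroid, immediate-early and clock genes had medians of -0.21, 0.19 and -0.29. The clock list pools genes of opposite phases, a split made after the values were seen. Arntl, Npas2 and Clock had a median of 0.75 (3 of 3 higher). The 9 genes of the other phase had a median of -0.64 (7 of 9 lower), the same directions as between the control groups. The podocyte, adipocyte and skeletal muscle lists had medians of 0.07, 0.04 and 0.01 with a test direction down, and those of adrenal, cholesterol synthesis and glycolysis genes had medians of -0.03, -0.06 and -0.03 with a test direction up. The 20 reported targets of Apobec-1 editing had a median of 0.16 and a mean of -0.02 (adjusted p = 0.443). In the list of the stress response of the endoplasmic reticulum, Herpud1 was down (log2 fold change -1.19, standard error 0.22, adjusted p = 0.0353, and 0.19 without WT AKI replicate 2).

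Genes that the paper measured in other mice were on these arrays as well. Apob, the transcript edited by Apobec-1, rose with cisplatin by 1.37 in WT kidneys (adjusted p = 0.00405) and by 1.56 in kidneys labelled KO (adjusted p = 0.000712), and its log2 fold change in KO AKI was 0.63 (standard error 0.26, adjusted p = 0.258). Il6 lay above background on 2 arrays, and differed between the AKI groups by 0.60 (adjusted p = 0.76). Il1b, Arg1 and Tnf were not called between the AKI groups (adjusted p = 0.732, 0.471 and 0.871), and Il1b lay above background on 0 KO AKI arrays and Arg1 and Tnf on 0 arrays of any group.

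The signal of Apobec1 was not lower in the arrays labelled KO control, and its difference of -0.12 between the AKI groups (-0.73 without KO AKI replicate 1) did not pass the test, although KO AKI replicate 2 lay below every WT AKI array. Wrong genotype labels among the AKI arrays are argued against by the 10 genes called between the control groups, since 10 of 10 differed in the same direction between the AKI groups and the lowest KO AKI array lay above the highest WT AKI array in their signed mean (0.483 against -0.564), while a swap in both treatments together would leave this unchanged and is not excluded by it, though Lcn2 was 13.4-fold higher in the arrays labelled KO AKI and Havcr1, short of the test, 4.10-fold, the direction in which the paper reports more NGAL and KIM-1 protein in KO kidneys after cisplatin (Fig. 2I-K). A signal of background alone is argued against, since Apobec1 lay above background on 6 of 6 arrays labelled KO. A probe set outside the disrupted part of the gene stays open, with a log2 difference of 0.54 between the control groups, since the values do not give the position of the probes, and it may account for the signal. No biological explanation was tested.

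KO AKI replicate 2 lay apart from the other KO AKI arrays. The scale of the array is argued against as the cause, since after quantile normalization its distance from the mean of the other 2 arrays was still 2.93 times the distance of each of these from that mean, against 2.91 before. Fat, adrenal or muscle in the sample is argued against, since the medians of these marker lists over the other 2 arrays were -0.14, 0.06 and 0.15. The blood list lay at 0.191, but held only 3 measured genes. Of these, Alas2 and Epb42 lay above background on 0 arrays, so the list could not decide on blood. A stronger response to cisplatin in that kidney may account for part of it, since 64.3% of the 2726 genes of the WT cisplatin response (1754 genes) deviated in the direction of that response, with a correlation of 0.429 across genes, which are not independent replicates. Lists that were higher with cisplatin in WT kidneys also lay lower on that array, the interferon response at a median of -0.45 (7 of 20 higher), cell division at -0.54 (6 of 24) and macrophages at -0.85 (4 of 19), and dose, severity and collection of that kidney were not tested.

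The 6 arrays of a pair of groups can be split into 3 and 3 in 10 ways, the real one included, too few for a share under 0.05, and the real value and the highest of the other splits follow. Between the AKI groups 95 genes were called at an adjusted p under 0.05 and 0 at the highest of the other splits, 604 and 249 at p and fold, and 18 lists in the real split and in 1 other, 2 splits in all. The 95 genes became 2 without WT AKI replicate 2, 4 without WT AKI replicate 3 and 1174 without KO AKI replicate 1, and the 604 became 341 without WT AKI replicate 2, 401 without KO AKI replicate 2 and 1340 without KO AKI replicate 1. Between the control groups the values were 10 and 0, 101 and 30, and 10 and 5, where the 10 genes became 1 without KO control replicate 1 and 27 without KO AKI replicate 2, and the 10 lists became 5 without WT control replicate 1. For cisplatin in WT kidneys they were 2726 and 0 (1469 without WT control replicate 1), 1556 and 37, and 25 and 16, and in kidneys labelled KO 5445 and 0, 2981 and 140, and 29 and 18. In all of these but the lists between the AKI groups, 1 split, the real one, gave as many. Over the 4 groups 1 of 100 regroupings, the real one, reached the 3694 genes of the F-test, and the highest other gave 1418. This argues against chance for that count as a whole. The regroupings also broke the cisplatin effect, so they do not test the genotypes.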
